# Empowered pro-inflammatory features in Ly6C monocytes and altered antigen-presenting capacity in Ly6C^high^ monocytes in diabetic mice

**DOI:** 10.3389/fimmu.2026.1794704

**Published:** 2026-05-08

**Authors:** Pingping Yang, Pu Fang, Lizhe Sun, Lu Liu, Linghua Fu, Hang Xi, Xianwei Wang, Rihab Bouchareb, Daqing Zhang, Qinghua Wu, Yong Ji, Xiaofeng Yang, Hong Wang

**Keywords:** cytokine, diabetes, immune checkpoint, inflammatory, Ly6C monocyte

## Abstract

**Rationale:**

Inflammatory monocyte (MC) subset polarization is a hallmark of systemic and tissue inflammatory feature in diabetes. The underlying molecular mechanism remains unclear.

**Methods and results:**

Blood pro-inflammatory Ly6C^high^ and anti-inflammatory Ly6C^low^ MC subsets were isolated from control (C57/BL6), type 1 diabetes mellitus (T1DM), and type 2 diabetes mellitus (T2DM) mice by flow cytometry sorting and subjected to bulk high-throughput RNA-sequencing. Intensive and integrative functional bioinformatic studies were performed by analyzing the transcriptome through seven pairs of comparison between Ly6C^high^ and Ly6C^low^ MC subsets and between different mouse groups. We examined molecular features of three key immune activation signals in innate and adaptive immune responses, including signal 1 antigen (Ag)-presenting, signal 2 immune checkpoint, and signal 3 cytokine, and their upstream transcription factors (TF). A total of 10 differentially expressed genes (DEG) of MHC-II molecules (signal 1) presented a low expression profile in Ly6C^high^ MCs from all mice and mostly further reduced in T2DM Ly6C^high^ MC. Ly6C^high^ MCs show high intercellular inflammatory propagation based on immune checkpoint/cytokine-ligand expression but low intracellular inflammatory capacity based on immune checkpoint/cytokine-receptor expression, both further enhanced in T1/T2DM. In contrast, Ly6C^low^ MCs exhibit low intercellular propagation but high intracellular inflammatory capacity; both also increased in T1/T2DM. Furthermore, 921 upstream DEG transcription factors and 17 transcriptional axes were recognized in diabetic Ly6C^high^ MCs by IPA upstream regulator analysis. Finally, three critical transcriptional axes that drove the altered immunological phenotype in Ly6C^high^ MCs were recognized: ↓PAX5-↓CIITA-↓Cd74/H2-Eb2 for reduced Ag-presenting power, ↓MYC-↑Sema4a for elevated intercellular inflammatory propagation capacity, and ↑CEBPA/E-↑Csf2ra/3r for enhanced intracellular inflammatory propagation capacity in MC.

**Conclusions:**

We have three major discoveries: 1) Ly6C^high^ MCs exhibit lower Ag-presenting power, which was further suppressed in T2DM, mostly via ↓PAX5-↓CIITA-↓CD74 regulation. 2) Ly6C^high^ MCs display high intercellular inflammatory propagation but low intracellular inflammatory capacity, both further enhanced in T1/T2DM, mostly via ↓MYC-↑Sema4a and ↑CEBPA/E-↑Csf2ra/3r regulation. 3) Ly6C^low^ MCs acquired additional intercellular and intracellular inflammatory capacity in T1/T2DM.

## Introduction

Monocytes (MCs) are the largest type of leukocyte in the blood, accounting for 3%-8% of the blood leukocytes, and a crucial constituent of the innate immunity (1). MCs play essential roles in the first line of defense against pathogens and in the initiation of adaptive immune responses (2). MCs can be classified into multiple subsets each with defined specialized function (3, 4). Mouse MC subsets are classified based on the surface expression of the lymphocyte antigen 6 complex locus C (Ly6C), a mouse-specific glycosylphosphatidylinositol-anchored cell surface protein predominantly expressed on subsets of myeloid cells and does not have a direct homolog in humans (4, 5), whereas human MCs are separated based on their surface expression of CD14 and CD16. The mouse Ly6C^high^ MC subset is also termed as classical MC, similar to human CD14^++^CD16^+^ intermediate MC, processing pro-inflammatory function (4). The mouse Ly6C^low^ MC subset is described as non-classical MC, similar to human CD14^+^CD16^++^ non-classical MC, which plays a vital role in homeostasis and patrolling (patrol blood vessels and accumulate at inflammatory sites to remove debris) (4). We proposed to use cluster of differentiation 40 (CD40) as a novel molecular marker to define human MC subsets (6). CD40 is a stimulatory immune checkpoint receptor expressed in myeloid cells and other antigen (Ag)-presenting cells which play a broad role in various immunological processes contributing to both humoral and cell-mediated immune responses (7). The CD40^+^CD14^+^ MCs have a stronger inflammatory feature than that in the inflammatory intermediate CD14^++^CD16^+^ MC, which correlated with the severity of chronic kidney disease (CKD) stages (7, 8). Ly6C has been continually used to define the inflammatory function of the mouse MC subset in recently emerging single-cell RNA sequencing (scRNA-Seq) studies (9). In addition, other molecules were considered as alternative segregation for MC subsets. For example, mouse Tie-2^+^CD11b^+^CD115^+^ MCs were suggested for pro-angiogenic properties and wound healing (10). Human HLA-DR^low^S100A^high^CD45^+^ MCs were correlated with immunosuppressive function and may be responsible for sepsis-induced immune depression (11).

Accumulated evidence has shown that MC subsets are implicated in the pathogenesis of diabetes. Inflammatory MCs and macrophage (Mϕ) subsets were found increased in human and mouse type 1 diabetes mellitus (T1DM) (12). Ly6C^high^ MCs were related with pro-inflammatory and fibrotic function, and the transformation of the Ly6C^high^ to Ly6C^low^ phenotype was delayed in diabetes wounds in high fat diet-induced type 2 diabetes mellitus (T2DM) mice (13). Moreover, inflammatory MC subset MC4 (CD14^+^CD16^+^HLADR^+^KLRD1^+^PRF1^+^ NK-like) was found increased in patients with recent onset T1DM and associated with a rapid decline in C-peptide, the most widely accepted measure of endogenous insulin production (14). SIGLEC-1^+^CD45^+^Lin^−^ MCs were suggested as an indicator for early diagnosis and monitoring of therapeutic efficacy in T1DM (15). CCR2^+^CD11b^+^Ly6G^low^Ly6C^high^ MCs were proposed for pathogenesis of early lesions of diabetic retinopathy (16). These observations support an important role for MC heterogeneity in diabetes-associated immune dysregulation. However, the immunological reprogramming of Ly6C-defined MC subsets in diabetes has not been systematically characterized.

Our recent findings (17, 18) by analyzing immune transcriptomes in flow cytometry-sorted Ly6C^high^ and Ly6C^low^ MC subsets from hyperlipidemia (HL, ApoE^−/−^) and hyperhomocysteinemia (HHcy) *Cbs^−/−^* mouse peripheral blood demonstrated that Ly6C^high^ MCs displayed enriched inflammatory pathways, favored to be differentiated into MΦ and lower Ag-presenting capacity. Ly6C^low^ MCs displayed anti-inflammatory/atherogenic features manifested activated T-cell signaling pathways and higher Ag-presenting capacity (17, 18). HHcy and *ApoE*^−/−^ confer upon both subsets with augmented pro-atherogenic/inflammatory function and Ag-presenting capacity (3, 4, 17–19). These findings suggest that systemic metabolic disorders can substantially reshape monocyte subset function. However, whether diabetes induces similar or distinct immunological reprogramming in Ly6C^high^ and Ly6C^low^ MC subsets remains unclear.

The primary goal of this study is to delineate the distinct immunological reprogramming of Ly6C MC subsets in diabetes. Specifically, we aim to examine how the diabetes modulates three key immune activation signals in innate and adaptive immune response, including signal 1 antigen (Ag)-presenting, signal 2 immune checkpoint, and signal 3 cytokine, and their upstream transcription factors (TF) to drive systemic inflammation. We engaged TF characterization for the identified target genes and modeled immunological transcriptional signaling in diabetes MCs.

## Materials and methods

We briefly summarize the overall strategy of identifying diabetic immunological genes and transcriptional signaling in the Ly6C MC subset from T1DM and T2DM mice in **Figure 1**. Bulk RNA-Seq was performed in Ly6C^high^ and Ly6C^low^ MCs isolated by flow cytometry sorting from peripheral blood of C57/BL6 control (CT) and diabetic mice. Transcriptome data were analyzed by performing seven pairs of comparisons between MC subsets and mouse groups. Immunologically significant differentially expressed genes (DEG) and canonical pathways were identified and followed with overlap analysis. Representative immunological DEG were validated with the mouse MC scRNA-seq database. Transcriptional factor (TF) DEG matched with immunological DEG were identified to establish the transcriptional signaling. Molecular features of DM MC subsets were established (details described below).

**Figure 1:**
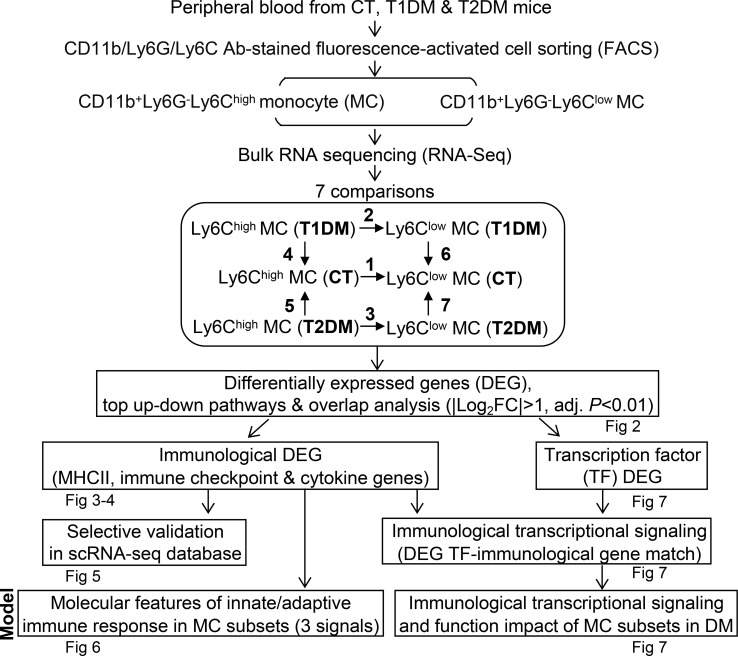
Overall strategy of identifying immunologic molecular targets and transcriptional signaling in the Ly6C MC subset from diabetic mice. RNA-Seq was performed in Ly6C^high^ (CD11b^+^Ly6G^−^Ly6C^high^) and Ly6C^low^ (CD11b^+^Ly6G^−^Ly6C^low^) MC isolated by flow cytometry sorting from peripheral blood of C57/BL6 control (CT), T1DM, and T2DM mice. Transcriptome data were analyzed by performing seven pairs of comparisons between the MC subset and mouse groups. DEG were identified by using the criteria of |Log2FC| more than 1 (2-FC) and adjusted P value less than 0.01. Top 10 canonical pathways were recognized by top-down analysis with |Z-score|>2, P value<0.05. Overlapped analysis were performed for canonical pathways between groups. Three sets of immunological DEG (MHCII, immune checkpoint, and cytokine genes) were identified and selected for validation in the mouse MC scRNA-seq database. TF DEG matched with immunological DEG were identified for the establishment of MC subset transcriptional signaling in DM. Models for molecular features of innate/adaptive immune response and immunological transcriptional signaling and function impact of MC subsets in DM were established.

### Diabetic mouse model

C57/BL6 and diabetic mice (n=5) were fed a normal chow diet. C57/BL6 mice on rodent chow were used as CT, C57/BL6 mice treated with streptozotocin (STZ, intraperitoneally, 50 mg/kg per day for 5 successive days at the age of 8 weeks) as T1DM, and *db*/*db* mice treated with homozygous mutation of leptin receptor as T2DM. Animals were sacrificed at 20–22 weeks of age for blood collection after euthanization. All experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and with approval from Temple University School of Medicine Institutional Animal Care and Use Committee.

### Flow cytometry and cell sorting

MC subsets, Ly6C^high^ (CD11b^+^Ly6G^−^Ly6C^high^) and Ly6C^low^ (CD11b^+^Ly6G^−^Ly6C^low^), were isolated by flow cytometry sorting from peripheral blood cells pooled from five mice in each group (**Figure 2A**) as we previously described (5, 17, 18, 20). Bulk RNA-seq analysis was performed on 100,000 sorted cells for each subset. MC subset distribution was characterized (**Figure 2B**).

**Figure 2:**
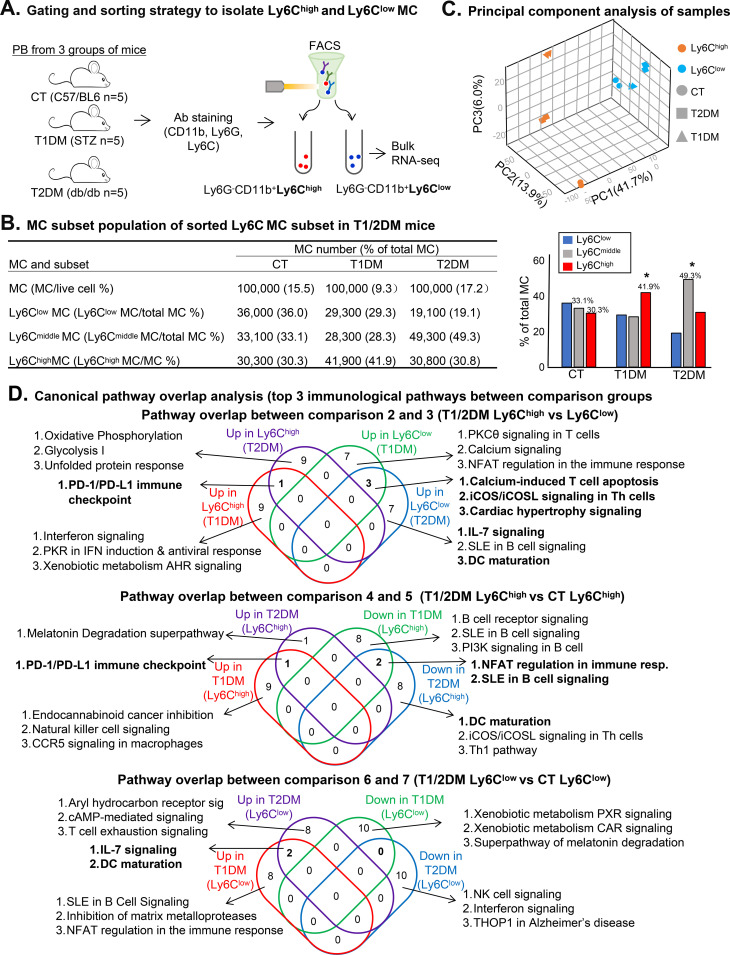
RNA-Seq analysis and DEG identification from blood Ly6C^high^ and Ly6C^low^ MCs of T1DM and T2DM mice. Male C57/BL6, T1DM (STZ ip 5 days), and T2DM (*db/db*) mice at age 22 weeks were used in this study (n=5). Bulk RNA-seq was performed on Ly6C MC subsets isolated by antibody staining and fluorescent-activated cell sorting (CD11b^+^Ly6G^−^Ly6C^high^ and CD11b^+^Ly6G^−^Ly6C^low^). **(A)** Gating and sorting strategy to isolate Ly6C^high^ and Ly6C^low^ MC. **(B)** MC subset population of the sorted Ly6C MC subset in T1/2DM mice. Mouse CD11b^+^Ly6G^−^ were classified as MCs (100,000 MCs per group) and sorted for the Ly6C MC subset by flow cytometry. **(C)** Principal component analysis of samples. PCA analysis incorporated 12 samples from 6 groups of MC subsets {Ly6C^high^(CT), Ly6C^low^(CT), Ly6C^high^(T1DM), Ly6C^low^(T1DM), Ly6C^high^(T2DM) and Ly6C^low^(T2DM)}. **(D)** Canonical pathway overlap analysis (top 3 immunological pathways between comparison groups).

### RNA sequencing and data processing

RNA from purified MC subsets was extracted from individual mice and pooled (five mice each group) and subjected for bulk RNA sequencing in duplicate on NextSeq 500 for CT mice and the Illumina HiSeq 4000 sequencer for diabetic mice. The raw RNA-seq data contain 40 million reads in each sample and were analyzed by using the R Programming language. Raw sequencing reads in FASTQ format were processed using Kallisto (v0.45) for pseudoalignment and transcript quantification (17). Gene-level expression values were obtained using tximport (1.12.3) in R (3.6.1) to summarize transcript-level estimates to gene counts and transcript per kilobase per million mapped read (TPM) values for downstream analysis.

### Principal component analysis and comparisons

Intensive bioinformatic analysis was performed as described (17). We incorporated 12 samples from 6 groups of MC subsets, 2 datasets for each group [Ly6C^high^ (CT), Ly6C^low^ (CT), Ly6C^high^ (T1DM) and Ly6C^low^ (T1DM) Ly6C^high^ (T2DM) and Ly6C^low^ (T2DM)] for PCA.

Seven comparisons were performed to identify DM-altered DEG as briefly explained in **Figure 1**) CT Ly6C^high^ vs CT Ly6C^low^, 2) T1DM Ly6C^high^ vs T1DM Ly6C^low^, 3). T2DM Ly6C^high^ vs T2DM Ly6C^low^, 4. T1DM Ly6C^high^ vs CT Ly6C^high^, 5. T2DM Ly6C^high^ vs CT Ly6C^high^, 6. T1DM Ly6C^low^ vs CT Ly6C^low^, 7. T2DM Ly6C^low^ vs CT Ly6C^low^.

### Identification of DEG and canonical pathways

DEG were identified by using the Bioconductor suite of Limma packages in RStudio software with the criteria of |fold change (FC)|>2 and adjusted *P*-value<0.01. The heatmap was generated in RStudio using the “heatmap” package to present the expression levels of DEG. Ingenuity Pathway Analysis (IPA) version 7.1 was used to identify functional pathways and matched TF DEG with their corresponding immunological DEG. Venn diagrams were displayed to present the overlaps of pathways between comparisons.

### Immunological feature analysis

Firstly, we characterized transcriptome changes in the three classical signals of adaptive immune activation, including signal 1 antigen recognition, signal 2 immune checkpoint, and signal 3 cytokine stimulation (3, 8, 19). Heatmap for the identified immunological DEG was generated in RStudio using the “pheatmap” package with color density indicating the average expression level of a given gene normalized by z-score. Adaptive immunological features of the immunological DEG are justified by published literature.

### Validation of representative immunological DEG in the MC scRNA-seq dataset

We searched for public scRNA-seq datasets for mouse MC subset transcriptome information to validate mouse MC subset DEG identified in our study and selected the NO. E-MTAB-7678 dataset (21). The E-MTAB-7678 dataset used FACS-sorted mouse lung Ly6C^low^ and Ly6C^high^ MCs (CD45^+^F4/80^+^CD11c^−^Ly6C^low^CD64^−^ and CD45^+^F4/80^+^CD11c^−^Ly6C^high^CD64^−^ cells) and is available in the ArrayExpress database (https://www.ebi.ac.uk/gxa/sc/experiments/E-MTAB-7678/results/tsne).

CD45 and CD11c were used to marker leukocytes and myeloid cells/dendritic cells. F4/80 was used as mouse Mφ and MC markers to define myeloid lineage cells. CD64 (FcγRI) markers for activated Mφ to capture only the CD64^−^ MC. This dataset is comparable to ours because it focuses on well-defined MC subsets, abundant in the MC subset population with 443 Ly-6C^low^ MCs and 370 Ly6C^high^ MCs, and good in-depth sequencing information with a maximum of 3,000 detected genes (21).

### Identification of upstream TF for identified immunological DEG

TFs were identified by IPA software. Immunological DEG were matched with TF DEG by using IPA upstream analysis. The transcriptional regulatory relationship between TF DEG and immunological DEG was justified by IPA overlapped |z-score|>2 and P<0.01. Models of potential transcriptional axes in diabetic MC subsets describe potential transcriptional regulatory machinery.

## Results

### Ly6C^high^ MCs were elevated in T1DM mice, whereas Ly6C^middle^ MCs were increased in T2DM mice

We found that Ly6C^high^ MCs were increased from 30.3% in CT mice to 41.9% in T1DM, and that Ly6C^middle^ MCs were increased from 33.1% in CT mice to 49.3% in T2DM mice (**Figure 2B**).

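Bulk RNA-Seq was analysed here from 8 libraries of flow-sorted blood MCs. CT Ly6C high and CT Ly6C low MCs had 2 libraries each, and T1DM and T2DM mice had 1 library of each subset. The paper's PCA names more samples than these, and the others were not analysed here. CT mice were C57/BL6 mice. T1DM mice were C57/BL6 mice given streptozotocin (STZ), a toxin that destroys the insulin-producing beta cells of the pancreas, at 50 mg/kg per day for 5 days from 8 weeks of age. T2DM mice were db/db mice, which have no working leptin receptor and become obese and diabetic. RNA of MCs from 5 mice per group was pooled. The paper states that the pools were sequenced in duplicate, so the difference between the CT replicates of a subset does not have to contain the difference between mice. CT libraries were sequenced on a NextSeq 500 and diabetic libraries on a HiSeq 4000, so sequencer and diabetes cannot be told apart in a comparison of diabetic with CT MCs. Kallisto assigns reads to annotated transcripts by short shared sequences, without aligning them to the genome. From it the authors made gene-level values with tximport and deposited normalized log2 expression values of 16486 genes, from -4.05 to 15.64. The deposited values hold no read counts, so the depth behind each of them is unknown. Raised to the power of 2, they summed to 1024412 and 1020068 in the CT Ly6C high libraries, 839247 and 838696 in the CT Ly6C low libraries, 1056360 and 878313 in T1DM Ly6C high and Ly6C low, and 1090019 and 848481 in T2DM Ly6C high and Ly6C low.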

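All log2FC are differences of the deposited log2 values, so no pseudocount was added. CT Ly6C high and CT Ly6C low MCs (2 libraries each) were compared with limma, a linear model fitted gene by gene that shares information on the spread between genes. The subset effect was also tested over the 8 libraries with the mouse group as a covariate, called the pooled test of the subsets from here on. A gene was called a DEG by the paper's criteria, an adjusted p-value under 0.01 (Benjamini-Hochberg) and an absolute log2FC above 1. T1DM and T2DM comparisons with 1 diabetic library of each subset have no test and no replicate check, and their log2FC compare libraries, not mice. The precision of low values is poor, since 2279 genes differed by more than 1 between the CT Ly6C high replicates and 1651 between the CT Ly6C low replicates. Between 205 and 667 genes had exactly the same value in a pair of CT libraries, and between 151 and 332 in a pair of diabetic libraries, but 0 in each of the 16 pairs of a CT and a diabetic library. Equal values at the bottom of a gene's range over the CT or over the diabetic libraries are called its floor here, and a log2FC against the floor depends on where the floor lies. Across genes, the variance of the CT mean minus the diabetic mean was 0.178 times the value expected from the difference of T1DM and T2DM. A difference from CT that both subsets and both diabetic models share is therefore small in the deposited values, which limits every comparison of diabetic with CT MCs.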

In bulk RNA-Seq analysis, we obtained 40 million reads and 16,476 normalized genes in each group. PCA study demonstrated a distinct separation of the two MC subsets (**Figure 2C**). The PC1 axis separated Ly6C^high^ and Ly6C^low^ MCs in both mouse groups and explained 41.7% of the variance. However, the PC2 axis, which explains 13.9% of the variance, separated the Ly6C^high^ MCs from the DM and CT groups, but not the Ly6C^low^ MC.

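PCA of the log2 values of 16486 genes over the 8 libraries gave a PC1 with 53.9% of the variance. Ly6C high MCs scored 58.5 and 59.3 in CT, 59.6 in T1DM and 83.2 in T2DM mice. Ly6C low MCs scored -63.6 and -64.7 in CT, -74.7 in T1DM and -57.7 in T2DM mice. PC1 took 69.0% when only the 1000 genes with the largest variance were used and 41.5% when each gene was scaled to unit variance, and its scores separated the subsets in both.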

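PC2 held 14.5% of the variance. The CT Ly6C high libraries scored -14.2 and -16.4 and the CT Ly6C low libraries 0.6 and 3.3. T1DM libraries lay on the negative side of the CT libraries of their subset, at -45.7 (Ly6C high) and -32.6 (Ly6C low). T2DM libraries lay on the positive side, at 59.6 (Ly6C high) and 45.5 (Ly6C low). Each of these 4 distances from CT was larger than the distance between CT replicates. Because the deposited CT and diabetic means differ little, models that differ on an axis tend to fall on opposite sides of CT by construction. The opposite sides are therefore no evidence that T1DM and T2DM change MCs in opposite ways. PC3 held 8.6%.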

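T1DM and CT MCs were compared within each subset by the log2 value of the T1DM library minus the mean of the 2 CT libraries. In Ly6C high MCs, 843 genes lay above 1 and 815 below -1, of which 462 and 425 lay outside both CT libraries by more than 1. In Ly6C low MCs, 665 genes lay above 1 and 788 below -1, with 359 and 479 outside both CT libraries by more than 1. Under quantile normalization 824 genes lay above 1 and 702 below -1 in Ly6C low MCs, so the excess of lower genes depends on the processing. Adding 1 on the linear scale before taking log2, which damps low values, lowered the number of genes past 2-fold in Ly6C high MCs from 1658 to 431. Among genes with a mean log2 value of at least 5 in the libraries compared, the largest rises in Ly6C high MCs were those of Rpl10a-ps1 (log2FC 2.34), Kdm5d (1.89) and Atp2b4 (1.80), and falls included Ear2 (-1.08). Rpl10a-ps1 is a pseudogene that shares 100% of its 31-base sequences with Rpl10a, and Ear2 shares 60.5% with other genes, so Kallisto could assign their reads elsewhere. Kdm5d lies on the Y chromosome. The largest rises in Ly6C low MCs were those of Igha (2.06), Ighg2b (1.99) and Lyz1 (1.87), which shares 34.2% of its 31-base sequences with Lyz2. Igha and Ighg2b are immunoglobulin genes, and whether their RNA came from MCs was not tested. Falls included Gm10800 (-1.70), which shares 42% with other genes, and Lifr (-1.20).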

T1DM induced 264-upregulated/500-downregulated DEG in Ly6C^high^ and 255-upregulated/356-downregulated in Ly6C^low^ MCs (4/6 comparison). T2DM induced 395-upregulated/982-downregulated DEG in Ly6C^high^ and 435-upregulated/400-downregulated in Ly6C^low^ (5/7 comparison). 

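In T2DM Ly6C high MCs, 982 genes lay above and 1301 below the mean of the CT Ly6C high libraries by more than 1 on the log2 scale, of which 579 and 849 lay outside both CT libraries by that much. In T2DM Ly6C low MCs the numbers were 839 and 936, with 485 and 594 outside both CT Ly6C low libraries. Tpm3-rs7 had the largest rise among genes with a mean log2 value of at least 5 in both subsets (log2FC 3.75 in Ly6C high and 3.09 in Ly6C low MCs), and it shares 78.6% of its 31-base sequences with Tpm3. In Ly6C high MCs it was followed by Emp1 (3.72), and the largest falls were those of Sdc3 (-4.30), Oasl2 (-3.63) and Oas1a (-3.31, 68.8% of 31-base sequences shared with other genes, mostly Oas1g). Lpl rose by 2.49 and Apoe by 2.20 in Ly6C low MCs, while Ccl5 (-2.65) and Nkg7 (-2.34) fell.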

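Within T1DM mice, the Ly6C high library minus the Ly6C low library gave 1819 genes above 1 and 2775 below -1 on the log2 scale. Within T2DM mice it gave 1864 and 2929. Past 2-fold in both were 2702 genes, 2450 of them in the same direction. Vcan rose most in T2DM MCs (log2FC 7.74, followed by Mmp8 with 6.35) among genes with a mean log2 value of at least 5, and Cd177 (6.06) and Vcan (5.89) in T1DM MCs. The largest falls were those of Cd300e (-5.40) and Pou2af1 (-4.94) in T1DM and Cd79a (-6.41) and Ms4a1 (-6.18) in T2DM MCs. Cd79a, Ms4a1 and Pou2af1 are on the B cell list used here.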

When comparing between the two subsets within the same disease model, we found that Ly6C^high^ MCs exhibited 1,512-upregulated/2,275-downregulated DEG in T1DM, and 1,612-upregulated/2,350-downregulated in T2DM mice (2/3 comparison) (**Supplementary Figure 1**).

### Ly6C^high^ MCs exhibited exacerbated inflammatory pathways in T1DM and suppressed adaptive immunity in both T1/T2DM

We listed the top 10 up/down significantly enriched canonical pathways by conducting top-down analysis of DEG identified from comparisons 2 to 7 from the IPA study (**Supplementary Figure 2**), as comparison 1 results were discussed in our previous publication (17, 18). **Figure 2D** summarizes pathway overlap analysis and further justified the following discovery.

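A list of 16 interferon-stimulated genes, among them Isg15, Mx1, Oas2, Irf7 and Cxcl10, had a median log2FC of 2.28 between T1DM Ly6C high and T1DM Ly6C low MCs, with 15 of 16 genes higher in Ly6C high MCs. The median lay at percentile 100 of 10000 random lists of as many genes matched on expression. In CT MCs the median was 2.37, with 7 of 16 genes called (limma with Benjamini-Hochberg adjustment) and 13 when adjusted over the list alone. In T2DM MCs it was 0.41, at percentile 94.1. Over the mouse groups the median was 1.87, with 12 genes called.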

We found that inflammatory pathways, interferon signaling, PKR in IFN induction and antiviral response, Toll-like receptor signaling, neuroinflammation signaling, and iNOS signaling were activated in T1DM Ly6C^high^ MCs compared to Ly6C^low^ MCs (**Supplementary Figure 2A**). Additionally, inflammatory pathways, NK cell signaling, CCR5 signaling in macrophages, and IL-15 production were further activated by T1DM vs CT Ly6C^high^ MCs (**Supplementary Figure 2C**). 

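Of a list of 16 NK cell genes, such as Ncr1, Gzma and Nkg7, 15 were higher in the T1DM than in the mean of the CT Ly6C high libraries, with a median log2FC of 0.41. From the median log2 values of the list in the 2 CT Ly6C high libraries, such a difference has an SD of 0.32. The SDs given for other lists were made alike, rest on 2 libraries and can be too small. Il15 had a log2FC of -0.25, with 3.81 in T1DM and 4.08 and 4.04 in CT Ly6C high MCs.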

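In Ly6C low MCs, Il7r had a log2FC of 0.48 in T1DM and 1.68 in T2DM MCs against CT. Its log2 values were 2.64 and 3.84, and 2.50 and 1.83 in the CT libraries, so the T1DM value exceeded the higher CT replicate by less than the CT replicates differed. Il7, with values between -0.87 and 1.13 in the Ly6C low libraries, had a log2FC of 1.11 in T1DM and -0.90 in T2DM MCs. A list of 9 DC genes, such as Flt3, Zbtb46 and Ccr7, had a median log2FC of 0.73 in T1DM (9 of 9 genes higher) and 0.79 in T2DM Ly6C low MCs (7 of 9 higher), against an SD of 0.23 from the CT Ly6C low replicates.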

Two of the above activated pathways, IL-7 signaling and DC maturation, were overlapped in Ly6C^low^ MCs from T1/2DM mice (**Supplementary Figures 2E, F**; **Figure 2D**).

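A list of 20 B cell genes had a median log2FC of -3.65 in T1DM and -5.19 in T2DM Ly6C high MCs against the Ly6C low MCs of the same mice, and 20 of 20 genes were higher in the Ly6C low library of both. Both medians lay at percentile 0.0 of 10000 random lists matched on expression. These genes were among the more highly expressed ones of the Ly6C low libraries, with log2 values between 11.00 and 11.40 for Ighm, 10.30 and 10.99 for Igkc and 8.56 and 9.08 for Cd79a over the 4 Ly6C low libraries. B cells in the Ly6C low gate are a candidate source of this RNA, so these values do not show that MCs express it. The markers the paper names for the sort are CD11b, Ly6G and Ly6C. In CT MCs the median was -3.84, with 16 of 20 genes called (limma with Benjamini-Hochberg adjustment) and 20 when adjusted over the list alone. A list of 20 T cell genes had a median of -0.70 in T1DM and -1.21 in T2DM MCs, with 17 of 20 genes higher in Ly6C low MCs in each. In CT MCs its median was -0.69 with 0 of 20 genes called (6 at an unadjusted p-value under 0.05), and -0.40 without CT Ly6C low replicate 2. The pooled test of the subsets called 4 of 20 genes by limma (11 at an unadjusted p-value under 0.05).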

Another important discovery is that adaptive immune response pathways were enriched in Ly6C^low^ MCs from both T1/2DM mice. For example, calcium-induced T-cell apoptosis, PKCθ signaling in T cells, iCOS-iCOSL signaling in Th cells, NFAT in regulation of the immune response, and B-cell receptor signaling were upregulated in T1DM Ly6C^low^ MCs (**Supplementary Figure 2A**). Similarly, calcium-induced T-cell apoptosis and signalings for CCR5, IL-7, Th cell iCOS-iCOSL, and B-cell SLE were enriched in T2DM Ly6C^low^ MCs (**Supplementary Figure 2B**). Wherein, calcium-induced T-cell apoptosis and iCOS/iCOSL signaling in Th cells were both downregulated in Ly6C^high^ MCs from T1/2DM mice (**Supplementary Figures 2A, B**; **Figure 2D**). 

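Against CT Ly6C high MCs, the B cell list had a median log2FC of 0.53 in T1DM Ly6C high MCs (19 of 20 genes higher) and -0.57 in T2DM Ly6C high MCs (18 of 20 lower). The SD of such a difference from the CT Ly6C high replicates was 0.08. The T cell list had a median of -0.30 in T1DM (14 of 20 genes lower) and -1.04 in T2DM Ly6C high MCs (16 of 20 lower), with an SD of 0.15 from the CT Ly6C high replicates. Without CT Ly6C high replicate 2 the T1DM median was -0.48.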

In the same direction, two adaptive immune pathways (NFAT regulation immune response and SLE in B-cell signaling) were suppressed in T1/2DM Ly6C^high^ MCs (**Supplementary Figures 2C, D**; **Figure 2D**). Furthermore, T1DM mice triggered the activation and maturation of DC, as well as signalings for IL-7, B-cell SLE, and NFAT in Ly6C^low^ MCs (**Supplementary Figure 2E**). Moreover, in Ly6C^low^ MC, T2DM induced DC maturation and signalings for T-cell exhaustion and IL-7 and chemokine activation (**Supplementary Figure 2F**). This pattern is consistent with the autoimmune and chronic inflammatory milieu of T1DM, in which sustained interferon-related and innate immune activation contributes to persistent immune-mediated tissue injury.

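Cd274, which encodes PD-L1, had log2 values of 3.96 in T1DM and 4.30 in T2DM Ly6C high MCs and 7.03 and 7.55 in the Ly6C low MCs of the same mice, a log2FC of -3.07 in T1DM and -3.25 in T2DM. Against CT Ly6C high MCs, with values of 4.72 and 5.10, its log2FC was -0.95 in T1DM and -0.61 in T2DM, and both diabetic libraries lay below both CT libraries. Pdcd1, which encodes PD-1, was not among the 16486 genes analysed here.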

More importantly, PD-1/PD-L1, as a suppressive immune checkpoint molecule pair, was elevated in T1/2DM Ly6C^high^ MCs in comparisons both between and within MC subsets (**Supplementary Figures 2A–D**). This is also demonstrated by overlap analysis (**Figure 2D**).

Several metabolic pathway activities were enriched in both subsets by T1/2DM. For example, xenobiotic metabolism AHR/PXR and corticotropin-releasing hormone were upregulated in T1DM Ly6C^high^ vs Ly6C^low^ MCs (**Supplementary Figure 2A**). Oxidative phosphorylation, glycolysis I, guanosine nucleotide degradation III, gluconeogenesis I, fatty acid Î²-oxidation I, eicosanoid signaling, and triacylglycerol biosynthesis were activated in T1DM Ly6C^high^ compared to Ly6C^low^ MCs (**Supplementary Figure 2B**).

### MHC-II were reduced in Ly6C^high^ MCs and further suppressed by T2DM

Antigen presentation (signal 1) is a critical physiological bridge between innate and adaptive immunity. Our analysis revealed a widespread suppression of this capacity in inflammatory MC. Expression profiles of 10 DEG major histocompatibility complex class II (MHC-II) genes are identified through seven comparisons (**Figure 3A**). MHC-II genes H2-Oa, H2-Ob, H2-DMb2, H2-Eb1/2, H2-Ab1, H2-Aa, and Cd74 exhibited a reduced expression in Ly6C^high^ MCs compared with Ly6C^low^ MCs in all mice, with exception of 2 MHC-II genes (Ciita and H2-DMb1) which were reduced only in T2DM mice. 

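In CT MCs, the 10 MHC-II genes of Fig. 3B had a median log2FC of -2.04 between Ly6C high and Ly6C low MCs, and 7 of 10 were called (limma with Benjamini-Hochberg adjustment), 8 when adjusted over the list alone. The median was -2.00 in T1DM and -3.89 in T2DM MCs. Adding 1 on the linear scale moved the T2DM median to -3.39. H2-Ob had a log2FC of -3.76 (SE 0.19, adjusted p = 0.00556) in CT, -3.47 in T1DM and -4.78 in T2DM MCs. Cd74, the invariant chain, had a log2FC of -1.54 (SE 0.02, adjusted p = 0.00139) in CT, -1.45 in T1DM and -3.84 in T2DM MCs. H2-Oa, H2-DMb2, H2-Eb1, H2-Ab1 and H2-Aa were called in CT as well, with log2FC of -3.29, -3.48, -2.31, -1.72 and -1.77, and had log2FC between -3.84 and -1.55 in T1DM and between -5.00 and -2.98 in T2DM MCs. H2-Eb2 had a log2FC of -3.70 (SE 0.34, adjusted p = 0.012) in CT, -2.67 in T1DM and -4.06 in T2DM MCs, and its adjusted p-value did not pass the threshold in CT. Ciita had a log2FC of -0.71 (SE 0.11, adjusted p = 0.0292) in CT, -0.64 in T1DM and -2.20 in T2DM MCs. H2-DMb1 had a log2FC of 0.24 (SE 0.15, adjusted p = 0.32) in CT, 0.45 in T1DM and -2.42 in T2DM MCs. H2-DMb1 and H2-DMb2 share 31.4% and 36.6% of their 31-base sequences with other genes, mostly with each other, so their reads can be split between them.
In the pooled test of the subsets, 9 of 10 genes were called and H2-DMb1 was not (log2FC -0.37, SE 0.42, adjusted p = 0.539). Without the T2DM libraries its log2FC was 0.31. Ciita was called there with a log2FC of -1.07 (SE 0.24, adjusted p = 0.00933), but in none of the 6 fits that left out 1 CT library or 1 diabetic mouse group, and without the T2DM libraries its log2FC was -0.69. As a set the 10 genes were lower in CT Ly6C high MCs in limma's rotation test fry (adjusted p = 1.5e-05) and in camera with its preset correlation between genes (adjusted p = 4.83e-07), but not in camera with the correlation estimated from these libraries (adjusted p = 0.171). The 3 adjusted p-values of the pooled test were 0.00174, 1.22e-06 and 0.276. These 10 genes were chosen by the paper on these comparisons, so neither the counts nor the set tests over them are independent evidence. A list of 11 MHC-II marker genes, fixed before the data were examined, had adjusted p-values in CT of 1.5e-05, 6.07e-06 and 0.171 in the same order of tests. B cells also express MHC-II genes, and the B cell list used here had a lower median than the 10 genes in each of the 3 mouse groups. How much of the MHC-II RNA came from B cells was not tested. From the lower MHC-II expression in Ly6C high MCs, the paper concludes that antigen presentation is suppressed in these cells, and from the further fall in T2DM MCs that diabetic Ly6C high MCs present antigens less efficiently.

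**Figure D1:**
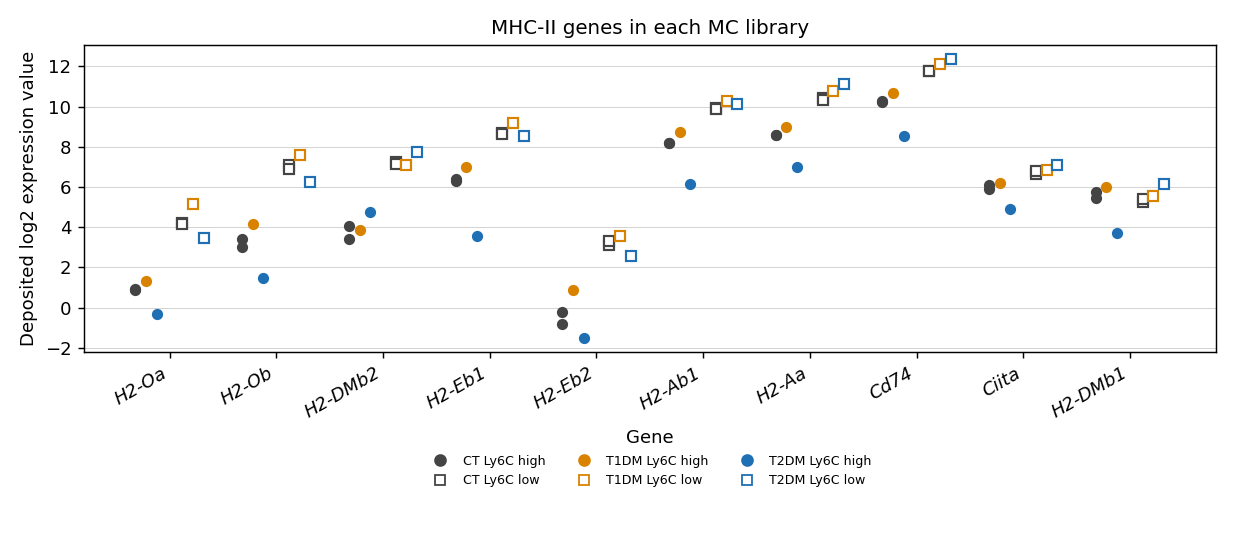
Deposited log2 expression value (y axis) of the 10 MHC-II genes (x axis) in each of the 8 libraries. Filled circles are Ly6C high and open squares Ly6C low libraries of CT (grey), T1DM (orange) and T2DM (blue) mice. The blue filled circle of Cd74 lies at 8.52, below the CT Ly6C high libraries at 10.24 and 10.26, while the Ly6C low libraries lie between 11.78 and 12.36.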

Crucially, the diabetic microenvironment further exacerbated this defect. 

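In T1DM Ly6C high MCs, the 10 MHC-II genes of Fig. 3B had a median log2FC of 0.43 against CT Ly6C high MCs, and 10 of 10 were higher. The largest rise was that of H2-Eb2 (1.38), with log2 values of 0.88 in T1DM and -0.82 and -0.20 in CT MCs, near the low end of the scale. H2-DMb2 (0.11) was lower in T1DM MCs without CT Ly6C high replicate 2 (-0.22). The B cell list was higher in the same T1DM library (median 0.53, 19 of 20 genes), and whether B cell RNA gave the rise was not tested. Since the deposited CT and diabetic means differ little, a fall in T2DM alone could also show partly as a rise in T1DM. In T2DM Ly6C high MCs the median of the 10 MHC-II genes was -1.67 and 9 of 10 genes were lower. Falls were largest for H2-Eb1 (log2FC -2.80), H2-Ab1 (-2.04), H2-DMb1 (-1.89), H2-Ob (-1.76), Cd74 (-1.73) and H2-Aa (-1.60), followed by H2-Oa (-1.24), Ciita (-1.10) and H2-Eb2 (-0.99). H2-DMb2 rose (1.04). The median log2 values of the 10 genes in the CT Ly6C high libraries gave an SD of 0.05 for such a difference. This is not the spread of a median of log2FC and can be too small. For Ly6C low MCs the median was 0.36 in T1DM and 0.28 in T2DM against CT, with an SD of 0.14.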

While H2-Eb2 was elevated in T1DM Ly6C^high^ MCs, in T2DM mice specifically, the expression of core MHC-II machinery was profoundly suppressed, with H2-Oa, H2-Eb1, H2-Ab1, H2-DMb1, Cd74, and H2-Aa showing further reductions. This transcriptional silencing indicates a physiological shift where diabetic Ly6Chigh MCs lose their ability to efficiently present antigens, potentially contributing to the immune paresis and delayed tissue repair commonly observed in chronic diabetic complications (**Figure 3B**).

**Figure 3:**
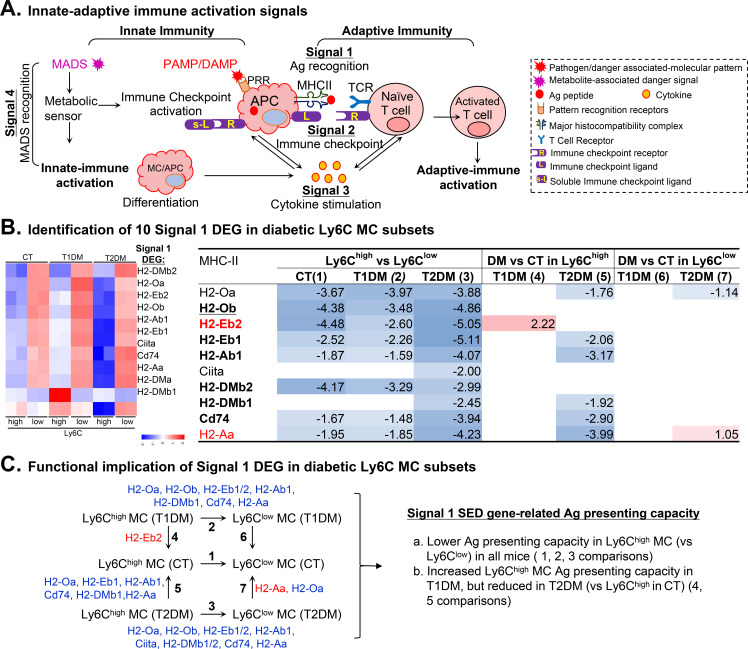
Identification and functional implication of immune activation signal 1 DEG in diabetic Ly6C MC subsets. **(A)** Innate-adaptive immune activation signals. Four immune activation signals are required for a fully achieved adaptive-immune activation. The initial immune response is stimulated by either the classical pathogen/danger associated-molecular pattern (PAMP/DAMP) via pattern recognition receptors (PRR) or the newly recognized metabolite-associated danger signal (MADS) via metabolic sensor (MS). In signal 1, MHC molecules present Ag peptide to TCR. The following signal 2 continued with the ligation of immune checkpoint ligand (L) and receptor (R). Signal 3 amplifies the immune response via cytokine secretion to achieve a full adaptive-immune activation. Immune checkpoint activation can result in innate-immune activation via the induction of soluble checkpoint ligand (s-L). **(B)** Identification of signal 1 DEG. Heatmap color density indicates the average expression level of a given gene normalized by z-score. The red and blue rainbow background in the table represents the gradient of increased/reduced fold change, as explained in the heatmap (log_2_FC>1 and log_2_FC<-1, respectively). **(C)** Functional implication of signal 1 DEG (n) Flowchart shows seven comparisons of MHC-II gene expression in MC subsets. The identified MHC-II DEG of each set of comparison are listed with the red and blue letters highlighting the up- and downregulated genes. MHC-II DEG-implicated functions are summarized.

“When directly comparing the transcriptomic landscape between the two diabetic milieus, we observed a striking divergence in antigen-presenting capacities. 

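Pax5 had log2 values of 4.41 and 3.03 in CT, 3.77 in T1DM and 2.80 in T2DM Ly6C high MCs. Its log2FC against CT was 0.05 in T1DM and -0.92 in T2DM Ly6C high MCs, and the CT replicates differed by more than either. Without CT Ly6C high replicate 2 the T1DM log2FC was -0.64. Ciita had values of 6.10 and 5.91 in CT, 6.19 in T1DM and 4.90 in T2DM Ly6C high MCs, and the T2DM value lay below both CT values by more than they differed. In the test of whether the difference of Ly6C high and Ly6C low MCs differs between diabetic and CT mice, with T1DM and T2DM together, Ciita had a log2FC of -0.70 (adjusted p = 0.877, limma with Benjamini-Hochberg adjustment). T1DM and T2DM have 1 library of each subset, so their difference from each other was not tested. Pax5 is on the B cell list used here.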

While T1DM Ly6C^high^ MCs maintained a relatively stable signal 1 profile, the T2DM environment exerted a profound and specific suppressive effect on these cells, uniquely downregulating the PAX5-CIITA regulatory axis and MHC-II expression. This head-to-head comparison reveals that while both conditions disrupt monocyte homeostasis, T2DM drives a more pronounced state of immune paresis regarding antigen recognition.”

### Immune checkpoint receptors were reduced in Ly6C^high^ MCs and further suppressed in both T1/2DM

To understand how diabetes alters MC-mediated immune signaling (signal 2), we analyzed 30 significantly differentially expressed immune checkpoint genes (18 receptors and 12 ligands) (**Figure 4A**). Rather than isolated gene changes, we observed a systematic uncoupling of co-stimulatory networks. The most obvious change was a broad reduction in co-stimulatory receptors. Ly6C^high^ MCs consistently downregulated critical co-stimulatory receptors (such as *Icos*, *Havcr2*, and *Tnfrsf25*) in both T1DM and T2DM mice compared to healthy controls. 

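Icos had log2 values of -1.01 and 0.17 in CT, -2.27 in T1DM and -1.79 in T2DM Ly6C high MCs, a log2FC of -1.85 in T1DM and -1.37 in T2DM. Both diabetic values lay below both CT values, at the low end of the scale. Havcr2 had values of 6.12 and 5.97 in CT, 5.61 in T1DM and 5.12 in T2DM Ly6C high MCs, a log2FC of -0.44 and -0.93. Both falls were larger than the difference between the CT replicates. Tnfrsf25 was at its floor in 1 CT Ly6C high library (-2.36, against -0.18 in the other) and in the T1DM and T2DM Ly6C high libraries (-2.49 in each), which gave a log2FC of -1.22 in each model, less than the CT replicates differed.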

Physiologically, this broad down-regulation suggests that diabetic Ly6C^high^ MCs exist in a state of altered immune reactivity—capable of circulating and infiltrating tissues, but impaired in their ability to engage in balanced, reciprocal communication with T cells.

**Figure 4:**
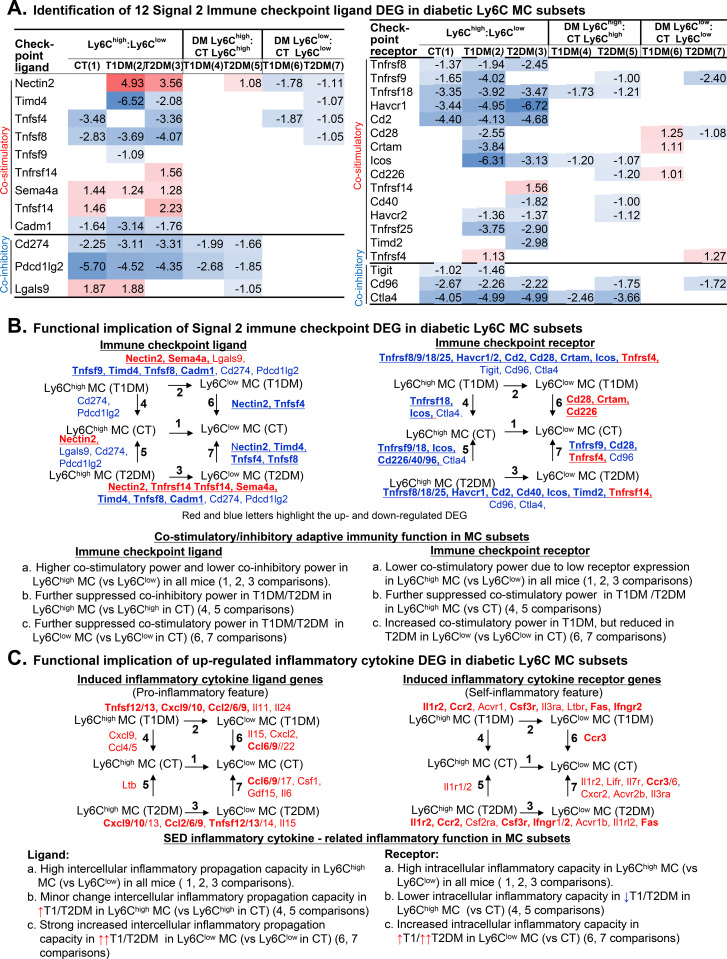
Identification of signal 2 immune checkpoint DEG and functional implication in diabetic Ly6C MC subsets. **(A)** Identification of signal 2 DEG immune checkpoint ligand and receptor genes. The red/blue rainbow background in the table represents the gradient of increased/reduced fold change (log_2_FC>1 and log_2_FC<-1, respectively). **(B)** Functional implication of signal 2 immune checkpoint DEG. Flowchart shows seven comparisons of immune checkpoint gene expression in MC subsets. Immune checkpoint DEG implicated functions are summarized. Bolded underlines highlight the co-stimulatory immune checkpoint. **(C)** Functional implication of signal 3 cytokine DEG. Red and blue letters highlight the representative up- and downregulated genes. Bolded letters display pro-inflammatory cytokine.

Regarding checkpoint ligands, Ly6C^high^ MCs displayed a distinct functional dichotomy. 

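Sema4a had log2 values of 7.65 and 7.61 in CT Ly6C high and 6.32 and 6.51 in CT Ly6C low MCs, a log2FC of 1.22 (SE 0.09, adjusted p = 0.00864) by limma with Benjamini-Hochberg adjustment. Its log2FC between the subsets was 1.20 in T1DM and 1.32 in T2DM MCs, and against CT Ly6C high MCs it was -0.02 in T1DM and 0.20 in T2DM Ly6C high MCs. Cd274 had a log2FC of -2.04 (SE 0.16, adjusted p = 0.00953) in CT MCs and -2.60 (SE 0.22, adjusted p = 4.82e-05) in the pooled test of the subsets. Pdcd1lg2 (PD-L2) had a log2FC of -4.47 (SE 0.51, adjusted p = 0.0171) in CT MCs, and of -4.30 in T1DM and -4.45 in T2DM MCs. It was called in the pooled test (log2FC -4.42, SE 0.31, adjusted p = 1.75e-05) but not in CT. In Ly6C high MCs, Pdcd1lg2 had values of 0.73 and -0.51 in CT, -0.25 in T1DM and 0.35 in T2DM, so both diabetic values lay between the CT replicates and 1 CT library decides the sign of each difference from CT. The paper's 12 checkpoint ligand genes had a median log2FC of -0.13 in CT (3 called, 6 when adjusted over the list alone, and a median of 0.24 under quantile normalization), -0.46 in T1DM and -0.92 in T2DM MCs. Against CT Ly6C high MCs the median was -0.39 in T1DM (-0.15 without CT Ly6C high replicate 1 and -0.44 without replicate 2) and 0.18 in T2DM (0.19 and 0.06 in the same order). Over the mouse groups it was -0.86, and -0.41 without the T1DM libraries.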

While they expressed higher levels of the stimulatory ligand *Sema4a*, they exhibited significantly lower levels of co-inhibitory ligands, particularly *Cd274* (PD-L1) and *Pdcd1lg2* (PD-L2), a defect further exacerbated by T1/2DM. This specific profile, high stimulatory potential (via *Sema4a*/*Nectin2*) coupled with reduced co-inhibitory “brakes” (*Cd274*), suggests that while diabetic Ly6C^high^ MCs are less responsive to external regulation (due to low receptors), they retain a “loud” stimulatory phenotype that may drive unchecked immune activation in other cells (**Figure 4B**).

We observed reduced immune checkpoint receptor genes in Ly6C^high^ MCs in all mice, which was further suppressed in T1/2DM. These data led us to hypothesize a lower immune reactivity of differentiation potential for Ly6C^high^ MCs and in diabetes.

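The paper's 18 checkpoint receptor genes had a median log2FC of -0.85 between CT Ly6C high and CT Ly6C low MCs, with 14 genes lower. Cd2 and Ctla4 were called in CT (limma with Benjamini-Hochberg adjustment), and 4 genes when adjusted over the list alone. The list was chosen by the paper on these comparisons, so the count over the list is not independent evidence. The median was -2.01 in T1DM (14 lower) and -1.52 in T2DM MCs (15 lower). Over the mouse groups the median was -1.16 and 6 genes were called. Against CT Ly6C high MCs, the median was -0.18 in T1DM (12 of 18 lower, percentile 6.8 of the random lists) and -0.92 in T2DM Ly6C high MCs (14 of 18 lower, percentile 0.0).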

### Differential inflammatory cytokine-related property of MC subsets and changes in T1/2DM

We found that pro-inflammatory (intercellular inflammatory propagation capacity) cytokine Tnfsf12/13, Cxcl9/10, and Ccl2/6/9 were highly expressed and elevated by more than 2-fold in Ly6C^high^ MCs compared with Ly6C^low^ MCs in all mice. Moreover, intercellular inflammatory propagation capacity cytokine Il11 was elevated in Ly6C^high^ MCs compared with Ly6C^low^ MCs in CT and T1DM. 

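Ccl6, Ccl9 and Tnfsf13 were called in CT MCs, with log2FC between Ly6C high and Ly6C low MCs of 2.22 (SE 0.07, adjusted p = 0.00345), 2.41 (SE 0.07, adjusted p = 0.00338) and 2.39 (SE 0.14, adjusted p = 0.00637) by limma with Benjamini-Hochberg adjustment. In T1DM and T2DM MCs their log2FC were 1.61 and 1.52 for Ccl6, 1.95 and 1.77 for Ccl9 and 2.48 and 1.75 for Tnfsf13. Tnfsf12 had a log2FC of 1.45 (SE 0.31, adjusted p = 0.0562) in CT, 1.45 in T1DM and 2.42 in T2DM MCs. Tnfsf12 and Tnfsf13 share 47.4% and 58.4% of their 31-base sequences with a read-through transcript of both. Ccl2 had log2 values of 1.91 and 1.45 in CT Ly6C high MCs and was at its floor in both CT Ly6C low libraries (-1.80), with a log2FC of 3.48 (SE 0.31, adjusted p = 0.0112) in CT, 3.66 in T1DM and 3.63 in T2DM MCs. Cxcl10 had a log2FC of 3.44 (SE 1.10, adjusted p = 0.116) in CT, 4.34 in T1DM and 2.99 in T2DM MCs, and its CT Ly6C low replicates differed widely (1.60 and -1.22). Cxcl9 had values of -0.81 and 2.33 in the CT Ly6C low replicates and a log2FC of 1.05 (SE 1.28, adjusted p = 0.587) in CT, which became -0.52 without CT Ly6C low replicate 1. Its log2FC was 4.02 in T1DM and 1.98 in T2DM MCs. The pooled test called 6 of these 7 genes and not Cxcl9 (log2FC 2.02, SE 0.76, adjusted p = 0.0722), which was called without CT Ly6C low replicate 2 (log2FC 2.85, adjusted p = 0.0064, against 0.0527 to 0.269 in the other fits that left out a library or mouse group). Without the T1DM libraries Cxcl10 was no longer called (adjusted p = 0.0154, against 0.00061 to 0.00806 in the other 5 fits). By level, the Ly6C high libraries had log2 values of 9.22 to 9.39 for Ccl9, 9.05 to 9.19 for Ccl6 and 1.45 to 2.67 for Ccl2.

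**Figure D2:**
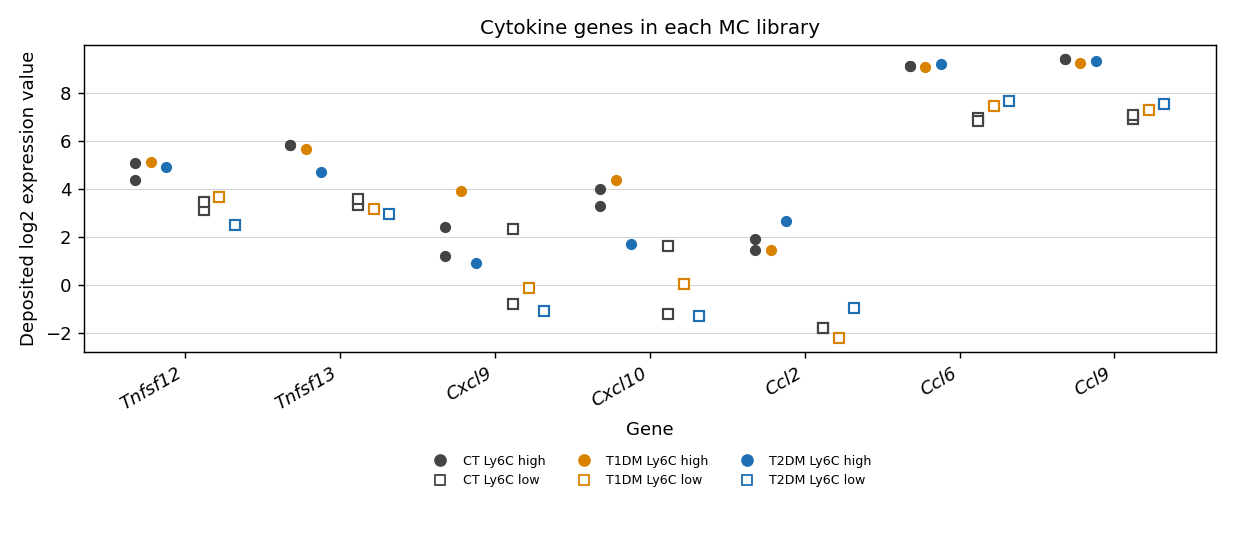
Deposited log2 expression value (y axis) of 7 cytokine genes (x axis) in each of the 8 libraries. Filled circles are Ly6C high and open squares Ly6C low libraries of CT (grey), T1DM (orange) and T2DM (blue) mice. The subsets do not overlap for 6 of the genes, and for Cxcl9 a CT Ly6C low library at 2.33 lies above the CT Ly6C high library at 1.19.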

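Il11 had log2 values between -1.79 and 0.22 in the 8 libraries. Its log2FC between Ly6C high and Ly6C low MCs was 1.01 (SE 0.60, adjusted p = 0.302) in CT MCs by limma with Benjamini-Hochberg adjustment, 1.88 in T1DM and -0.30 in T2DM MCs, and the sign in T2DM changed under quantile normalization (0.48). The CT Ly6C low replicates were -0.27 and -1.67, so the rise in CT was not larger than their difference.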

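Il15 had log2 values of 2.03 and 1.69 in CT Ly6C low MCs, and a log2FC between Ly6C high and Ly6C low MCs of 2.20 (SE 0.22, adjusted p = 0.0136) in CT MCs by limma with Benjamini-Hochberg adjustment. In T1DM and T2DM MCs alike its log2FC was 0.81. Tnfsf14 had a log2FC of 1.20 (SE 0.43, adjusted p = 0.144) in CT, 0.66 in T1DM and 2.17 in T2DM MCs, with values of 2.07 and 1.13 in the CT Ly6C low replicates. Over the mouse groups, Il15 was called (log2FC 1.51, SE 0.32, adjusted p = 0.00664) and Tnfsf14 was not (log2FC 1.31, SE 0.35, adjusted p = 0.0195). Il15 was called without the T2DM libraries (adjusted p = 0.008) and in none of the other 5 fits that left out a library or mouse group, with adjusted p-values from 0.0127 to 0.0253.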

Intercellular inflammatory propagation capacity cytokine Il15 and Tnfsf14 were increased in Ly6C^high^ MCs compared with Ly6C^low^ MCs in CT and T2DM mice. These cytokines are mostly relevant for determining the pro-inflammatory feature of Ly6C^high^ MCs and in DM conditions (**Figure 4C**; **Supplementary Figure 3**).

However, we also observed favorable anti-inflammatory changes for cytokines in Ly6C^high^ MC. For example, pro-inflammatory cytokine ligands (Il6, Cxcl12, Ccl4/5/22, Tnfsf8, and Ifng) were reduced in Ly6C^high^ MCs compared with Ly6C^low^ MCs in all mice.

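Ccl5 had a log2FC between Ly6C high and Ly6C low MCs of -2.89 (SE 0.10, adjusted p = 0.00385) in CT MCs by limma with Benjamini-Hochberg adjustment, -3.02 in T1DM and -1.22 in T2DM MCs, and it was the only one of these 7 genes called in CT. Ifng was at -1.95 and -1.94 in CT Ly6C high MCs and at its floor in the T1DM and T2DM Ly6C high libraries (-2.25), with a log2FC of -3.27 (SE 0.27, adjusted p = 0.0103) in CT, -3.79 in T1DM and -1.57 in T2DM MCs. It shares 22.6% of its 31-base sequences with another gene. Tnfsf8 had a log2FC of -2.56 (SE 0.37, adjusted p = 0.0271) in CT, -3.59 in T1DM and -3.25 in T2DM MCs. Ccl22 and Ccl4 were at their floor in both CT Ly6C high libraries (-1.08 for both genes), and had log2FC of -2.32 and -2.54 in CT, -3.87 and -0.65 in T1DM and -2.22 and -2.64 in T2DM MCs. Il6 and Cxcl12 were at their floor in the T1DM and T2DM Ly6C high libraries (-2.45 and -2.10). Il6 had a log2FC of -1.61 (SE 0.99, adjusted p = 0.317) in CT, -2.57 in T1DM and -4.73 in T2DM MCs, with 0.83 and -1.48 in the CT Ly6C low replicates. Cxcl12 had a log2FC of -1.65 (SE 0.33, adjusted p = 0.0489) in CT, -0.72 in T1DM and -2.68 in T2DM MCs. The pooled test called Ccl4, Ccl5, Ccl22, Tnfsf8 and Ifng, but not Il6 (log2FC -2.63, SE 0.71, adjusted p = 0.0209) or Cxcl12 (log2FC -1.67, SE 0.45, adjusted p = 0.0209). Without CT Ly6C low replicate 2, Il6 was called (adjusted p = 0.00541, otherwise from 0.0174 to 0.0897). With 1 CT library or mouse group left out, Ccl4 was called only without the T1DM libraries, and its adjusted p-values ran from 0.00449 to 0.0322. The paper's 41 cytokine ligand genes together had a median log2FC of 0.15 in CT (-0.18 without CT Ly6C low replicate 1), with 5 genes called and 11 when adjusted over the list alone, -0.25 in T1DM and -0.30 in T2DM MCs. Under quantile normalization the diabetic medians changed sign, to 0.22 and 0.16.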

The influence of T/2DM to cytokine expression in MC subsets is complex. T1/2DM increased Ccl6/9 in Ly6C^low^ MC but decreased the expression of pro-inflammatory cytokines Gdf3, Cxcl13, and Ccl22 in Ly6C^high^ MC, and Tnfsf4 and Cxcl10 in Ly6C^low^ MC. 

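In Ly6C low MCs, Ccl6 rose against CT by 0.56 in T1DM and 0.78 in T2DM on the log2 scale, and Ccl9 by 0.29 and 0.56. The CT Ly6C low values were 6.96 and 6.81 for Ccl6 and 6.89 and 7.06 for Ccl9, so these rises were larger than the difference between the replicates. None of the 4 reached 1. In Ly6C high MCs, Gdf3 had a log2FC of -0.88 in T1DM and -2.53 in T2DM MCs, with 3.07 and 1.16 in the CT replicates, and the T1DM value became 0.08 without CT Ly6C high replicate 1. Cxcl13 had a log2FC of -1.08 in T1DM and -1.06 in T2DM MCs, with 0.19 and 0.14 in CT. Ccl22, at its floor in both CT Ly6C high libraries, had -0.86 in T1DM and -1.61 in T2DM Ly6C high MCs, a log2FC of 0.22 and -0.53. Tnfsf4 had Ly6C low values of 0.45 and 0.30 in CT, -2.42 in T1DM, its floor in diabetic libraries, and -0.68 in T2DM, a log2FC of -2.80 and -1.05. Cxcl10 had a log2FC of -0.18 in T1DM and -1.49 in T2DM Ly6C low MCs, which became 1.23 and -0.08 without CT Ly6C low replicate 1 and -1.59 and -2.90 without CT Ly6C low replicate 2.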

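Ccl17 had log2 values of 2.02 in T2DM and -1.50 and -0.78 in CT Ly6C low MCs, a log2FC of 3.16. Csf1 had 4.93 in T2DM and 2.60 and 2.33 in CT Ly6C low MCs, a log2FC of 2.46. Gdf15 had 1.60 in T2DM and -0.28 and -0.27 in CT Ly6C low MCs, a log2FC of 1.87. These 3 rises were larger than the difference between the CT replicates. Il6 had 2.28 in T2DM Ly6C low MCs, a log2FC of 2.60, and exceeded the higher CT replicate by less than the CT replicates differed. The basophil list used here was higher in the same library.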

Otherwise, T2DM-induced pro-inflammatory cytokine Ccl17, Csf1, Gdf15, and Il6 were elevated in Ly6C^low^ MCs compared with CT Ly6C^low^ MC.

Consistently, we found 6 induced inflammatory cytokine receptor genes (Il1r2, Ccr2, Il13ra1, Csf3r, Ifngr2, and Fas) and 10 reduced cytokine receptor genes (Ccr6, Il9r, Il21r, Lepr, Il5ra, Il18rap, Il27ra, Il18r1, Il12rb2, and Il2rb) in Ly6C^high^ MCs compared to Ly6C^low^ MCs in all mice. In addition, Il1r1/2 were elevated in T2DM Ly6C^high^ MC, Ccr3 was elevated in T1DM Ly6C^low^ MC, and Il1r2, Lifr, Il7r, Acvr2b, Il3ra, Ccr3/6, and Cxcr2 were elevated in T2DM Ly6C^low^ MC.

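Ccr2, Csf3r and Ifngr2 were called in CT MCs, with log2FC between Ly6C high and Ly6C low MCs of 3.08 (SE 0.04, adjusted p = 0.00168), 1.90 (SE 0.07, adjusted p = 0.00416) and 1.14 (SE 0.05, adjusted p = 0.00519) by limma with Benjamini-Hochberg adjustment. In T1DM and T2DM MCs their log2FC were 3.06 and 2.80, 1.60 and 1.85, and 1.27 and 0.95. Csf3r shares 23.1% of its 31-base sequences with other genes. Il13ra1 (log2FC 1.00, SE 0.09, adjusted p = 0.0123), Fas (log2FC 1.51, SE 0.15, adjusted p = 0.0141) and Il1r2 (log2FC 2.80, SE 0.87, adjusted p = 0.112) did not pass the adjusted p-value in CT. The log2FC were 1.00 and 1.13 for Il13ra1, 1.39 and 2.66 for Fas and 2.86 and 3.21 for Il1r2 in T1DM and T2DM MCs. Among the 10 lower receptor genes, Il5ra, Il18r1, Il2rb, Il18rap and Ccr6 were called in CT, with log2FC of -3.53, -2.56, -2.60, -2.02 and -3.93. Il9r, Il21r, Il12rb2, Il27ra and Lepr were not, with log2FC of -4.07, -1.70, -1.15, -2.48 and -3.12 and adjusted p-values of 0.0142, 0.014, 0.013, 0.0955 and 0.198. The SE was 0.71 for Il27ra and 1.38 for Lepr, whose CT Ly6C low replicates were 0.74 and 4.23. Lepr is the gene mutated in db/db mice. Il12rb2 shares 38.6% of its 31-base sequences with another gene, and Il2rb is on the NK cell list used here. In T1DM and T2DM MCs the log2FC of the 10 genes lay between -6.60 (Il9r, T2DM) and -1.21 (Il12rb2, T2DM). The pooled test of the subsets called 16 of the 16 genes. With 1 CT library or mouse group left out, Lepr was called only without CT Ly6C low replicate 1 (adjusted p = 0.000822, otherwise from 0.0106 to 0.0329). Il1r2 was not called without the T1DM (0.0126) or the T2DM libraries (0.0141), and the log2FC of Il13ra1 was 1.00 without CT Ly6C low replicate 2 and 1.00 without the T2DM libraries.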

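In Ly6C high MCs, Il1r1 had log2 values of 0.58 and -1.04 in CT and 1.54 in T2DM (log2FC 1.77), and Il1r2 2.55 and 1.04 in CT and 3.39 in T2DM (1.60). Both T2DM values lay above both CT values by less than the CT replicates differed. Ccr3 had Ly6C low values of 1.65 and 0.96 in CT, 2.79 in T1DM and 3.53 in T2DM, a log2FC of 1.48 and 2.22. T2DM Ly6C low MCs had a log2FC against CT of 1.59 for Lifr, 1.37 for Acvr2b, 0.85 for Il3ra, 1.44 for Ccr6, 1.98 for Cxcr2 and 1.19 for Il1r2, whose CT Ly6C low replicates were -0.17 and -1.85. For Lifr, Acvr2b, Il3ra, Ccr6 and Cxcr2 the T2DM value lay above both CT Ly6C low replicates by more than these differed. Ccr3 is on the eosinophil list and Cxcr2 and Il1r2 on the neutrophil list used here.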

Ly6C^high^ MCs display reduced receptor expression and innate immune responses compared to Ly6C^low^ MCs in all mice (one, two, and three comparisons). In both T1DM and T2DM conditions, Ly6C^high^ MCs exhibit reduced receptor expression compared to CT mice (four and five comparisons). 

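The paper's 39 cytokine receptor genes had a median log2FC of -0.07 between T1DM and CT Ly6C high MCs, with 18 genes higher and 21 lower, and of 0.07 between T2DM and CT Ly6C high MCs, with 20 higher and 19 lower. Both lie within the SD of 0.16 from the median log2 values of the list in the CT Ly6C high libraries. The T1DM median was 0.04 without CT Ly6C high replicate 2 and the T2DM median -0.10 without CT Ly6C high replicate 1. Between Ly6C high and Ly6C low MCs the list had a median of -0.43 in CT, -0.45 in T1DM and -0.58 in T2DM MCs, and the CT median was -0.07 without CT Ly6C low replicate 1. In CT 8 of 39 genes were called (limma with Benjamini-Hochberg adjustment), 17 when adjusted over the list alone.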

In T1DM and T2DM, Ly6C^low^ MCs also show decreased receptor expression when compared to CT mice (six and seven comparisons).

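Between T1DM and CT Ly6C low MCs, the cytokine receptor genes had a median log2FC of 0.20 (26 of 39 higher) and the checkpoint receptor genes 0.40 (13 of 18 higher). Between T2DM and CT Ly6C low MCs the medians were 0.22 (25 of 39 higher) and -0.05 (8 of 18 higher). The median log2 values of each list in the CT Ly6C low libraries gave an SD for such a difference. It was 0.26 for the cytokine receptor genes and 0.28 for the checkpoint receptor genes. Without CT Ly6C low replicate 2 the T2DM median of the checkpoint receptor genes was -0.28.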

### Cross-platform scRNA-seq analysis validates key immunological transcriptional signatures

We employed a scRNA-seq dataset derived from the lungs of C57BL/6J mice from EMBL-EBI under accession number E-MTAB-7678 (PMID: 31481690) to validate representative immunological DEG identified in this study. As shown in **Figure 5**, consistent with our RNA-Seq data analysis, immune checkpoint DEG Lgals9, Sema4a, and Tnfsf14 were confirmed for upregulated expression and Cd274 for downregulated expression in Ly6C^+^ MCs, which was defined as Ly6G^−^CD11b^+^Ly6C^+^ MC. Similarly, cytokine DEG Il15, Tnfsf13, and Tnfsf12 displayed a higher level expression, and Ltb was lower in Ly6C^+^ MC. This validation process ensures the reliability and reproducibility of our findings regarding the distinct transcriptional signatures in MC subpopulations.

**Figure 5:**
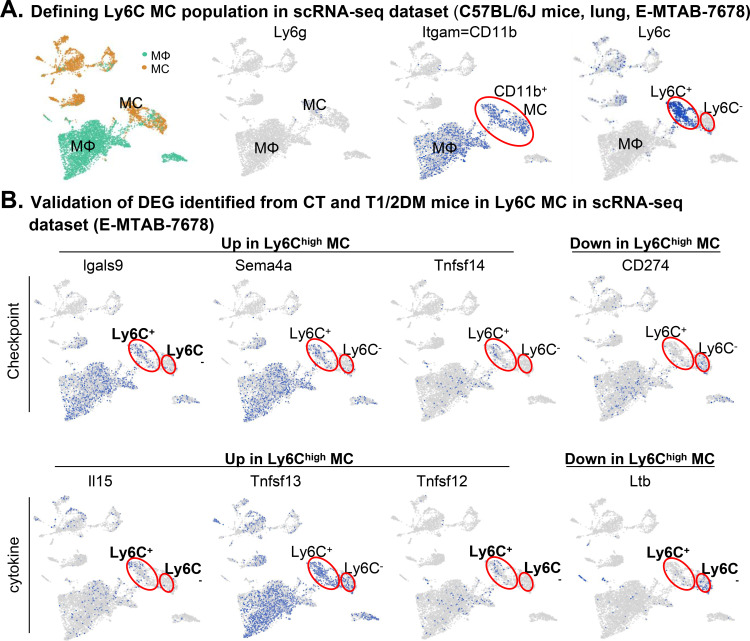
Validation of selected MC subset immunological DEG in the scRNA-seq database. **(A)** Defining the Ly6C MC population in the scRNA-seq dataset (C57BL/6J mice, lung). Single-cell RNA-seq (ScRNA-seq) data of CD64^+^ mononuclear cells in lungs of C57BL/6J mice were obtained (NO. E-MTAB-7678). Ly6C^+^ MC(Ly6G^-^CD11b^+^Ly6C^+^) and Ly6C^−^ MCs (Ly6G^-^CD11b^+^Ly6C^−^) were distinguished according to their deferential expression of Ly6c. **(B)** Validation of DEG identified in Ly6C MC subsets in our CT mice. UMAP displays the deferential expression of selected MC subset immunological DEG in C57BL/6J mice identified in our study.

### Model of T1/2DM-impacted innate/adaptive immune response in mouse Ly6C MC subsets

We established a model to describe immunological feature and T1/2DM-impacted innate/adaptive immune response in mouse Ly6C MC subsets in **Figure 6** based on transcriptome analysis.

**Figure 6:**
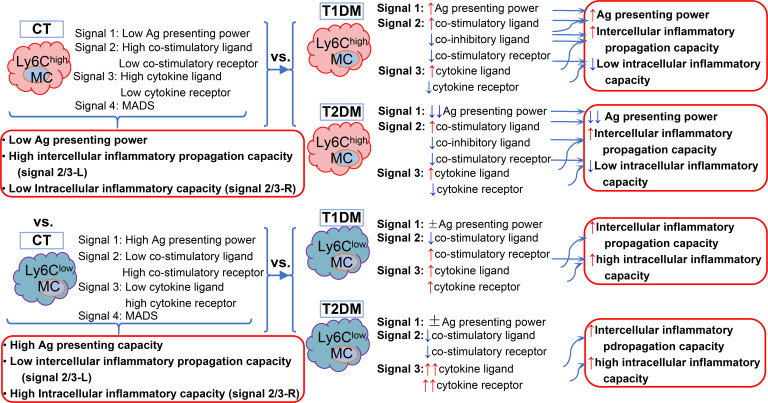
Immunology feature of mouse Ly6C MC subsets and T1/2DM-impacted response. The model describes potential innate/adaptive immune response and functional changes in the T1/2DM condition. Arrows (red and blue) indicate the direction of immunology function changes (activated and suppressed).

We conclude that Ly6C^high^ MCs have low Ag-presenting capacity, strong intercellular inflammatory propagation capacity, and low intracellular inflammatory capacity, while Ly6C^low^ MCs have high Ag-presenting capacity, anti-inflammatory capacity, and high intracellular inflammatory capacity.

In the T1DM condition, Ly6C^high^ MCs acquired a higher Ag-presenting capacity which contributes to increased adaptive immune response/reactivity. It had reduced co-inhibitory ligand and co-stimulatory receptor power and increased pro-inflammatory cytokine level, which strengthen the intercellular inflammatory propagation capacity, and decreased intracellular inflammatory capacity cytokine receptor power. On the other hand, T1DM Ly6C^low^ MCs displayed reduced co-stimulatory ligand power, enhanced co-stimulatory receptor power, and strengthened intercellular and intracellular inflammatory capacity, but no significant change in Ag-presenting capacity.

In the T2DM condition, Ly6C^high^ MCs decreased the co-inhibitory ligand and increased pro-inflammatory cytokine ligand power, which enhanced the intercellular inflammatory propagation capacity but reduced the co-stimulatory receptor power and intracellular inflammatory capacity cytokine receptor power related to further lower intracellular inflammatory capacity, and changed to a lower Ag-presenting capacity. Conversely, T2DM Ly6C^low^ MCs weakened the co-stimulatory power of both receptor and ligand and enhanced in intercellular and intracellular inflammatory capacity, but there was no significant change in Ag-presenting capacity.

Interestingly, signal 4, metabolic-associated danger signal (MADS), changes the immunological feature via altering signal 2/3 molecule expression independent from pattern recognition DAMP/PAMP recognition.

### Identification of 17 potential transcriptional axes modulating the immunological feature in diabetic Ly6C MC subsets

In the efforts to discover the transcriptional mechanism determining immunological feature in the Ly6C MC subset, we searched for differentially expressed TF in diabetic Ly6C MC subsets and identified totally 343-upregulated and 578-downregulated TF, which target 2-upregulated/33-downregulated MHC II, 16-upregulated/81-downregulated checkpoint, 37-upregulated/62-downregulated cytokine ligand, and 46-upregulated/70-downregulated cytokine receptor DEG from the seven comparisons (details in **Figure 7A**).

**Figure 7:**
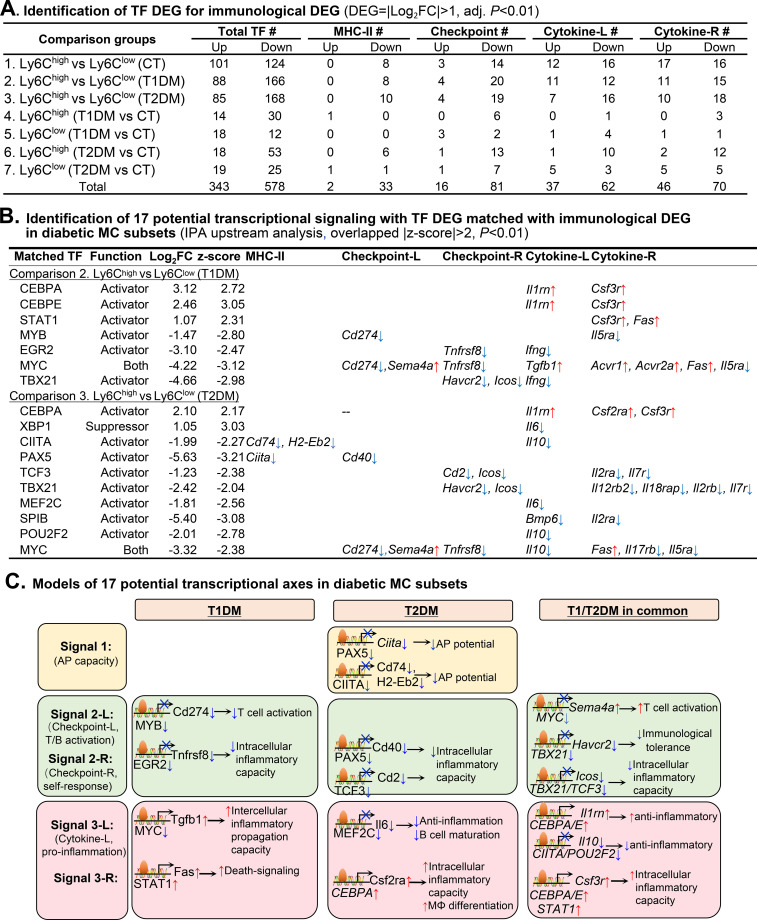
Identification of TF DEG for immunological DEG. **(A)** Identification of TF DEG for immunological DEG. Total 921 TF DEG were identified in seven comparison groups using the criteria of |Log_2_FC|>1 (2-FC) and adjusted P<0.01. **(B)** Identification of 17 potential transcriptional signaling with TF DEG matched with immunological DEG in diabetic MC subsets. Immunological DEG were matched with TF DEG by IPA upstream analysis. The transcriptional regulatory relationship between TF DEG and immunological DEG was justified by IPA overlapped |z-score|>2 and P<0.01. **(C)**. Models of 17 potential transcriptional axes in diabetic MC subsets. The model describes potential transcriptional regulatory machinery. Red up arrows indicate induced gene expression or immunological function. Blue down arrows indicate the suppression of its.

By matching the expressional change of immunological DEG with the function (transactivating or suppressing) of their corresponding upstream DEG TF, we identified 17 potential transcriptional signalings, which involve 12 trans-activating TF, 1 trans-suppressing TF (XBP1), and 1 dual-functional TF (MYC) (**Figure 7B**). In T1DM Ly6C^high^ MCs (comparison 2), increased trans-activating TF CEBPA, CEBPE, and STAT1 were associated with the upregulation of cytokine Il1rn, Csf3r, and Fas upregulation; reduced trans-activating TF MYB, EGR2, and TBX21 were associated with the downregulation of seven immunological genes; and reduced dual functional TF MYC was associated with Cd274, Tnfrsf8, and Il5ra suppression and Sema4a, Tgfb1, Acvr1, Acvr2a, and Fas induction. 

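Among the TF genes, Cebpa had a log2FC of 3.12 and Cebpe of 1.58 between T1DM Ly6C high and T1DM Ly6C low MCs. Cebpe lay at -0.35 in Ly6C high and -1.92 in Ly6C low MCs, at the low end of the scale. Myb fell by 1.59, Egr2 by 3.28 and Tbx21 by 4.19 on the log2 scale in the same comparison. In CT MCs, Cebpa (log2FC 2.63, SE 0.14, adjusted p = 0.00591) and Tbx21 (log2FC -2.99, SE 0.20, adjusted p = 0.00767) were called (limma with Benjamini-Hochberg adjustment), with the same direction as in T1DM. Egr2 had the opposite sign in CT (log2FC 0.71, SE 0.23, adjusted p = 0.12), and in the pooled test of the subsets its log2FC was -0.78 (adjusted p = 0.377) and 0.05 without the T1DM libraries. Of the target genes, Il1rn had a log2FC of 1.56, Tnfrsf8 -1.85, Acvr1 2.13 and Acvr2a 1.19. The paper's 29 TF genes had a median log2FC of -0.63 in CT (-0.26 without CT Ly6C high replicate 1), -0.85 in T1DM and -1.83 in T2DM MCs. In CT 9 of them were called, 12 when adjusted over the list alone. Against CT Ly6C high MCs the median was -0.03 in T1DM (-0.23 without CT Ly6C high replicate 1 and 0.04 without replicate 2) and -0.92 in T2DM (-0.54 without CT Ly6C high replicate 2).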

In T2DM Ly6C^high^ MCs (comparison 3), upregulated trans-activating TF (CEBPA) was associated with the upregulation of three cytokines (Il1rn, Csf2ra, and Csf3r), downregulated trans-activating TF (CIITA, PAX5, TCF3, TBX21, MEF2C, SPIB, and POU2F2) corresponded to 15 downregulated immunological genes, and TF MYC downregulation was associated with the downregulation of Cd274/Tnfrsf8/Il10/Il17rb/Il5ra and the upregulation of Sema4a/Fas. 

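Between T2DM Ly6C high and T2DM Ly6C low MCs, Cebpa had a log2FC of 2.10. Spib fell by 5.34, Tbx21 by 2.13, Pou2f2 by 1.97, Mef2c by 1.83 and Tcf3 by 1.20 on the log2 scale. Spib lay at 2.37 in Ly6C high and 7.71 in Ly6C low MCs, and Pou2f2 at 7.29 and 9.26. Of the target genes, Il1rn had a log2FC of 2.27, Csf2ra 1.05, Tnfrsf8 -2.29, Il17rb -1.69 and Il10 -1.82. Il10 lay at -2.08 in Ly6C high and -0.26 in Ly6C low MCs, at the low end of the scale.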

We also found that upregulated transcription repressor XBP1 was associated with the downregulation of Il6. 

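Xbp1 had log2 values of 8.61 in T2DM Ly6C high and 7.56 in T2DM Ly6C low MCs, a log2FC of 1.05. Il6 was at its floor in T2DM Ly6C high MCs, so the size of its fall depends on the floor.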

The detailed list of DEG TF matching with the corresponding DEG is presented in **Supplementary Table 1**.

Based on above data, we established models to describe potential transcriptional axes underlying immunological feature change in diabetic MC subsets (**Figure 7C**). For example, the transcriptional axis of ↓PAX5-↓CIITA-↓Cd74/H2-Eb2 may weaken Ag-presenting capacity in T2DM Ly6C^high^ compared with T2DM Ly6C^low^. 

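In T2DM Ly6C high MCs compared with T2DM Ly6C low MCs, Pax5 fell from 8.46 to 2.80 (log2FC -5.66) and Ciita from 7.10 to 4.90. H2-Eb2 fell from 2.57 to -1.50 on the log2 scale. Pax5 fell by as much in T1DM MCs (-4.56) as in CT MCs (log2FC -4.32, SE 0.52, adjusted p = 0.0191) and was called in the pooled test of the subsets (log2FC -4.72, SE 0.32, adjusted p = 1.27e-05) by limma with Benjamini-Hochberg adjustment.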

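Myb had log2 values of 1.97 in T1DM Ly6C high and 3.56 in T1DM Ly6C low MCs. In CT MCs its log2FC was -1.06 (SE 0.33, adjusted p = 0.112) by limma with Benjamini-Hochberg adjustment, and in T2DM MCs -0.40, which changed sign under quantile normalization (0.05). Myc had values of 2.49 in T1DM Ly6C high and 6.69 in T1DM Ly6C low MCs, and 3.24 and 6.59 in T2DM.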

Axes ↓MYB-↓Cd274 in T1DM and ↓MYC-↑Sema4a in both T1/2DM may enhance the T-cell activation potential in Ly6C^high^ MC. In addition, axes of inhibited EGR2-Tnfrsf8, PAX5-Cd40, TCF3-Cd2, TBX21-Havcr2, and TBX21/TCF3-Icos may be responsible for suppressive immune checkpoint, further weakening adaptive immunity in both T1/2DM in Ly6C^high^ MCs compared with Ly6C^low^ MC.

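Cd40 had a log2FC between Ly6C high and Ly6C low MCs of 0.35 in T1DM and -1.37 in T2DM MCs, and of -0.19 (SE 0.17, adjusted p = 0.459) in CT by limma with Benjamini-Hochberg adjustment. Cd2 had a log2FC of -4.13 in T1DM, -4.68 in T2DM and -3.72 (SE 0.30, adjusted p = 0.00966) in CT MCs. Havcr2 had a log2FC of -1.29 in T1DM, -1.32 in T2DM and -0.22 (SE 0.09, adjusted p = 0.174) in CT MCs. Icos had a log2FC of -4.04 in T1DM and -2.14 in T2DM, and Tnfrsf8 of -1.30 (SE 0.14, adjusted p = 0.0149) in CT MCs. Tcf3 had a log2FC of -0.83 in T1DM and -0.94 (SE 0.11, adjusted p = 0.0171) in CT MCs. Only Cd2 of these genes was called in CT, and the pooled test of the subsets called Cd2 and Tnfrsf8 but not Cd40 (log2FC -0.35, SE 0.25, adjusted p = 0.327), Havcr2 (log2FC -0.76, SE 0.21, adjusted p = 0.021), Icos (log2FC -1.95, SE 0.62, adjusted p = 0.0406) or Tcf3 (log2FC -0.98, SE 0.12, adjusted p = 0.000336).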

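Between Ly6C high and Ly6C low MCs, Tgfb1 had a log2FC of 1.12 (SE 0.07, adjusted p = 0.00696) in CT MCs by limma with Benjamini-Hochberg adjustment and 0.97 in T2DM MCs. Mef2c fell by 1.37 in T1DM MCs on the log2 scale and had a log2FC of -0.63 (SE 0.04, adjusted p = 0.00811) in CT, under the 2-fold criterion. Il10 had a log2FC of -1.83 (SE 0.47, adjusted p = 0.0787) in CT and 0.72 in T1DM MCs, with both CT Ly6C high libraries at its floor (-1.78). Csf2ra had a log2FC of 1.10 (SE 0.16, adjusted p = 0.0271) in CT and 0.87 in T1DM MCs.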

Regulatory mechanisms underlying differential cytokine expression (signal 3) may involve axes of inhibited ↓MYC-↑Tgfb, ↓MEF2C↓Il6, and ↓CIITA/POU2F2-↓Il10 and increased ↑CEBPA-↑Csf2ra and ↑CEBPA/CEBPE/STAT1-↑Csf3r, which lead to increased intercellular inflammatory propagation capacity in both Ly6C^high^ and Ly6C^low^ MC, respectively.

When directly comparing the two diabetic settings, we observed a clear divergence in Ly6C^high^ MC adaptation. T1DM largely preserved, or only modestly altered, the signal 1 antigen-presenting program, consistent with an immune environment dominated by persistent inflammatory activation. In contrast, T2DM imposed a much stronger suppressive effect on the PAX5–CIITA–MHC-II axis, driving a state of antigen-presentation insufficiency. Thus, although both forms of diabetes disrupt monocyte homeostasis, T1DM is biased toward inflammatory activation, whereas T2DM is more strongly associated with impaired antigen-presenting function.

## Discussion

Inflammatory MC subset polarization is a hallmark of systemic and tissue inflammatory in T1DM and T2DM. We previously reported that the inflammatory Ly6C^high^ MC subset exacerbated diabetic vascular complications and accelerated atherosclerosis in T1/2DM mice (5). This study profiled transcriptomes of three classical immunological signals in MC subsets (Ly6C^high^ and Ly6C^low^) in CT, T1DM, and T2DM mice and established the underlying transcriptional signaling. We have six major findings: 1) Ly6C^high^ MCs displayed high intercellular inflammatory propagation capacity and low intracellular inflammatory capacity which were both further polarized by T1DM and T2DM. 2) Ly6C^low^ MCs displayed low intercellular inflammatory propagation capacity and high intracellular inflammatory capacity, and both acquired additional inflammatory potential in T1DM and T2DM. 3) Ly6C^high^ MCs presented lower Ag-presenting capacity in control mice, which was enhanced in T1DM but suppressed in T2DM. 4) Ly6C^high^ MCs were increased in T1DM mice, but Ly6C^middle^ MCs were increased in T2DM. 5) A total of 17 T1/2DM modulated transcriptional axes were modeled. These findings provide a comprehensive understanding of transcriptional regulation underlying immunological reprogramming in diabetic MC subsets and recommended potential therapeutic targets.

### Ly6C^high^ MCs exhibited high intercellular inflammatory propagation, but low intracellular inflammatory capacity compared with Ly6C^low^ MCs; both features were elevated in both subsets in T1/T2DM

We defined MC intercellular inflammatory propagation capacity based on immune checkpoint and cytokine ligand expression because immune checkpoint ligands deliver co-stimulatory signals that potentiate effector immune cell activation and that cytokine ligands directly mediate intercellular communication to amplify inflammatory responses.

Standard definitions of “pro-inflammatory” MCs often conflate cell-autonomous signaling states with outward effector functions. To precisely deconstruct the transcriptomic shifts in our diabetic models, we propose a bipartite conceptual framework. Intracellular inflammatory capacity is defined based on the expression of immune checkpoint and cytokine receptor expression, which refers to a cell’s ability to initiate and sustain inflammatory signaling within itself through immune checkpoint and cytokine receptors, encompassing processes such as transcriptional activation, NF-κB signaling, and cytokine production programs. In contrast, intercellular inflammatory propagation capacity refers to a cell’s ability to transmit or amplify inflammatory signals to other cells via immune checkpoint and cytokine ligands, which may be displayed on the cell surface or secreted, thereby influencing neighboring cells through mechanisms such as cytokine secretion, antigen presentation, and checkpoint modulation. Applying this framework, our data reveal that the diabetic milieu fundamentally uncouples these two dimensions: it profoundly impairs MC’s intercellular propagation (e.g., suppressed MHC-II and co-stimulatory ligands) while preserving or even exacerbating their intracellular inflammatory tone.

We found that Ly6C^high^ MCs in CT mice displayed high intercellular inflammatory propagation capacity based on higher levels of cytokine ligand expression (Il6, Cxcl12, Ccl4/5/22, Tnfsf8, and Ifng) and suppressed intracellular inflammatory capacity feature because of lower levels of co-stimulatory molecule receptor (Tnfrsf8/18, Havcr1, and Cd2) and cytokine receptor expression (Ccr6, Il9r, Il21r, Lepr, Il5ra, Il18rap, Il27ra, Il18r1, Il12rb2, and Il2rb) (**Figure 4**). In T1/2DM mice, Ly6C^high^ MCs enhanced intercellular inflammatory propagation capacity by downregulating co-inhibitory ligands Cd274 and Pdcd1lg2 and reduced the intracellular inflammatory capacity by decreasing the co-stimulatory receptor (Icos, Havcr2, and Tnfrsf25) and inflammation cytokine receptor (Il2rb, Il9r, and Ccr6) power. These data led us to conclude that the reduced co-stimulatory/cytokine receptors contribute to lower intracellular inflammatory capacity in Ly6C^high^ MCs and impact on a prolonged survival of Ly6C^high^ MCs in T1/2DM, leading to a more profound systemic and intercellular inflammatory propagation capacity status in T1/2DM.

The immune pathway analysis results underscore the role of diabetic Ly6C^high^ MCs in inflammatory response. We found that in control Ly6C^high^ MC, inflammatory canonical pathways, such as IFN, Toll-like receptor, and neuroinflammation signaling, are activated and that in T1DM Ly6C^high^ MC, NK cell and CCR5 signaling is further exacerbated, which aligns with their role in T1DM autoimmune-driven β-cell destruction. This heightened inflammatory feature of T1DM Ly6C^high^ MC may promote tissue damage through the release of cytokines such as IL-1β and TNF-α, as observed in T1DM (22). Our finding supported the involvement of IFN signaling in Ly6C^high^ MC-derived high intercellular inflammatory propagation capacity in both control and T1DM conditions. Our findings support the involvement of IFN-related signaling in shaping the heightened inflammatory phenotype of Ly6Chigh MC, particularly in T1DM, and place these cells within the broader autoimmune pathophysiology that drives chronic tissue injury and diabetic complications.

In addition, our pathway analysis data highlighted co-inhibitory PD-1/PD-L1 checkpoint pathway activation in Ly6C^high^ MCs compared with Ly6C^low^ MCs in the same mice in all groups. Moreover, the PD-1/PD-L1 pathway was further elevated by T1/2DM in Ly6C^high^ MCs compared with Ly6C^high^ MCs in control mice. This is consistent with our above discussion for reduced co-stimulatory/cytokine receptor expression in T1/2DM. Together, all contribute to lower intracellular inflammatory capacity in T1/2DM Ly6C^high^ MCs via a prolonged survival leading to a more profound systemic and pro-inflammatory response in T1/2DM. This finding suggests a benefit of MCs targeted anti-PD-L1 treatment for diabetic inflammation via suppressing PD-1 signaling and MC survival, which is consistent with cancer therapy, where PD-1/PD-L1 blockade enhances antitumor TC immunity (23). Interestingly, anti-PD-1 therapy was found beneficial and suppressed plaque-associated pro-inflammatory T cells via FcγR-mediated capture (e.g., Nivolumab) (24). On the other hand, negative reports suggested that anti-PD-L1 may exacerbate diabetes progression via IFN-γ^+^CD8^+^ T-cell infiltration and activating β-cell-killing (25, 26). Our findings emphasize the exacerbated activation of the PD-1/PD-L1 pathway in T1/2DM Ly6C^high^ MC, and its role in lower intrinsic intracellular inflammatory capacity and prolonged survival, suggesting that MC-targeted anti-PD-1/PD-L1 therapy may restrict inflammatory MC expansion and relevant inflammation in diabetes.

### Ly6C^low^ MCs displayed low pro-inflammatory and high intracellular inflammatory capacity features and acquired additional inflammatory potential in T1/2DM

Ly6C^low^ MCs are traditionally associated with anti-inflammatory or immunoregulatory functions under steady-state conditions. Our findings reveal that Ly6C^low^ MCs exhibit low intercellular inflammatory propagation capacity and high intracellular inflammatory capacity at baseline, as checkpoint/cytokine ligands (Tnfsf8, Ccl4/5/22, Il6, and Ifng) were reduced and checkpoint/cytokine receptors (Tnfrsf8/18, Havcr1, Cd2/Ccr6, Il9r, Il21r, Lepr, Il5ra, Il18rap, Il27ra, Il18r1, Il12rb2, and Il2rb) were induced in Ly6C^low^ MCs (**Figure 4**) compared with Ly6C^high^ MCs in the CT mice. The Ly6C^low^ MCs acquired intercellular inflammatory propagation capacity by upregulating co-stimulatory/cytokine ligand (Ccl6/9) and enhanced intracellular inflammatory capacity by upregulating co-stimulatory/cytokine receptors (Ccr3) in T1/2DM. This reflects a diabetes-disrupted immune homeostasis in MC subsets. Immunological reprogramming in both Ly6C^high^ and Ly6C^low^ MCs highlights their role in contributing to diabetes-associated systemic and tissue inflammatory response (5, 27).

The T1/2DM microenvironment exacerbates Ly6C^low^ MC intercellular inflammatory propagation capacity through upregulated cytokine ligand (Ccl6/9) and IL-7 signaling and DC maturation pathway, changing their native anti-inflammatory feature. IL-7 has been shown to enhance antigen presentation capacity in MC-derived DC and facilitated T-cell activation (28). Therefore, T1/2DM-activated IL-7 signaling and induced cytokine ligand expression in Ly6C^low^ MCs may contribute to autoimmune diabetes (T1DM) and metaflammation in T2DM via T-cell activation. Our findings suggest that the CCL6/9-CCR3 axis and IL-7 signaling represent the most promising near-term targets due to their direct roles in converting Ly6C^low^ MCs from anti-inflammatory to pro-inflammatory effector in diabetes.

### Lower Ag-presenting capacity in Ly6C^high^ MCs and further suppressed by T2DM

We observed that eight MHC-II genes (H2-Oa, H2-Ob, H2-DMb2, H2-Eb1/2, H2-Ab1, H2-Aa, and Cd74) were reduced in Ly6C^high^ MCs in all mice by comparing with Ly6C^low^ MC and that six MHC-II gene (H2-Oa, H2-Eb1, H2-Ab1, H2-Aa, H2-DMb1, and Cd74) were further reduced by T2DM. We concluded that Ly6C^high^ MCs have a lower Ag-presenting capacity, which was further suppressed by T2DM (**Figure 3B**). Similarly, we have previously reported a lower Ag-presenting capacity of Ly6C^high^ MCs in control mice which was also further suppressed in HHcy and HL conditions (17, 18). These findings are consistent with the observation showing reduced expression of HLA-DR/CD74 as well as homologs of mouse H2-Eb1/H2-Ab1/Cd74 MHC-II molecules, in all MC subpopulations in human T2DM (29). Reduced HLA-DR expression in inflammatory MCs was associated with the risk of severity and susceptibility to diabetes, cancer, or sepsis (30, 31). Furthermore, mice deficient in MHC-II-restricted antigen presentation by RORγt^+^ cells (MHC-II^+^RORγt^+^) developed severe intestinal inflammation potentially due to impaired regulatory T-cell (Tregs) polarization and Treg-dependent tolerance to gut microbiota (32, 33). Supportively, we and others have reported that HHcy and hyperlipidemia MCs suppressed Ag-presenting capacity, due to MHC-II reduction, and were connected to pro-inflammatory responses over tolerance and increased tissue damage risk (17, 18, 34, 35). Furthermore, MHC-II expression on professional innate immune cells (DC, MC, and Mϕ) and non-immune cells (endothelial cells and fibroblasts) (36, 37) enables CD4^+^ T cell-mediated inflammatory signaling (IFN-γ and CD40L) and perhaps confers “trained immunity” and functional reprogramming to elicit changed responses to subsequent inflammatory challenges. Interestingly, this T2DM-specific MHC-II suppression is different from MHC-II upregulation in pancreatic β-cells in human T1DM which was induced by IFN-γ stimulation (38, 39), which perhaps contribute to autoimmune response and β-cells dysfunction and in T1DM.

Taken together, we conclude that low MHC-II expression in inflammatory MC subsets features T2DM immune modulation and determines its lower Ag-presenting capacity. Therefore, we propose that reduced MHC-II levels in inflammatory MCs are an indicator or biomarker for severity and susceptibility to diabetes, inflammation, and suppression of Treg-dependent tolerance, especially in T2DM.

### Transcriptional signaling determines elevated inflammatory features in T1/2DM, and reduced Ag-presenting capacity in T2DM in Ly6C^high^ MCs

We identified 17 transcriptional axes via matching the diabetes-altered TFs and immunological genes in Ly6C^high^ MCs (**Figure 7B**) and considered that three transcriptional axes ↓PAX5-↓CIITA-↓Cd74/H2-Eb2, ↓MYC-↑Sema4a, and ↑CEBPA/E-↑Csf2ra/3r are most likely responsible for its reduced Ag-presenting capacity, and increased intercellular/intracellular inflammatory capacity.

PAX5 is a member of the paired box (Pax) family of TF and is critical for B-cell lineage commitment. We have identified similar PAX5 reduction in Ly6C^high^ MCs in HHcy and HL mice (17, 18) and proposed that Pax5 reduction (36.2-fold in control, 56.2-fold in *Cbs*^−/−^, and 10.9-fold in ApoE^−/−^ Ly6C^high^ MC) may modulate its corresponding genes of checkpoint (↑Sema4a/↓Tnfrsf9) and cytokine (↑Fas, ↓Il5ra/Il17rb) in Ly6C^high^ from both mice (17, 18). In this study, we found that the ↓PAX5-↓CIITA-↓Cd74/↓H2-Eb2 axis was suppressed in T2DM Ly6C^high^ MCs suggesting a reduced Ag-presenting capacity. This finding is well aligned with data presented in **Figure 3** showing that 10 MHC-II molecules downregulated in Ly6C^high^ MCs compared with those in Ly6C^low^ MCs. CD74 is an MHC-II invariant chain protein and is well known for its essential role in Ag presentation by mediating the assembly and subcellular trafficking of the MHC-II complex (40, 41). H2-Eb2 is involved in Ag processing and Ag peptide assembling and presentation, and positive regulation of T-cell activation (18). Taken together, we conclude that the Ag-presenting capacity is lower in Ly6C^high^ MCs than in Ly6C^low^ MCs in all mice and further suppressed in T2DM and that the ↓PAX5-↓CIITA-↓Cd74/↓H2-Eb2 axis may be a key mechanism for MHC-II suppression in diabetes, which is potentially responsible for T/B cell suppression and fibrotic/pro-inflammatory response identified in human and mouse diabetes (4, 5).

MYC is traditionally considered a transactivating TF associated with proliferative signaling and immune surveillance (42) and is also reported to suppress TGF-β (43), which usually maintains the quiescence and controls the activation of naive T cells and drives pro-inflammatory responses (44). We found that MYC was reduced 25-fold (log_2_FC 4.66) in T1DM and 10-fold (log_2_FC 3.32) in T2DM in Ly6C^high^ MCs compared with that in Ly6C^low^ MCs in the same mice, which matched with *Tgfb* induction in T1DM (2.5-fold, log_2_FC 1.32). Therefore, the identified ↓MYC-↑Sema4a axis, jointly with the ↓PAX5-↓CIITA-↓Cd74/H2-Eb2 axis, may contribute to intercellular inflammatory propagation capacity identified in human diabetes (4, 5) by Ly6C^high^ MC-derived MHC-II suppression and Sema4a induction.

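Here Myc had a log2FC of -4.21 in T1DM and -3.35 in T2DM between Ly6C high and Ly6C low MCs. In CT MCs its log2FC was -3.50 (SE 0.18, adjusted p = 0.00554), and Myc was called in the pooled test of the subsets (log2FC -3.64, SE 0.18, adjusted p = 2.83e-06) by limma with Benjamini-Hochberg adjustment. Tgfb1 had log2 values of 8.31 in T1DM Ly6C high and 6.81 in T1DM Ly6C low MCs.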

Moreover, we found CEBPA/E induction in diabetic Ly6C^high^ MC. 

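Cebpa had log2 values of 6.51 in T1DM and 6.48 in T2DM Ly6C high MCs, against 6.25 and 6.17 in CT Ly6C high MCs. Cebpe had -0.35 in T1DM and 1.49 in T2DM Ly6C high MCs, against 0.39 and 0.40 in CT. Between Ly6C high and Ly6C low MCs, Cebpe had a log2FC of 2.53 in T2DM and 2.08 (SE 0.68, adjusted p = 0.123) in CT MCs by limma with Benjamini-Hochberg adjustment, and of 2.07 (SE 0.47, adjusted p = 0.00935) in the pooled test of the subsets. With 1 CT library or mouse group left out, Cebpe was called only without CT Ly6C low replicate 1 (adjusted p = 0.00698, otherwise from 0.0243 to 0.0419).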

The corresponding activation of ↑CebpA-↑*Csf2ra* (T2DM) and ↑CebpA/CebpE-↑*Csf3r* (T1/2DM) axes underscore CSF2RA/CSF3R activation-related MC intracellular inflammatory capacity as we proposed above based on the fact that immune checkpoint and cytokine receptor expression determines intrinsic regulatory feedback in MC, allowing MCs to modulate their own activity and inflammatory features. This theory is consistent with the literature in that CSF3R (colony-stimulating factor 3 receptor) activated JAK-STAT and MAPK signaling and promoted myeloid cell proliferation and inflammation (45, 46) and that CSF2RA (colony stimulating factor 2 receptor subunit alpha) facilitated myeloid cell survival and pro-inflammatory cytokine production (47).

Our findings featured three critical transcriptional axes in diabetic Ly6C^high^ MCs each emphasizing a distinct immune function. The ↓PAX5-↓CIITA-↓CD74 is predominant in T2DM and impairs MHC-II assembly and Ag-presenting capacity. The ↓MYC-↑Sema4a axis is shared in T1/T2DM and is responsible for intercellular inflammatory propagation. The ↑CEBPA/E-↑CSF2R/CSF3R axis is predominant in T1DM and drives the MC intracellular inflammatory capacity.

### Clinical and functional implications

These transcriptomic signatures effectively recapitulate the distinct pathophysiological features of diabetes, translating into specific clinical consequences. In T2DM, the suppressed intercellular inflammatory propagation capacity—evidenced by the downregulation of the PAX5-CIITA regulatory axis and the subsequent attenuation of MHC-II and co-stimulatory ligands in Ly6Chigh MC—provides a robust molecular rationale for clinical immune paresis, encompassing impaired immune surveillance, heightened infection susceptibility, and delayed tissue repair. Conversely, the sustained type I IFN signaling and amplified intracellular inflammatory capacity uniquely observed in T1DM Ly6Chigh MCs drive a cell-autonomous, chronic inflammatory state that actively exacerbates systemic autoimmune complications and vascular injury. Ultimately, these findings suggest that therapeutically targeting these distinct, disease-specific MC-driven pathways could offer a precision medicine approach to mitigating diverse diabetic complications.

## Conclusions

We have three major discoveries: 1) Ly6C^high^ MCs exhibit lower Ag-presenting power, which was further suppressed in T2DM, mostly via ↓PAX5-↓CIITA-↓CD74 regulation. 2) Ly6C^high^ MCs display high intercellular inflammatory propagation but low intracellular inflammatory capacity, both further enhanced in T1/T2DM, mostly via ↓MYC-↑Sema4a and ↑CEBPA/E-↑Csf2ra/3r regulation. 3) Ly6C^low^ MCs acquired additional intercellular and intracellular inflammatory capacity in T1/T2DM.

## Limitations and progress

Transcriptome information of RNA-seq usually is generated from a great number of cells and provides in-depth genetic information and more sensitivity for the identification of novel molecular mechanisms. Further studies are needed to confirm the functional implications of the identified molecules and signaling in MC pathogenesis in various disease models. Nevertheless, the strong consensus between our bulk RNA-seq and independent scRNA-seq datasets provides robust, orthogonal evidence for the identified “intracellular inflammatory capacity” transcriptomic shifts.

## Data Availability

The data present in the study are deposited in the Gene Expression Omnibus (GEO) repository under the accession number GEO: GSE305525. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Glossary

Ag: antigen
CD40: cluster of differentiation 40
CKD: chronic kidney disease
HHcy: hyperhomocysteinemia
MADS: metabolic-associated danger signal
Ag: antigen
MC: monocyte
Mϕ: macrophage
Ly6C: lymphocyte antigen 6 complex locus C
PC: principal components
PCA: principal components analysis
IPA: ingenuity pathway analysis
DEG: differentially expressed gene
RNA-seq: RNA-sequencing
scRNA-Seq: single-cell RNA sequencing
TF: transcriptional factor
STZ: streptozotocin
T1DM: type 1 diabetes mellitus
T2DM: Type 2 diabetes mellitus
CT: control
FC: fold change
FACS: fluorescent-activated cell sorting
AHR: aryl hydrocarbon receptor
PXR: pregnane X receptor
iNOS: inducible nitric oxide synthase
NFAT: nuclear factor of activated T-cells
PKCθ: protein kinase C theta
DC: dendritic cell
NK: natural killer
CAR: constitutive androstane receptor
PRRs: pattern recognition receptors
SLE: systemic lupus erythematosus
HMGB1: high mobility group box-1
THOP1: thimet oligopeptidase 1
Th1: T helper 1
IL-7: Interleukin 7
CHK: Csk-homologous kinase
NO: nitric oxide
ROS: reactive oxygen species
GF: growth factors.

# Supplementary material for: Empowered pro-inflammatory features in Ly6C monocytes and altered antigen-presenting capacity in Ly6Chigh monocytes in diabetic mice
**Source:** Front Immunol. 2026 May 8;17:1794704. doi: 10.3389/fimmu.2026.1794704
**Supplement:** Supplementary file 1

## Slide 1
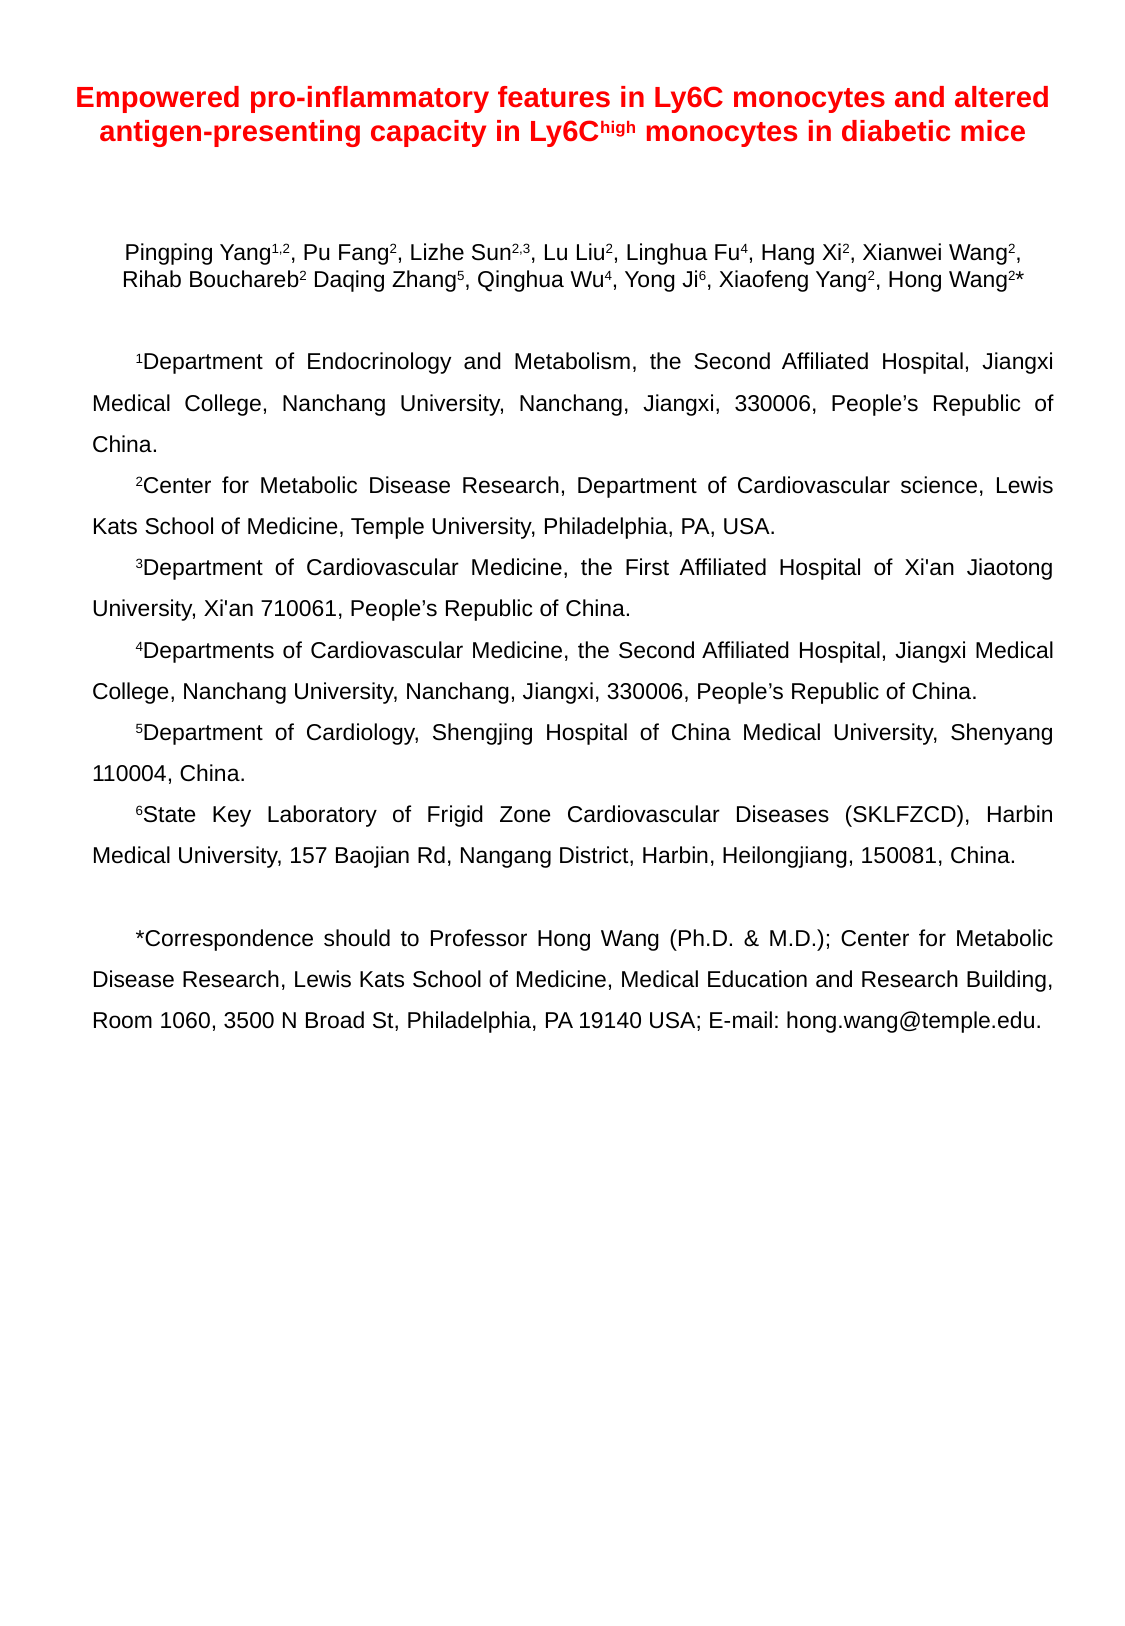

Empowered pro-inflammatory features in Ly6C monocytes and altered antigen-presenting capacity in Ly6Chigh monocytes in diabetic mice
Pingping Yang1,2, Pu Fang2, Lizhe Sun2,3, Lu Liu2, Linghua Fu4, Hang Xi2, Xianwei Wang2, Rihab Bouchareb2 Daqing Zhang5, Qinghua Wu4, Yong Ji6, Xiaofeng Yang2, Hong Wang2*

## Slide 2
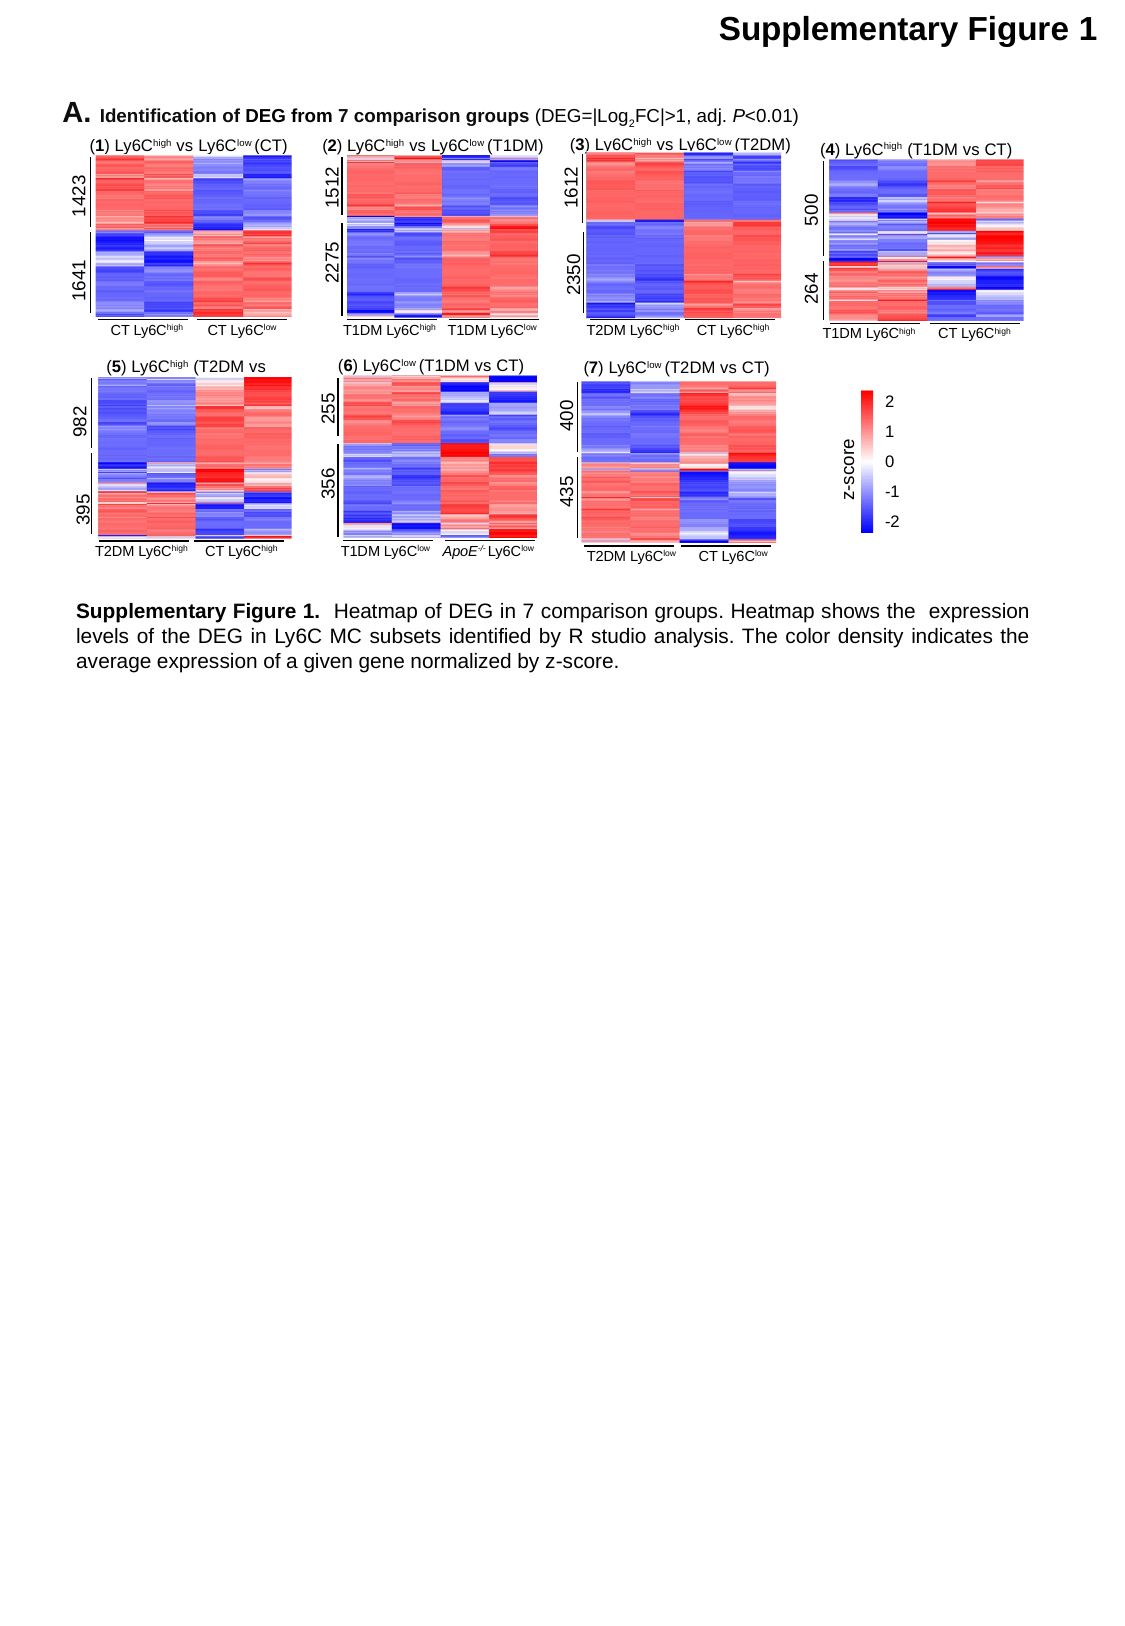

Supplementary Figure 1
A. Identification of DEG from 7 comparison groups (DEG=|Log2FC|>1, adj. P<0.01)
(3) Ly6Chigh vs Ly6Clow (T2DM)
(1) Ly6Chigh vs Ly6Clow (CT)
1423
1641
CT Ly6Chigh
CT Ly6Clow
(2) Ly6Chigh vs Ly6Clow (T1DM)
1512
2275
T1DM Ly6Chigh
T1DM Ly6Clow
(4) Ly6Chigh (T1DM vs CT)
1612
2350
T2DM Ly6Chigh
CT Ly6Chigh
500
264
T1DM Ly6Chigh
CT Ly6Chigh
(6) Ly6Clow (T1DM vs CT)
255
356
T1DM Ly6Clow
ApoE-/- Ly6Clow
(5) Ly6Chigh (T2DM vs CT)
982
395
T2DM Ly6Chigh
CT Ly6Chigh
(7) Ly6Clow (T2DM vs CT)
2
1
0
-1
-2
z-score
400
435
T2DM Ly6Clow
CT Ly6Clow
Supplementary Figure 1. Heatmap of DEG in 7 comparison groups. Heatmap shows the expression levels of the DEG in Ly6C MC subsets identified by R studio analysis. The color density indicates the average expression of a given gene normalized by z-score.

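Between CT Ly6C high and CT Ly6C low MCs, 346 genes were higher and 235 lower in Ly6C high MCs at the paper's criteria (limma with Benjamini-Hochberg adjustment). Counting by fold alone, 1346 genes had a log2FC above 1 and 2773 below -1. With an adjusted p-value under 0.05 in place of 0.01, 834 genes were higher and 1102 lower, and without the trend of the spread with expression, 0 genes were called. Chil3 (log2FC 6.16, SE 0.11, adjusted p = 0.00183) and Vcan (log2FC 5.98, SE 0.11, adjusted p = 0.00202) rose most among called genes with a mean log2 value of at least 5, and Ms4a1 (log2FC -5.06, SE 0.20, adjusted p = 0.00449) and Scd1 (log2FC -4.80, SE 0.08, adjusted p = 0.00178) fell most. Chil3 shares 41.5% of its 31-base sequences with other genes, and Ms4a1 is on the B cell list used here. The pooled test of the subsets called 886 genes higher and 1115 lower in Ly6C high MCs, and 530 of the 581 genes called in CT were among them. Diabetic MCs (T1DM and T2DM together, 2 libraries) against CT MCs gave 0 called genes in Ly6C high and 0 in Ly6C low MCs, with 739 and 489 genes at an unadjusted p-value under 0.05. T1DM and T2DM stand as replicates of each other in that test, and the deposited CT and diabetic means differ little. That no gene was called therefore does not show that diabetes changed none. For the difference of Ly6C high minus Ly6C low between diabetic and CT mice 0 genes were called, with 1084 at an unadjusted p-value under 0.05.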

## Slide 3
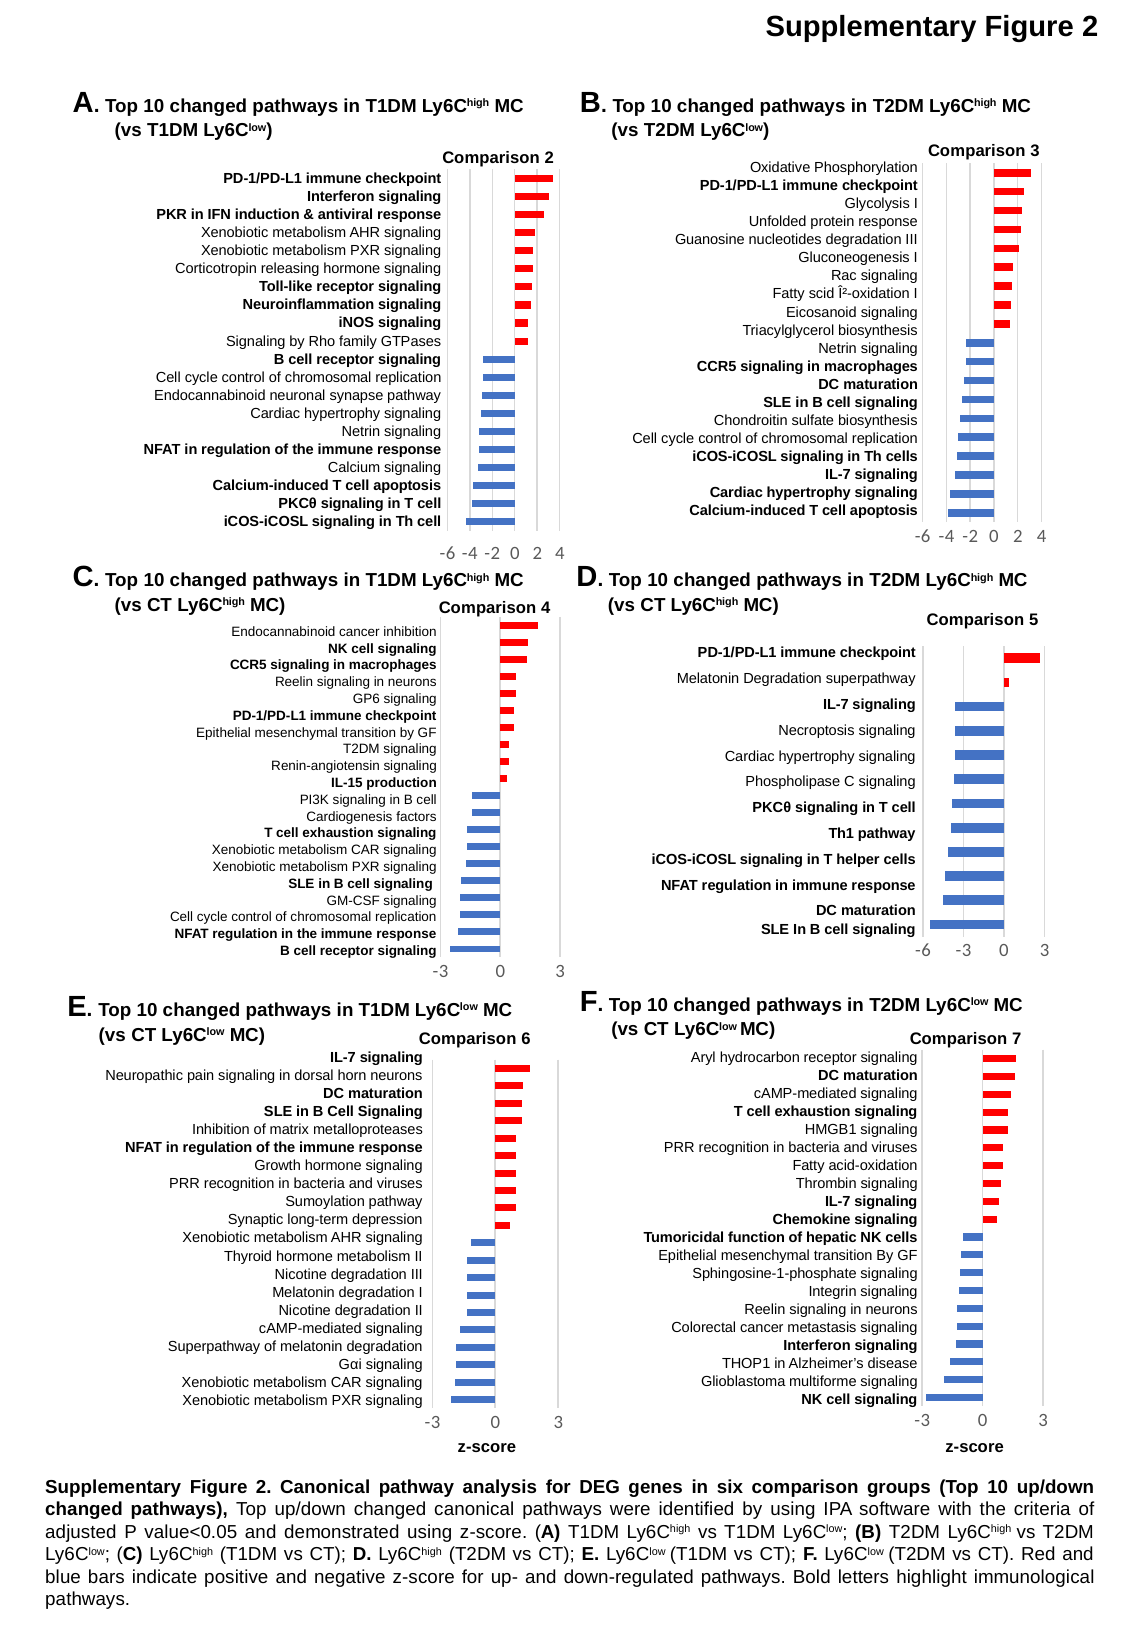

Supplementary Figure 2
A. Top 10 changed pathways in T1DM Ly6Chigh MC
 (vs T1DM Ly6Clow)
B. Top 10 changed pathways in T2DM Ly6Chigh MC
 (vs T2DM Ly6Clow)
Comparison 3
Comparison 2
### Chart
| Category | |
|---|---|
| iCOS-iCOSL Signaling in T Helper Cells | -4.382 |
| PKCθ Signaling in T Lymphocytes | -3.781 |
| Calcium-induced T Lymphocyte Apoptosis | -3.71 |
| Calcium Signaling | -3.272 |
| Role of NFAT in Regulation of the Immune Response | -3.175 |
| Netrin Signaling | -3.153 |
| Cardiac Hypertrophy Signaling (Enhanced) | -2.969 |
| Endocannabinoid Neuronal Synapse Pathway | -2.921 |
| Cell Cycle Control of Chromosomal Replication | -2.84 |
| B Cell Receptor Signaling | -2.795 |
| Signaling by Rho Family GTPases | 1.151 |
| iNOS Signaling | 1.155 |
| Neuroinflammation Signaling Pathway | 1.477 |
| Toll-like Receptor Signaling | 1.508 |
| Corticotropin Releasing Hormone Signaling | 1.633 |
| Xenobiotic Metabolism PXR Signaling Pathway | 1.64 |
| Xenobiotic Metabolism AHR Signaling Pathway | 1.789 |
| Role of PKR in Interferon Induction and Antiviral Response | 2.6 |
| Interferon Signaling | 3.051 |
| PD-1, PD-L1 cancer immunotherapy pathway | 3.402 |
### Chart
| Category | |
|---|---|| Oxidative Phosphorylation |
| --- |
| PD-1/PD-L1 immune checkpoint |
| Glycolysis I |
| Unfolded protein response |
| Guanosine nucleotides degradation III |
| Gluconeogenesis I |
| Rac signaling |
| Fatty scid Î²-oxidation I |
| Eicosanoid signaling |
| Triacylglycerol biosynthesis |
| Netrin signaling |
| CCR5 signaling in macrophages |
| DC maturation |
| SLE in B cell signaling |
| Chondroitin sulfate biosynthesis |
| Cell cycle control of chromosomal replication |
| iCOS-iCOSL signaling in Th cells |
| IL-7 signaling |
| Cardiac hypertrophy signaling |
| Calcium-induced T cell apoptosis |
| PD-1/PD-L1 immune checkpoint |
| --- |
| Interferon signaling |
| PKR in IFN induction & antiviral response |
| Xenobiotic metabolism AHR signaling |
| Xenobiotic metabolism PXR signaling |
| Corticotropin releasing hormone signaling |
| Toll-like receptor signaling |
| Neuroinflammation signaling |
| iNOS signaling |
| Signaling by Rho family GTPases |
| B cell receptor signaling |
| Cell cycle control of chromosomal replication |
| Endocannabinoid neuronal synapse pathway |
| Cardiac hypertrophy signaling |
| Netrin signaling |
| NFAT in regulation of the immune response |
| Calcium signaling |
| Calcium-induced T cell apoptosis |
| PKCθ signaling in T cell |
| iCOS-iCOSL signaling in Th cell |
C. Top 10 changed pathways in T1DM Ly6Chigh MC
 (vs CT Ly6Chigh MC)
D. Top 10 changed pathways in T2DM Ly6Chigh MC
 (vs CT Ly6Chigh MC)
Comparison 4
### Chart
| Category | |
|---|---|Comparison 5
### Chart
| Category | |
|---|---|| Endocannabinoid cancer inhibition |
| --- |
| NK cell signaling |
| CCR5 signaling in macrophages |
| Reelin signaling in neurons |
| GP6 signaling |
| PD-1/PD-L1 immune checkpoint |
| Epithelial mesenchymal transition by GF |
| T2DM signaling |
| Renin-angiotensin signaling |
| IL-15 production |
| PI3K signaling in B cell |
| Cardiogenesis factors |
| T cell exhaustion signaling |
| Xenobiotic metabolism CAR signaling |
| Xenobiotic metabolism PXR signaling |
| SLE in B cell signaling |
| GM-CSF signaling |
| Cell cycle control of chromosomal replication |
| NFAT regulation in the immune response |
| B cell receptor signaling |
| PD-1/PD-L1 immune checkpoint |
| --- |
| Melatonin Degradation superpathway |
| IL-7 signaling |
| Necroptosis signaling |
| Cardiac hypertrophy signaling |
| Phospholipase C signaling |
| PKCθ signaling in T cell |
| Th1 pathway |
| iCOS-iCOSL signaling in T helper cells |
| NFAT regulation in immune response |
| DC maturation |
| SLE In B cell signaling |
F. Top 10 changed pathways in T2DM Ly6Clow MC
 (vs CT Ly6Clow MC)
E. Top 10 changed pathways in T1DM Ly6Clow MC
 (vs CT Ly6Clow MC)
Comparison 6
Comparison 7
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|| IL-7 signaling |
| --- |
| Neuropathic pain signaling in dorsal horn neurons |
| DC maturation |
| SLE in B Cell Signaling |
| Inhibition of matrix metalloproteases |
| NFAT in regulation of the immune response |
| Growth hormone signaling |
| PRR recognition in bacteria and viruses |
| Sumoylation pathway |
| Synaptic long-term depression |
| Xenobiotic metabolism AHR signaling |
| Thyroid hormone metabolism II |
| Nicotine degradation III |
| Melatonin degradation I |
| Nicotine degradation II |
| cAMP-mediated signaling |
| Superpathway of melatonin degradation |
| Gαi signaling |
| Xenobiotic metabolism CAR signaling |
| Xenobiotic metabolism PXR signaling |
| Aryl hydrocarbon receptor signaling |
| --- |
| DC maturation |
| cAMP-mediated signaling |
| T cell exhaustion signaling |
| HMGB1 signaling |
| PRR recognition in bacteria and viruses |
| Fatty acid-oxidation |
| Thrombin signaling |
| IL-7 signaling |
| Chemokine signaling |
| Tumoricidal function of hepatic NK cells |
| Epithelial mesenchymal transition By GF |
| Sphingosine-1-phosphate signaling |
| Integrin signaling |
| Reelin signaling in neurons |
| Colorectal cancer metastasis signaling |
| Interferon signaling |
| THOP1 in Alzheimer’s disease |
| Glioblastoma multiforme signaling |
| NK cell signaling |
z-score
z-score
Supplementary Figure 2. Canonical pathway analysis for DEG genes in six comparison groups (Top 10 up/down changed pathways), Top up/down changed canonical pathways were identified by using IPA software with the criteria of adjusted P value<0.05 and demonstrated using z-score. (A) T1DM Ly6Chigh vs T1DM Ly6Clow; (B) T2DM Ly6Chigh vs T2DM Ly6Clow; (C) Ly6Chigh (T1DM vs CT); D. Ly6Chigh (T2DM vs CT); E. Ly6Clow (T1DM vs CT); F. Ly6Clow (T2DM vs CT). Red and blue bars indicate positive and negative z-score for up- and down-regulated pathways. Bold letters highlight immunological pathways.

## Slide 4
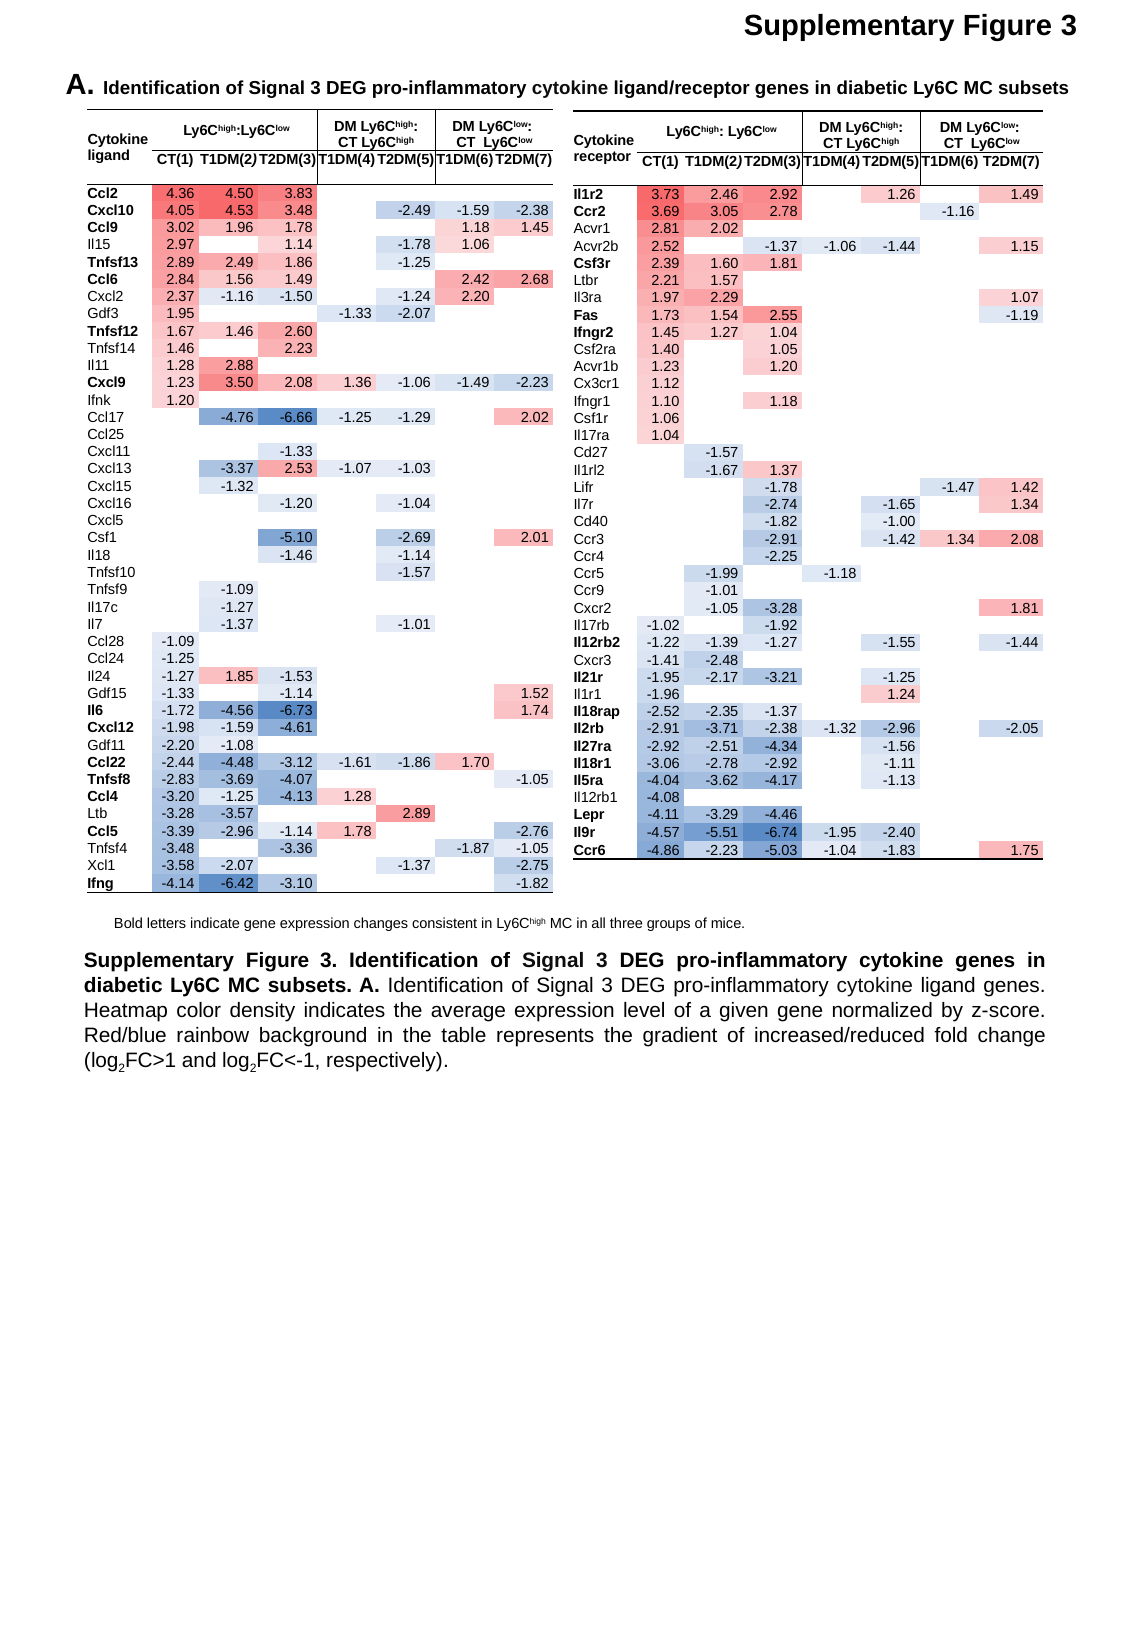

Supplementary Figure 3
A. Identification of Signal 3 DEG pro-inflammatory cytokine ligand/receptor genes in diabetic Ly6C MC subsets
Bold letters indicate gene expression changes consistent in Ly6Chigh MC in all three groups of mice.
Supplementary Figure 3. Identification of Signal 3 DEG pro-inflammatory cytokine genes in diabetic Ly6C MC subsets. A. Identification of Signal 3 DEG pro-inflammatory cytokine ligand genes. Heatmap color density indicates the average expression level of a given gene normalized by z-score. Red/blue rainbow background in the table represents the gradient of increased/reduced fold change (log2FC>1 and log2FC<-1, respectively).

## Slide 5
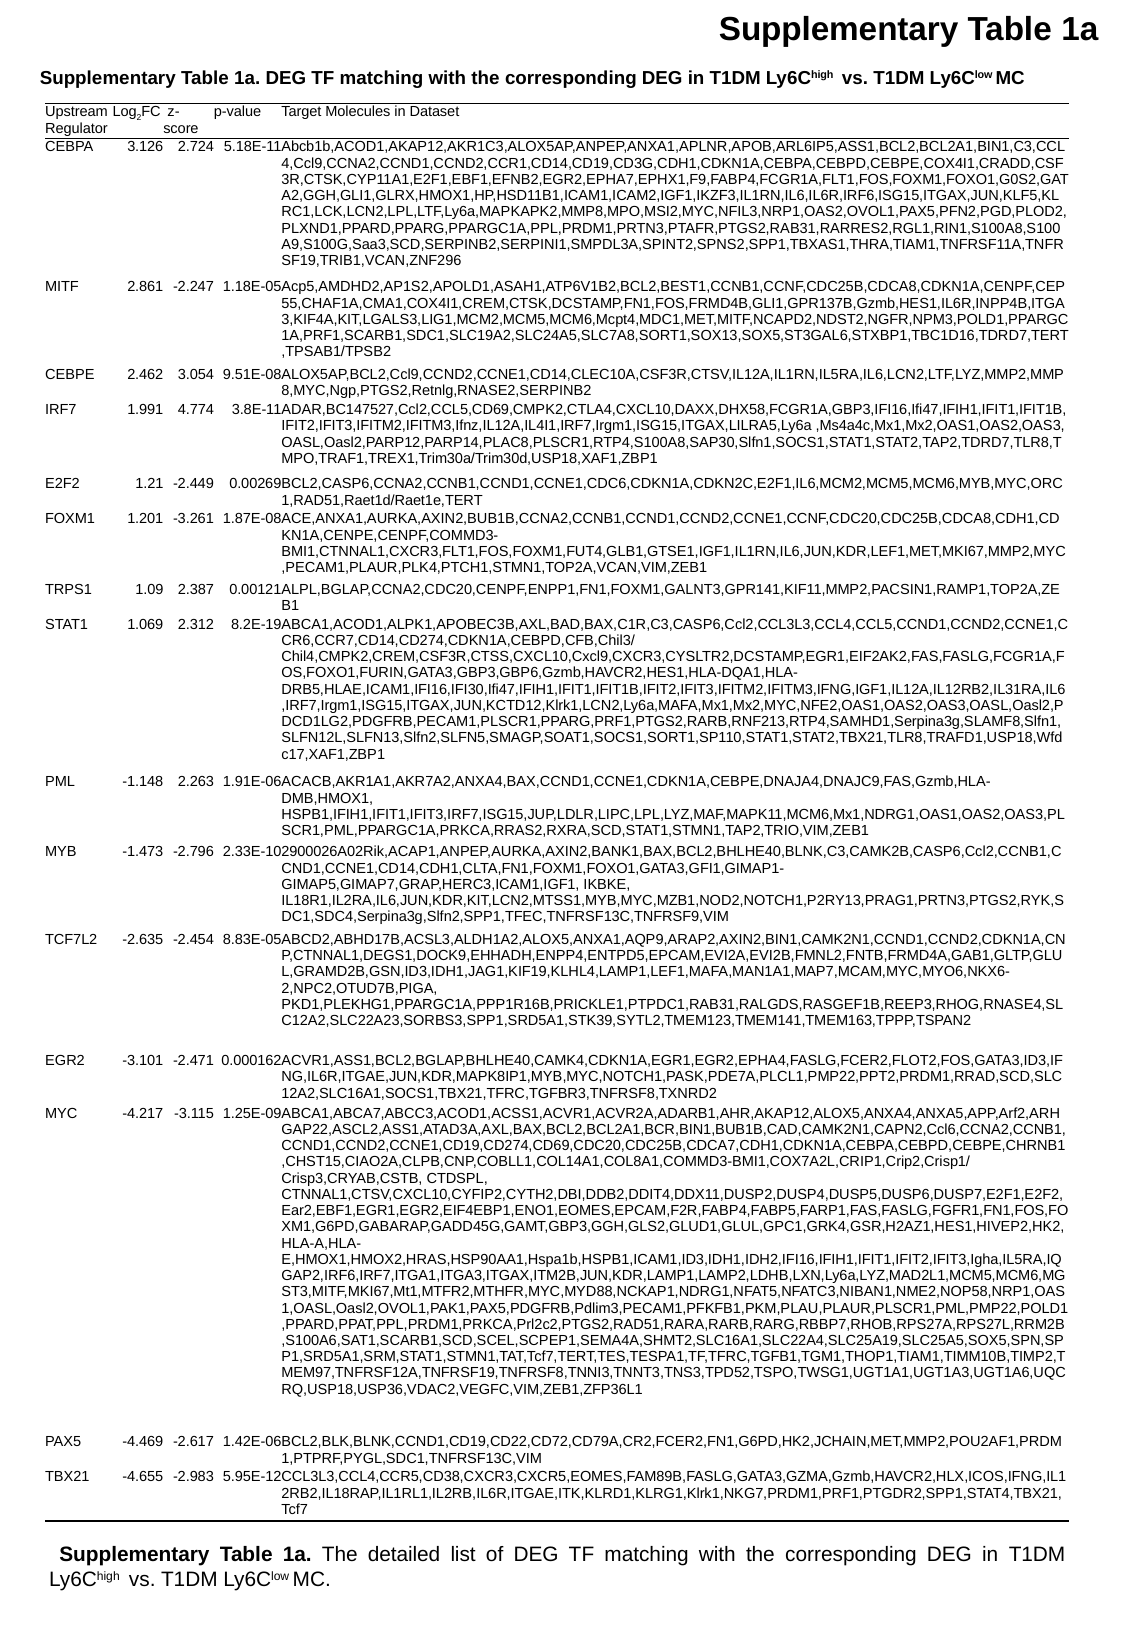

Supplementary Table 1a
Supplementary Table 1a. DEG TF matching with the corresponding DEG in T1DM Ly6Chigh vs. T1DM Ly6Clow MC
| Upstream Regulator | Log2FC | z-score | p-value | Target Molecules in Dataset |
| --- | --- | --- | --- | --- |
| CEBPA | 3.126 | 2.724 | 5.18E-11 | Abcb1b,ACOD1,AKAP12,AKR1C3,ALOX5AP,ANPEP,ANXA1,APLNR,APOB,ARL6IP5,ASS1,BCL2,BCL2A1,BIN1,C3,CCL4,Ccl9,CCNA2,CCND1,CCND2,CCR1,CD14,CD19,CD3G,CDH1,CDKN1A,CEBPA,CEBPD,CEBPE,COX4I1,CRADD,CSF3R,CTSK,CYP11A1,E2F1,EBF1,EFNB2,EGR2,EPHA7,EPHX1,F9,FABP4,FCGR1A,FLT1,FOS,FOXM1,FOXO1,G0S2,GATA2,GGH,GLI1,GLRX,HMOX1,HP,HSD11B1,ICAM1,ICAM2,IGF1,IKZF3,IL1RN,IL6,IL6R,IRF6,ISG15,ITGAX,JUN,KLF5,KLRC1,LCK,LCN2,LPL,LTF,Ly6a,MAPKAPK2,MMP8,MPO,MSI2,MYC,NFIL3,NRP1,OAS2,OVOL1,PAX5,PFN2,PGD,PLOD2,PLXND1,PPARD,PPARG,PPARGC1A,PPL,PRDM1,PRTN3,PTAFR,PTGS2,RAB31,RARRES2,RGL1,RIN1,S100A8,S100A9,S100G,Saa3,SCD,SERPINB2,SERPINI1,SMPDL3A,SPINT2,SPNS2,SPP1,TBXAS1,THRA,TIAM1,TNFRSF11A,TNFRSF19,TRIB1,VCAN,ZNF296 |
| MITF | 2.861 | -2.247 | 1.18E-05 | Acp5,AMDHD2,AP1S2,APOLD1,ASAH1,ATP6V1B2,BCL2,BEST1,CCNB1,CCNF,CDC25B,CDCA8,CDKN1A,CENPF,CEP55,CHAF1A,CMA1,COX4I1,CREM,CTSK,DCSTAMP,FN1,FOS,FRMD4B,GLI1,GPR137B,Gzmb,HES1,IL6R,INPP4B,ITGA3,KIF4A,KIT,LGALS3,LIG1,MCM2,MCM5,MCM6,Mcpt4,MDC1,MET,MITF,NCAPD2,NDST2,NGFR,NPM3,POLD1,PPARGC1A,PRF1,SCARB1,SDC1,SLC19A2,SLC24A5,SLC7A8,SORT1,SOX13,SOX5,ST3GAL6,STXBP1,TBC1D16,TDRD7,TERT,TPSAB1/TPSB2 |
| CEBPE | 2.462 | 3.054 | 9.51E-08 | ALOX5AP,BCL2,Ccl9,CCND2,CCNE1,CD14,CLEC10A,CSF3R,CTSV,IL12A,IL1RN,IL5RA,IL6,LCN2,LTF,LYZ,MMP2,MMP8,MYC,Ngp,PTGS2,Retnlg,RNASE2,SERPINB2 |
| IRF7 | 1.991 | 4.774 | 3.8E-11 | ADAR,BC147527,Ccl2,CCL5,CD69,CMPK2,CTLA4,CXCL10,DAXX,DHX58,FCGR1A,GBP3,IFI16,Ifi47,IFIH1,IFIT1,IFIT1B,IFIT2,IFIT3,IFITM2,IFITM3,Ifnz,IL12A,IL4I1,IRF7,Irgm1,ISG15,ITGAX,LILRA5,Ly6a ,Ms4a4c,Mx1,Mx2,OAS1,OAS2,OAS3,OASL,Oasl2,PARP12,PARP14,PLAC8,PLSCR1,RTP4,S100A8,SAP30,Slfn1,SOCS1,STAT1,STAT2,TAP2,TDRD7,TLR8,TMPO,TRAF1,TREX1,Trim30a/Trim30d,USP18,XAF1,ZBP1 |
| E2F2 | 1.21 | -2.449 | 0.00269 | BCL2,CASP6,CCNA2,CCNB1,CCND1,CCNE1,CDC6,CDKN1A,CDKN2C,E2F1,IL6,MCM2,MCM5,MCM6,MYB,MYC,ORC1,RAD51,Raet1d/Raet1e,TERT |
| FOXM1 | 1.201 | -3.261 | 1.87E-08 | ACE,ANXA1,AURKA,AXIN2,BUB1B,CCNA2,CCNB1,CCND1,CCND2,CCNE1,CCNF,CDC20,CDC25B,CDCA8,CDH1,CDKN1A,CENPE,CENPF,COMMD3-BMI1,CTNNAL1,CXCR3,FLT1,FOS,FOXM1,FUT4,GLB1,GTSE1,IGF1,IL1RN,IL6,JUN,KDR,LEF1,MET,MKI67,MMP2,MYC,PECAM1,PLAUR,PLK4,PTCH1,STMN1,TOP2A,VCAN,VIM,ZEB1 |
| TRPS1 | 1.09 | 2.387 | 0.00121 | ALPL,BGLAP,CCNA2,CDC20,CENPF,ENPP1,FN1,FOXM1,GALNT3,GPR141,KIF11,MMP2,PACSIN1,RAMP1,TOP2A,ZEB1 |
| STAT1 | 1.069 | 2.312 | 8.2E-19 | ABCA1,ACOD1,ALPK1,APOBEC3B,AXL,BAD,BAX,C1R,C3,CASP6,Ccl2,CCL3L3,CCL4,CCL5,CCND1,CCND2,CCNE1,CCR6,CCR7,CD14,CD274,CDKN1A,CEBPD,CFB,Chil3/Chil4,CMPK2,CREM,CSF3R,CTSS,CXCL10,Cxcl9,CXCR3,CYSLTR2,DCSTAMP,EGR1,EIF2AK2,FAS,FASLG,FCGR1A,FOS,FOXO1,FURIN,GATA3,GBP3,GBP6,Gzmb,HAVCR2,HES1,HLA-DQA1,HLA-DRB5,HLAE,ICAM1,IFI16,IFI30,Ifi47,IFIH1,IFIT1,IFIT1B,IFIT2,IFIT3,IFITM2,IFITM3,IFNG,IGF1,IL12A,IL12RB2,IL31RA,IL6,IRF7,Irgm1,ISG15,ITGAX,JUN,KCTD12,Klrk1,LCN2,Ly6a,MAFA,Mx1,Mx2,MYC,NFE2,OAS1,OAS2,OAS3,OASL,Oasl2,PDCD1LG2,PDGFRB,PECAM1,PLSCR1,PPARG,PRF1,PTGS2,RARB,RNF213,RTP4,SAMHD1,Serpina3g,SLAMF8,Slfn1,SLFN12L,SLFN13,Slfn2,SLFN5,SMAGP,SOAT1,SOCS1,SORT1,SP110,STAT1,STAT2,TBX21,TLR8,TRAFD1,USP18,Wfdc17,XAF1,ZBP1 |
| PML | -1.148 | 2.263 | 1.91E-06 | ACACB,AKR1A1,AKR7A2,ANXA4,BAX,CCND1,CCNE1,CDKN1A,CEBPE,DNAJA4,DNAJC9,FAS,Gzmb,HLA-DMB,HMOX1, HSPB1,IFIH1,IFIT1,IFIT3,IRF7,ISG15,JUP,LDLR,LIPC,LPL,LYZ,MAF,MAPK11,MCM6,Mx1,NDRG1,OAS1,OAS2,OAS3,PLSCR1,PML,PPARGC1A,PRKCA,RRAS2,RXRA,SCD,STAT1,STMN1,TAP2,TRIO,VIM,ZEB1 |
| MYB | -1.473 | -2.796 | 2.33E-10 | 2900026A02Rik,ACAP1,ANPEP,AURKA,AXIN2,BANK1,BAX,BCL2,BHLHE40,BLNK,C3,CAMK2B,CASP6,Ccl2,CCNB1,CCND1,CCNE1,CD14,CDH1,CLTA,FN1,FOXM1,FOXO1,GATA3,GFI1,GIMAP1-GIMAP5,GIMAP7,GRAP,HERC3,ICAM1,IGF1, IKBKE, IL18R1,IL2RA,IL6,JUN,KDR,KIT,LCN2,MTSS1,MYB,MYC,MZB1,NOD2,NOTCH1,P2RY13,PRAG1,PRTN3,PTGS2,RYK,SDC1,SDC4,Serpina3g,Slfn2,SPP1,TFEC,TNFRSF13C,TNFRSF9,VIM |
| TCF7L2 | -2.635 | -2.454 | 8.83E-05 | ABCD2,ABHD17B,ACSL3,ALDH1A2,ALOX5,ANXA1,AQP9,ARAP2,AXIN2,BIN1,CAMK2N1,CCND1,CCND2,CDKN1A,CNP,CTNNAL1,DEGS1,DOCK9,EHHADH,ENPP4,ENTPD5,EPCAM,EVI2A,EVI2B,FMNL2,FNTB,FRMD4A,GAB1,GLTP,GLUL,GRAMD2B,GSN,ID3,IDH1,JAG1,KIF19,KLHL4,LAMP1,LEF1,MAFA,MAN1A1,MAP7,MCAM,MYC,MYO6,NKX6-2,NPC2,OTUD7B,PIGA, PKD1,PLEKHG1,PPARGC1A,PPP1R16B,PRICKLE1,PTPDC1,RAB31,RALGDS,RASGEF1B,REEP3,RHOG,RNASE4,SLC12A2,SLC22A23,SORBS3,SPP1,SRD5A1,STK39,SYTL2,TMEM123,TMEM141,TMEM163,TPPP,TSPAN2 |
| EGR2 | -3.101 | -2.471 | 0.000162 | ACVR1,ASS1,BCL2,BGLAP,BHLHE40,CAMK4,CDKN1A,EGR1,EGR2,EPHA4,FASLG,FCER2,FLOT2,FOS,GATA3,ID3,IFNG,IL6R,ITGAE,JUN,KDR,MAPK8IP1,MYB,MYC,NOTCH1,PASK,PDE7A,PLCL1,PMP22,PPT2,PRDM1,RRAD,SCD,SLC12A2,SLC16A1,SOCS1,TBX21,TFRC,TGFBR3,TNFRSF8,TXNRD2 |
| MYC | -4.217 | -3.115 | 1.25E-09 | ABCA1,ABCA7,ABCC3,ACOD1,ACSS1,ACVR1,ACVR2A,ADARB1,AHR,AKAP12,ALOX5,ANXA4,ANXA5,APP,Arf2,ARHGAP22,ASCL2,ASS1,ATAD3A,AXL,BAX,BCL2,BCL2A1,BCR,BIN1,BUB1B,CAD,CAMK2N1,CAPN2,Ccl6,CCNA2,CCNB1,CCND1,CCND2,CCNE1,CD19,CD274,CD69,CDC20,CDC25B,CDCA7,CDH1,CDKN1A,CEBPA,CEBPD,CEBPE,CHRNB1,CHST15,CIAO2A,CLPB,CNP,COBLL1,COL14A1,COL8A1,COMMD3-BMI1,COX7A2L,CRIP1,Crip2,Crisp1/Crisp3,CRYAB,CSTB, CTDSPL, CTNNAL1,CTSV,CXCL10,CYFIP2,CYTH2,DBI,DDB2,DDIT4,DDX11,DUSP2,DUSP4,DUSP5,DUSP6,DUSP7,E2F1,E2F2,Ear2,EBF1,EGR1,EGR2,EIF4EBP1,ENO1,EOMES,EPCAM,F2R,FABP4,FABP5,FARP1,FAS,FASLG,FGFR1,FN1,FOS,FOXM1,G6PD,GABARAP,GADD45G,GAMT,GBP3,GGH,GLS2,GLUD1,GLUL,GPC1,GRK4,GSR,H2AZ1,HES1,HIVEP2,HK2,HLA-A,HLA-E,HMOX1,HMOX2,HRAS,HSP90AA1,Hspa1b,HSPB1,ICAM1,ID3,IDH1,IDH2,IFI16,IFIH1,IFIT1,IFIT2,IFIT3,Igha,IL5RA,IQGAP2,IRF6,IRF7,ITGA1,ITGA3,ITGAX,ITM2B,JUN,KDR,LAMP1,LAMP2,LDHB,LXN,Ly6a,LYZ,MAD2L1,MCM5,MCM6,MGST3,MITF,MKI67,Mt1,MTFR2,MTHFR,MYC,MYD88,NCKAP1,NDRG1,NFAT5,NFATC3,NIBAN1,NME2,NOP58,NRP1,OAS1,OASL,Oasl2,OVOL1,PAK1,PAX5,PDGFRB,Pdlim3,PECAM1,PFKFB1,PKM,PLAU,PLAUR,PLSCR1,PML,PMP22,POLD1,PPARD,PPAT,PPL,PRDM1,PRKCA,Prl2c2,PTGS2,RAD51,RARA,RARB,RARG,RBBP7,RHOB,RPS27A,RPS27L,RRM2B,S100A6,SAT1,SCARB1,SCD,SCEL,SCPEP1,SEMA4A,SHMT2,SLC16A1,SLC22A4,SLC25A19,SLC25A5,SOX5,SPN,SPP1,SRD5A1,SRM,STAT1,STMN1,TAT,Tcf7,TERT,TES,TESPA1,TF,TFRC,TGFB1,TGM1,THOP1,TIAM1,TIMM10B,TIMP2,TMEM97,TNFRSF12A,TNFRSF19,TNFRSF8,TNNI3,TNNT3,TNS3,TPD52,TSPO,TWSG1,UGT1A1,UGT1A3,UGT1A6,UQCRQ,USP18,USP36,VDAC2,VEGFC,VIM,ZEB1,ZFP36L1 |
| PAX5 | -4.469 | -2.617 | 1.42E-06 | BCL2,BLK,BLNK,CCND1,CD19,CD22,CD72,CD79A,CR2,FCER2,FN1,G6PD,HK2,JCHAIN,MET,MMP2,POU2AF1,PRDM1,PTPRF,PYGL,SDC1,TNFRSF13C,VIM |
| TBX21 | -4.655 | -2.983 | 5.95E-12 | CCL3L3,CCL4,CCR5,CD38,CXCR3,CXCR5,EOMES,FAM89B,FASLG,GATA3,GZMA,Gzmb,HAVCR2,HLX,ICOS,IFNG,IL12RB2,IL18RAP,IL1RL1,IL2RB,IL6R,ITGAE,ITK,KLRD1,KLRG1,Klrk1,NKG7,PRDM1,PRF1,PTGDR2,SPP1,STAT4,TBX21,Tcf7 |
 Supplementary Table 1a. The detailed list of DEG TF matching with the corresponding DEG in T1DM Ly6Chigh vs. T1DM Ly6Clow MC.

## Slide 6
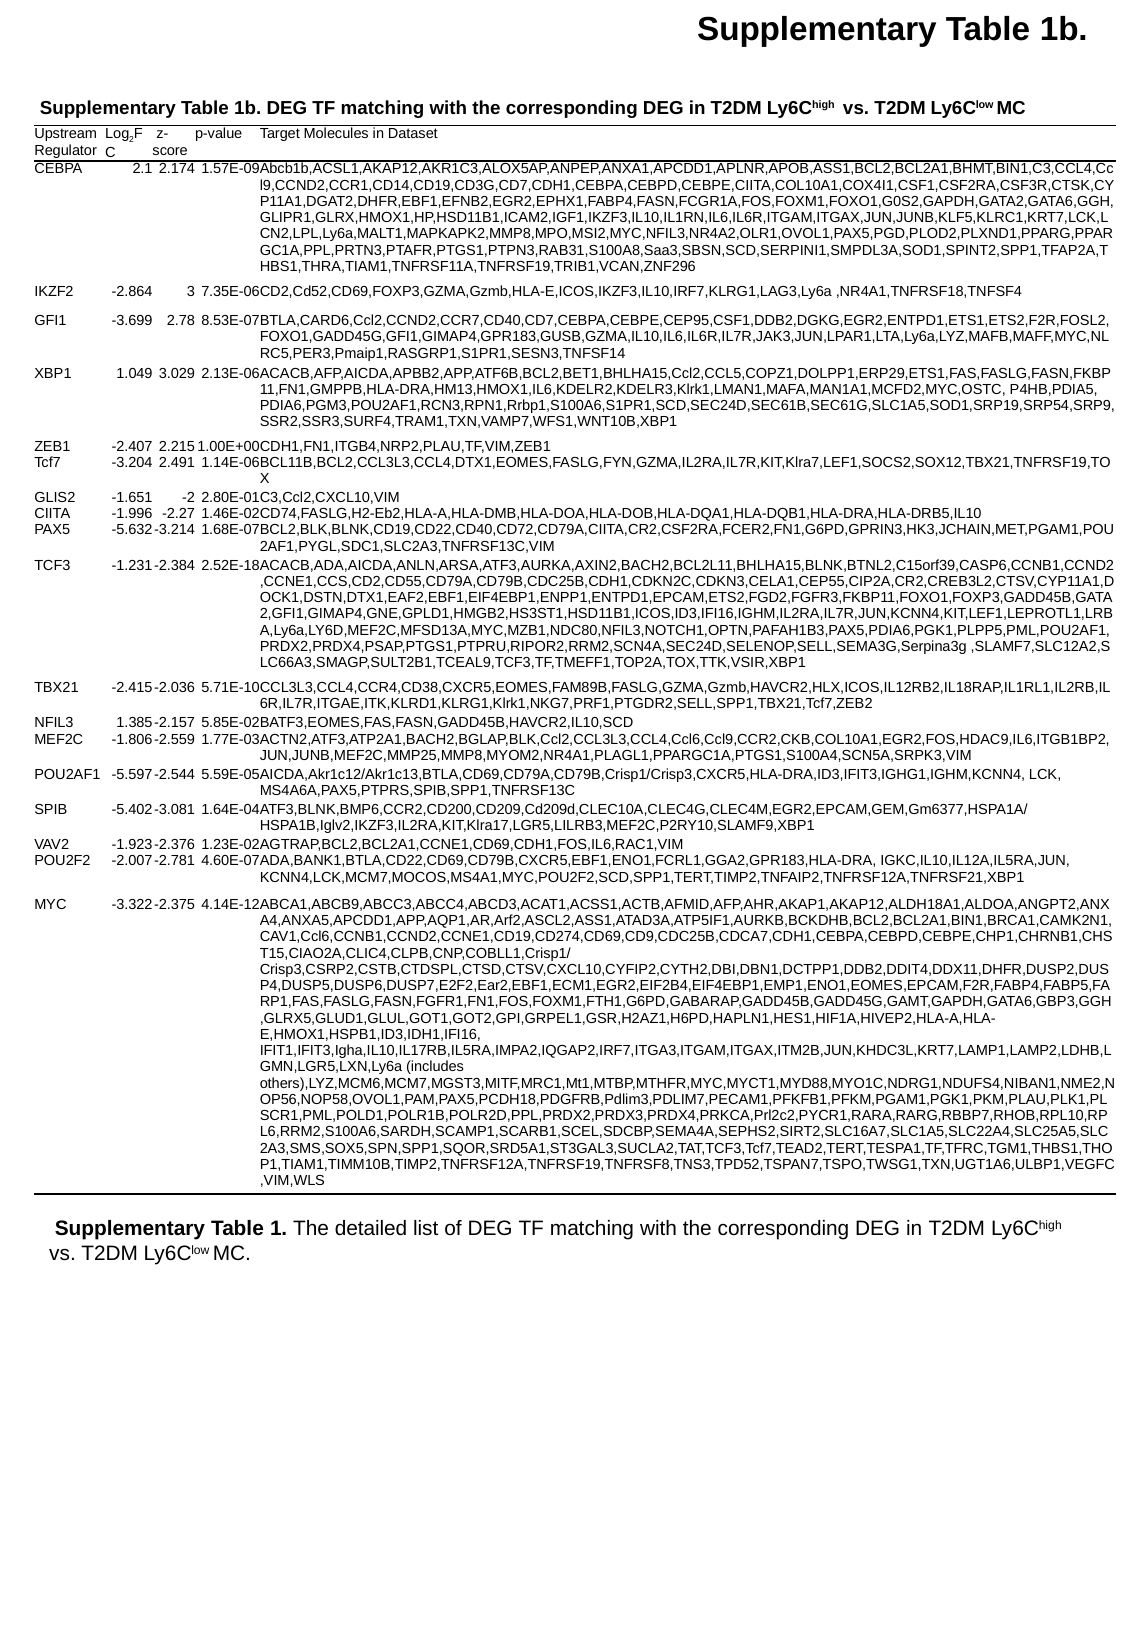

Supplementary Table 1b.
Supplementary Table 1b. DEG TF matching with the corresponding DEG in T2DM Ly6Chigh vs. T2DM Ly6Clow MC
| Upstream Regulator | Log2FC | z-score | p-value | Target Molecules in Dataset |
| --- | --- | --- | --- | --- |
| CEBPA | 2.1 | 2.174 | 1.57E-09 | Abcb1b,ACSL1,AKAP12,AKR1C3,ALOX5AP,ANPEP,ANXA1,APCDD1,APLNR,APOB,ASS1,BCL2,BCL2A1,BHMT,BIN1,C3,CCL4,Ccl9,CCND2,CCR1,CD14,CD19,CD3G,CD7,CDH1,CEBPA,CEBPD,CEBPE,CIITA,COL10A1,COX4I1,CSF1,CSF2RA,CSF3R,CTSK,CYP11A1,DGAT2,DHFR,EBF1,EFNB2,EGR2,EPHX1,FABP4,FASN,FCGR1A,FOS,FOXM1,FOXO1,G0S2,GAPDH,GATA2,GATA6,GGH,GLIPR1,GLRX,HMOX1,HP,HSD11B1,ICAM2,IGF1,IKZF3,IL10,IL1RN,IL6,IL6R,ITGAM,ITGAX,JUN,JUNB,KLF5,KLRC1,KRT7,LCK,LCN2,LPL,Ly6a,MALT1,MAPKAPK2,MMP8,MPO,MSI2,MYC,NFIL3,NR4A2,OLR1,OVOL1,PAX5,PGD,PLOD2,PLXND1,PPARG,PPARGC1A,PPL,PRTN3,PTAFR,PTGS1,PTPN3,RAB31,S100A8,Saa3,SBSN,SCD,SERPINI1,SMPDL3A,SOD1,SPINT2,SPP1,TFAP2A,THBS1,THRA,TIAM1,TNFRSF11A,TNFRSF19,TRIB1,VCAN,ZNF296 |
| IKZF2 | -2.864 | 3 | 7.35E-06 | CD2,Cd52,CD69,FOXP3,GZMA,Gzmb,HLA-E,ICOS,IKZF3,IL10,IRF7,KLRG1,LAG3,Ly6a ,NR4A1,TNFRSF18,TNFSF4 |
| GFI1 | -3.699 | 2.78 | 8.53E-07 | BTLA,CARD6,Ccl2,CCND2,CCR7,CD40,CD7,CEBPA,CEBPE,CEP95,CSF1,DDB2,DGKG,EGR2,ENTPD1,ETS1,ETS2,F2R,FOSL2,FOXO1,GADD45G,GFI1,GIMAP4,GPR183,GUSB,GZMA,IL10,IL6,IL6R,IL7R,JAK3,JUN,LPAR1,LTA,Ly6a,LYZ,MAFB,MAFF,MYC,NLRC5,PER3,Pmaip1,RASGRP1,S1PR1,SESN3,TNFSF14 |
| XBP1 | 1.049 | 3.029 | 2.13E-06 | ACACB,AFP,AICDA,APBB2,APP,ATF6B,BCL2,BET1,BHLHA15,Ccl2,CCL5,COPZ1,DOLPP1,ERP29,ETS1,FAS,FASLG,FASN,FKBP11,FN1,GMPPB,HLA-DRA,HM13,HMOX1,IL6,KDELR2,KDELR3,Klrk1,LMAN1,MAFA,MAN1A1,MCFD2,MYC,OSTC, P4HB,PDIA5, PDIA6,PGM3,POU2AF1,RCN3,RPN1,Rrbp1,S100A6,S1PR1,SCD,SEC24D,SEC61B,SEC61G,SLC1A5,SOD1,SRP19,SRP54,SRP9,SSR2,SSR3,SURF4,TRAM1,TXN,VAMP7,WFS1,WNT10B,XBP1 |
| ZEB1 | -2.407 | 2.215 | 1.00E+00 | CDH1,FN1,ITGB4,NRP2,PLAU,TF,VIM,ZEB1 |
| Tcf7 | -3.204 | 2.491 | 1.14E-06 | BCL11B,BCL2,CCL3L3,CCL4,DTX1,EOMES,FASLG,FYN,GZMA,IL2RA,IL7R,KIT,Klra7,LEF1,SOCS2,SOX12,TBX21,TNFRSF19,TOX |
| GLIS2 | -1.651 | -2 | 2.80E-01 | C3,Ccl2,CXCL10,VIM |
| CIITA | -1.996 | -2.27 | 1.46E-02 | CD74,FASLG,H2-Eb2,HLA-A,HLA-DMB,HLA-DOA,HLA-DOB,HLA-DQA1,HLA-DQB1,HLA-DRA,HLA-DRB5,IL10 |
| PAX5 | -5.632 | -3.214 | 1.68E-07 | BCL2,BLK,BLNK,CD19,CD22,CD40,CD72,CD79A,CIITA,CR2,CSF2RA,FCER2,FN1,G6PD,GPRIN3,HK3,JCHAIN,MET,PGAM1,POU2AF1,PYGL,SDC1,SLC2A3,TNFRSF13C,VIM |
| TCF3 | -1.231 | -2.384 | 2.52E-18 | ACACB,ADA,AICDA,ANLN,ARSA,ATF3,AURKA,AXIN2,BACH2,BCL2L11,BHLHA15,BLNK,BTNL2,C15orf39,CASP6,CCNB1,CCND2,CCNE1,CCS,CD2,CD55,CD79A,CD79B,CDC25B,CDH1,CDKN2C,CDKN3,CELA1,CEP55,CIP2A,CR2,CREB3L2,CTSV,CYP11A1,DOCK1,DSTN,DTX1,EAF2,EBF1,EIF4EBP1,ENPP1,ENTPD1,EPCAM,ETS2,FGD2,FGFR3,FKBP11,FOXO1,FOXP3,GADD45B,GATA2,GFI1,GIMAP4,GNE,GPLD1,HMGB2,HS3ST1,HSD11B1,ICOS,ID3,IFI16,IGHM,IL2RA,IL7R,JUN,KCNN4,KIT,LEF1,LEPROTL1,LRBA,Ly6a,LY6D,MEF2C,MFSD13A,MYC,MZB1,NDC80,NFIL3,NOTCH1,OPTN,PAFAH1B3,PAX5,PDIA6,PGK1,PLPP5,PML,POU2AF1,PRDX2,PRDX4,PSAP,PTGS1,PTPRU,RIPOR2,RRM2,SCN4A,SEC24D,SELENOP,SELL,SEMA3G,Serpina3g ,SLAMF7,SLC12A2,SLC66A3,SMAGP,SULT2B1,TCEAL9,TCF3,TF,TMEFF1,TOP2A,TOX,TTK,VSIR,XBP1 |
| TBX21 | -2.415 | -2.036 | 5.71E-10 | CCL3L3,CCL4,CCR4,CD38,CXCR5,EOMES,FAM89B,FASLG,GZMA,Gzmb,HAVCR2,HLX,ICOS,IL12RB2,IL18RAP,IL1RL1,IL2RB,IL6R,IL7R,ITGAE,ITK,KLRD1,KLRG1,Klrk1,NKG7,PRF1,PTGDR2,SELL,SPP1,TBX21,Tcf7,ZEB2 |
| NFIL3 | 1.385 | -2.157 | 5.85E-02 | BATF3,EOMES,FAS,FASN,GADD45B,HAVCR2,IL10,SCD |
| MEF2C | -1.806 | -2.559 | 1.77E-03 | ACTN2,ATF3,ATP2A1,BACH2,BGLAP,BLK,Ccl2,CCL3L3,CCL4,Ccl6,Ccl9,CCR2,CKB,COL10A1,EGR2,FOS,HDAC9,IL6,ITGB1BP2,JUN,JUNB,MEF2C,MMP25,MMP8,MYOM2,NR4A1,PLAGL1,PPARGC1A,PTGS1,S100A4,SCN5A,SRPK3,VIM |
| POU2AF1 | -5.597 | -2.544 | 5.59E-05 | AICDA,Akr1c12/Akr1c13,BTLA,CD69,CD79A,CD79B,Crisp1/Crisp3,CXCR5,HLA-DRA,ID3,IFIT3,IGHG1,IGHM,KCNN4, LCK, MS4A6A,PAX5,PTPRS,SPIB,SPP1,TNFRSF13C |
| SPIB | -5.402 | -3.081 | 1.64E-04 | ATF3,BLNK,BMP6,CCR2,CD200,CD209,Cd209d,CLEC10A,CLEC4G,CLEC4M,EGR2,EPCAM,GEM,Gm6377,HSPA1A/HSPA1B,Iglv2,IKZF3,IL2RA,KIT,Klra17,LGR5,LILRB3,MEF2C,P2RY10,SLAMF9,XBP1 |
| VAV2 | -1.923 | -2.376 | 1.23E-02 | AGTRAP,BCL2,BCL2A1,CCNE1,CD69,CDH1,FOS,IL6,RAC1,VIM |
| POU2F2 | -2.007 | -2.781 | 4.60E-07 | ADA,BANK1,BTLA,CD22,CD69,CD79B,CXCR5,EBF1,ENO1,FCRL1,GGA2,GPR183,HLA-DRA, IGKC,IL10,IL12A,IL5RA,JUN, KCNN4,LCK,MCM7,MOCOS,MS4A1,MYC,POU2F2,SCD,SPP1,TERT,TIMP2,TNFAIP2,TNFRSF12A,TNFRSF21,XBP1 |
| MYC | -3.322 | -2.375 | 4.14E-12 | ABCA1,ABCB9,ABCC3,ABCC4,ABCD3,ACAT1,ACSS1,ACTB,AFMID,AFP,AHR,AKAP1,AKAP12,ALDH18A1,ALDOA,ANGPT2,ANXA4,ANXA5,APCDD1,APP,AQP1,AR,Arf2,ASCL2,ASS1,ATAD3A,ATP5IF1,AURKB,BCKDHB,BCL2,BCL2A1,BIN1,BRCA1,CAMK2N1,CAV1,Ccl6,CCNB1,CCND2,CCNE1,CD19,CD274,CD69,CD9,CDC25B,CDCA7,CDH1,CEBPA,CEBPD,CEBPE,CHP1,CHRNB1,CHST15,CIAO2A,CLIC4,CLPB,CNP,COBLL1,Crisp1/Crisp3,CSRP2,CSTB,CTDSPL,CTSD,CTSV,CXCL10,CYFIP2,CYTH2,DBI,DBN1,DCTPP1,DDB2,DDIT4,DDX11,DHFR,DUSP2,DUSP4,DUSP5,DUSP6,DUSP7,E2F2,Ear2,EBF1,ECM1,EGR2,EIF2B4,EIF4EBP1,EMP1,ENO1,EOMES,EPCAM,F2R,FABP4,FABP5,FARP1,FAS,FASLG,FASN,FGFR1,FN1,FOS,FOXM1,FTH1,G6PD,GABARAP,GADD45B,GADD45G,GAMT,GAPDH,GATA6,GBP3,GGH,GLRX5,GLUD1,GLUL,GOT1,GOT2,GPI,GRPEL1,GSR,H2AZ1,H6PD,HAPLN1,HES1,HIF1A,HIVEP2,HLA-A,HLA-E,HMOX1,HSPB1,ID3,IDH1,IFI16, IFIT1,IFIT3,Igha,IL10,IL17RB,IL5RA,IMPA2,IQGAP2,IRF7,ITGA3,ITGAM,ITGAX,ITM2B,JUN,KHDC3L,KRT7,LAMP1,LAMP2,LDHB,LGMN,LGR5,LXN,Ly6a (includes others),LYZ,MCM6,MCM7,MGST3,MITF,MRC1,Mt1,MTBP,MTHFR,MYC,MYCT1,MYD88,MYO1C,NDRG1,NDUFS4,NIBAN1,NME2,NOP56,NOP58,OVOL1,PAM,PAX5,PCDH18,PDGFRB,Pdlim3,PDLIM7,PECAM1,PFKFB1,PFKM,PGAM1,PGK1,PKM,PLAU,PLK1,PLSCR1,PML,POLD1,POLR1B,POLR2D,PPL,PRDX2,PRDX3,PRDX4,PRKCA,Prl2c2,PYCR1,RARA,RARG,RBBP7,RHOB,RPL10,RPL6,RRM2,S100A6,SARDH,SCAMP1,SCARB1,SCEL,SDCBP,SEMA4A,SEPHS2,SIRT2,SLC16A7,SLC1A5,SLC22A4,SLC25A5,SLC2A3,SMS,SOX5,SPN,SPP1,SQOR,SRD5A1,ST3GAL3,SUCLA2,TAT,TCF3,Tcf7,TEAD2,TERT,TESPA1,TF,TFRC,TGM1,THBS1,THOP1,TIAM1,TIMM10B,TIMP2,TNFRSF12A,TNFRSF19,TNFRSF8,TNS3,TPD52,TSPAN7,TSPO,TWSG1,TXN,UGT1A6,ULBP1,VEGFC,VIM,WLS |
 Supplementary Table 1. The detailed list of DEG TF matching with the corresponding DEG in T2DM Ly6Chigh vs. T2DM Ly6Clow MC.

How the deposited data were processed for this re-analysis (not part of the article)

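RNA-Seq of flow-sorted mouse blood MCs was analysed here for 8 libraries, 2 of CT Ly6C high and 2 of CT Ly6C low MCs and 1 each of T1DM Ly6C high, T1DM Ly6C low, T2DM Ly6C high and T2DM Ly6C low MCs. Each library was assigned to its group and replicate by its name in the deposited table, which matched the sample labels. The paper describes more libraries than these, which were not analysed here. Any result for a single diabetic model therefore rests on 1 library per subset.

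Before depositing them, the authors ran Kallisto (version 0.45) on the reads, summarized transcripts to genes with tximport (version 1.12.3) in R (version 3.6.1), and made the log2 expression values that they deposited for 16486 gene symbols. The paper's text does not name the genome build, the annotation, the scaling between libraries, the filter on low genes or any adjustment between the CT and the diabetic libraries. The deposited values hold 16485 different symbols, since 1 symbol occurs in a pair of entries, which were kept apart. A spreadsheet had turned 20 symbols into dates, and these entries were kept in counts of genes but not named. In the NCBI RefSeq annotation of mouse assembly GRCm38.p6, 16262 symbols were found, and 15718 with a position. That annotation was used only for gene names, gene types and which genes neighbour each other, and no coordinates are given.

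The values run from -4.05 to 15.64 and are on a log2 scale, because 2 raised to the values sums to between 838696 and 1090019 per library. They hold no counts, so the number of reads behind a value is unknown, no counting error can be given, and the paper's sequencing depth cannot be related to single values. The only measure of precision is the difference between the 2 CT libraries of a subset. The correlation across genes of these replicates was 0.968 in both subsets. The CT and the diabetic libraries were run on different sequencers, and exactly equal values occur within each of these sets and not between them.

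All log2FC were computed here from the deposited log2 values without further normalization. The test of CT Ly6C high against CT Ly6C low MCs, the pooled test of the subsets over 8 libraries with mouse group as covariate, and the tests of diabetic (T1DM and T2DM together) against CT MCs and of the difference of Ly6C high minus Ly6C low between diabetic and CT mice used limma (version 3.58.1, lmFit and eBayes with a trend of the variance on expression) in R 4.3.3. p-values were adjusted by the Benjamini-Hochberg method over 16486 genes. A gene was called at an adjusted p-value under 0.01 and an absolute log2FC above 1, the criteria of the paper. The other comparisons have 1 library on a side and were given as log2 differences without a test, and genes past 2-fold were counted. PCA used centred log2 values of all genes. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

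Genes named are those the paper names in its text, in Fig. 3B, Fig. 4A, Fig. 7B, Suppl. Fig. 3 and as regulators in Suppl. Table 1, the members of the gene lists, Lepr, and in each comparison the 5 largest rises and 5 largest falls past its threshold among genes with a mean log2 value of at least 5 over the libraries compared. The genes set apart in 1 mouse group, the Y-linked genes, H2-Ea-ps, Gm48113 and Rps16-ps2 were named after their values were seen. Some single genes that this rule includes are not reported here. Lists of marker genes were written for B cells, T cells, NK cells, eosinophils, neutrophils, basophils, DCs, plasmacytoid DCs, platelets, erythroid cells, classical and nonclassical monocytes, macrophages, cycling cells, interferon-stimulated genes and MHC-II genes. The paper's genes formed lists of MHC-II, checkpoint ligand, checkpoint receptor, cytokine ligand, cytokine receptor, TF and other genes. For each list the median log2FC was set against 10000 random lists of the same size matched on mean expression in 20 bins. The SD given with a list comes from its median log2 value in each of the 2 CT libraries of a subset. It is not the spread of the median log2FC and can be too small. For basophil genes in T1DM Ly6C high MCs it was 0.02, but the median of -1.21 became -0.67 or -0.64 without a CT library. In CT MCs and in the pooled test of the subsets, limma's camera (preset and estimated correlation) and fry were run on each list. The lists, the tests of the comparisons and the alternatives were fixed before the data were examined, and some tests of explanations were chosen later. The share of 31-base sequences that a gene has in common with other genes was computed from the GENCODE M21 transcripts and for genes named, after their values were seen.

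The alternatives were a low-value filter (12527 genes with a mean log2 value of at least 1 over the 8 libraries), adding 1 on the linear scale before taking log2, quantile normalization, eBayes without the trend, an adjusted p-value limit of 0.05, the replicate number as a block, leaving out each CT library or each diabetic mouse group, and for the PCA the 1000 most variable genes or genes scaled to unit variance. No group has more than 2 libraries, so no search for outlying libraries was possible.

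The tests were first run on simulated data with 200 of 16486 genes changed by 2 on the log2 scale, once without and once with a difference of SD 0.5 between mouse groups. The test of CT subsets recovered 95% and 92.5% of the changed genes, and the pooled test of the subsets 99% and 100%, with at most 2 other genes called. The test of diabetic against CT Ly6C high MCs recovered 100% and 41.5%, with 1 and 28 other genes called, and with the difference between mouse groups 16.72% of the other genes had an unadjusted p-value under 0.05. The test of the difference of Ly6C high minus Ly6C low recovered 89% and 0%. A difference between single mouse groups is thus seen by these tests of diabetic MCs only as far as T1DM and T2DM share it. The simulated libraries were not aligned between CT and diabetic, so the shares recovered need not hold if the deposited values were. Of 200 simulated random lists, 8.0% lay outside the middle 95% of percentiles.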

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

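The tests of an alignment between CT and diabetic libraries, of basophils, of a strain variant that acts alike in both subsets and of the sequencer as the origin of the interferon-stimulated genes' difference were chosen only after the result was seen. No group has more than 2 libraries, so no library was examined as an outlier. Each diabetic model has 1 library per subset, and none of the differences between T1DM and T2DM below was tested. One property of the deposited values bears on every difference from CT MCs. The variance across genes of the CT minus diabetic mean was 0.178 of the value expected from T1DM minus T2DM, which is consistent with values aligned between CT and diabetic libraries gene by gene. Such an alignment would show a fall in T2DM alone as a smaller fall in T2DM and a rise in T1DM. The sign of a difference from CT MCs is therefore open for the lists below, but less so for the interferon-stimulated genes. Their medians against CT were -2.58 (Ly6C high) and -0.82 (Ly6C low) in T2DM MCs, without a rise of like size in T1DM MCs (0.09 and 0.06). For this list the values argue against such an alignment as the origin of the fall in T2DM. A shift of each gene by one value per sequencer would not change a difference between T1DM and T2DM, or between the subsets of one mouse group, but an alignment that also rescales the values would, and which of these was made was not tested.

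The difference of Ly6C high minus Ly6C low between diabetic and CT mice was tested with limma and Benjamini-Hochberg adjustment over 16486 genes. No gene was called at an adjusted p-value under 0.01 (1084 genes had an unadjusted p-value under 0.05), and 3 genes passed an adjusted p-value limit of 0.05. These were Gm48113 (-2.96), Rpl10a-ps1 (4.08) and Rps16-ps2 (3.17), each with an adjusted p-value of 0.0404 from limma. Over the alternatives the adjusted p-values of the 3 genes ran from 0.0254 with the low-value filter to 0.144 with the replicate number as a block. In CT mice Rpl10a-ps1 was at 4.21 and 4.54 in Ly6C high and at 8.53 and 8.05 in Ly6C low MCs, and the 4 diabetic libraries lay between, from 6.71 to 7.41. Gm48113 was at 5.88 and 5.98 against 3.35 and 3.35 in CT MCs, with 4.97 to 5.45 in diabetic MCs. Rps16-ps2 was at 3.56 in both CT Ly6C high libraries and at 6.35 and 5.83 in CT Ly6C low, with 5.05 to 5.76 in diabetic MCs. All 3 share most of their sequence with another gene. The share of 31-base sequences in common was 96.3% for Gm48113 with Gm47924, 100% for Rpl10a-ps1 with Rpl10a and 100% for Rps16-ps2 with Rps16. Reads of near-identical genes can be divided differently between libraries, and this was not tested for these genes, so neither that nor an effect of diabetes is excluded.

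The NK cell genes went opposite ways in T1DM and T2DM MCs. The median of 16 genes against CT Ly6C high MCs was 0.41 in T1DM (15 higher) and -1.63 in T2DM (15 lower), and against CT Ly6C low MCs it was 0.68 in T1DM (16 higher) and -2.25 in T2DM (16 lower). Over the alternatives the T2DM medians ran from -1.65 to -1.20 and from -2.42 to -1.95. Gzma was at 7.91 and 7.94 in CT, 8.11 in T1DM and 6.03 in T2DM Ly6C low MCs, and Nkg7 at 6.43, 6.16, 6.96 and 3.96. In every mouse group the median of the NK cell genes was lower in Ly6C high than in Ly6C low MCs, with the smallest fall of the median in T2DM (-2.28, 2 of 16 genes higher), and with Gzma and Nkg7 among the higher values of Ly6C low MCs, which is consistent with NK cells in the Ly6C low gate. A hypothesis is that the T2DM libraries held fewer NK cells than the others. Whether this is an effect of the sort or of the number of NK cells in the blood of db/db mice was not tested. Of the list, Il2rb and Xcl1 are also among the cytokine genes of the paper.

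The platelet genes had a median of 0.66 in T1DM (9 of 9 genes higher) and -1.11 in T2DM (9 of 9 lower) against CT Ly6C high MCs. The medians ran from 0.60 to 0.66 and from -1.11 to -0.96 over the alternatives. Ppbp was at 8.27 and 8.03 in CT, 8.98 in T1DM and 6.68 in T2DM Ly6C high MCs, and Pf4 at 5.24, 5.49, 6.23 and 5.25. In Ly6C low MCs the medians were 0.71 and -0.25 (-0.45 without CT Ly6C low replicate 2). Whether the RNA came from platelets bound to MCs was not tested, and no biological explanation was tested.

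The interferon-stimulated genes had a median of 0.09 in T1DM (11 of 16 higher) and -2.58 in T2DM (16 of 16 lower) against CT Ly6C high MCs, and of 0.06 (0.03 without CT Ly6C low replicate 1) and -0.82 in Ly6C low MCs. Over the alternatives the T2DM median in Ly6C high MCs ran from -2.63 to -2.35. Ifit3 was at 5.64 and 5.72 in CT, 6.16 in T1DM and 2.36 in T2DM Ly6C high MCs. The difference between the subsets was 2.37 in CT, 2.28 in T1DM and 0.41 in T2DM mice. T1DM and T2DM libraries were run on the same sequencer, and the value of 2.28 in T1DM argues against the sequencer as the origin. A lower interferon response in T2DM Ly6C high MCs rests on 1 library, and the strain of the db/db mice and the handling of that library stay open and untested. Irf7 and Cxcl10 of this list are also genes of the paper.

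The paper's MHC-II genes had a median of 0.43 in T1DM (10 of 10 higher) and -1.67 in T2DM (9 of 10 lower) against CT Ly6C high MCs. The B cell genes were higher in the T1DM Ly6C high library as well (median 0.53), and whether B cell RNA gave the T1DM rise was not tested. Cd74 was at 10.24 and 10.26 in CT, 10.69 in T1DM and 8.52 in T2DM Ly6C high MCs. Fewer B cells in the T2DM Ly6C high library would lower the B cell genes at least as much, but their median was -0.57 there. An effect of the sequencer would appear in T1DM too, where the MHC-II list written from marker genes had a median of 0.44. These values argue against both explanations as the whole cause. A strain variant that acts alike on the H2 genes in both subsets would leave Ly6C high minus Ly6C low as in CT, but this difference was lower in T2DM than in CT mice, with a median change of -1.02 on the log2 scale over 9 H2 genes (7 lower, and from -1.21 to -0.83 with 1 CT library left out). Cd74 and Ciita, which are not H2 genes, were lower in T2DM Ly6C high MCs than in CT as well (-1.73 and -1.10), which argues against a variant of the H2 genes as the whole cause. A variant that acts on H2 genes in Ly6C high MCs alone was not tested. A lower MHC-II expression of T2DM Ly6C high MCs rests on 1 library and stays open. Fewer DCs were not tested as its cause, and the DC genes fell by 1.66 in that library against CT (-1.20 without CT Ly6C high replicate 1). The nonclassical monocyte genes had a median of -1.07 there (13 of 13 lower) and the classical monocyte genes of 0.74 (9 of 10 higher). In T1DM Ly6C high MCs the nonclassical genes were lower as well (-0.54, 12 of 13 lower), while the MHC-II genes were higher. Whether these shifts share a cause with the fall of the MHC-II genes was not tested.

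Genes of granulocytes, which the paper did not examine as cell types, were higher in some diabetic libraries than in CT MCs and lower in others. The eosinophil genes had a median of 1.01 in T1DM and 1.10 in T2DM Ly6C low MCs (6 of 6 higher in T2DM), and 0.67 and 0.66 with 1 added on the linear scale. In Ly6C high MCs the medians were 0.08 in T1DM (-0.12 without CT Ly6C high replicate 2) and -0.63 in T2DM (5 of 6 lower, -0.36 without CT Ly6C high replicate 2). In T2DM Ly6C low MCs the median was 1.04 without Ccr3. Eosinophils as the origin cannot be told apart from expression in MCs, because 6 of the 10 genes of the list were in the table, and the abundant Prg2, Prg3, Epx and Ear1 were not among them. Ccr3 and Il5ra are also cytokine receptor genes of the paper.

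The neutrophil genes had a median of 1.04 in T1DM and 1.66 in T2DM Ly6C high MCs and of 1.35 in T2DM Ly6C low MCs. In T1DM Ly6C high MCs the median was 0.69 without CT Ly6C high replicate 1 and 0.61 with 1 added on the linear scale. In T1DM Ly6C low MCs it was -0.43. S100a8 was at 6.90 in T2DM Ly6C high and 3.88 in T2DM Ly6C low MCs, against 1.14 to 2.07 in CT MCs. Without Cxcr2 and Il1r2 the T2DM Ly6C low median was again 1.35. Neutrophils in that library cannot be told apart from expression in MCs, because 12 of the 15 genes of the list were in the table and MCs express several of them. Csf3r, Cxcr2, Cxcl2 and Il1r2 are also genes of the paper.

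The basophil genes had a median of 1.56 in T1DM and 3.00 in T2DM Ly6C low MCs against CT. The T1DM value fell to 0.90 with the low-value filter and 1.03 with 1 added on the linear scale, and the T2DM value ran from 2.22 to 3.22 over the alternatives. Mcpt8 was at 2.10 in T1DM and 1.86 in T2DM Ly6C low MCs, against -0.72 and -1.99 in CT, Cpa3 at 1.50 and 3.31 against 0.24 and 0.01, and Fcer1a at 2.66 and 3.18 against -1.64 and -0.09. The genes were lower in diabetic Ly6C high than in diabetic Ly6C low MCs, with medians of -3.65 (T1DM) and -4.49 (T2DM). This is consistent with basophils in the diabetic Ly6C low libraries, although the levels are low and the reads behind them unknown. The medians against CT Ly6C high MCs were -1.21 in T1DM (-0.67 without CT Ly6C high replicate 1 and -0.64 without replicate 2) and -1.09 in T2DM (-0.65 without replicate 2). Ccr3, Il6 and Ccl17, which were higher in T2DM Ly6C low MCs than in CT, could then come in part from basophils, whether from the sort or from their number in diabetic blood, which was not tested.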

How the results depend on the processing

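The alternatives were set before the data were examined, and none was added. In the pooled test of the subsets, between 1507 and 2792 genes were called under all the alternatives, against 2001 (1750 with the low-value filter, 1872 with 1 added on the linear scale, 1828 under quantile normalization, 1648 without the trend). Leaving out 1 CT library or 1 diabetic mouse group gave from 1507 to 1737 genes. The tests of diabetic against CT MCs called 0 genes in both subsets under the alternatives run (from 609 to 748 genes in Ly6C high and from 341 to 585 in Ly6C low MCs had an unadjusted p-value under 0.05). None of these alternatives would undo an adjustment between CT and diabetic libraries made before the values were deposited. The difference between diabetic and CT mice in Ly6C high minus Ly6C low gave 3 genes at an adjusted p-value limit of 0.05 and 0 under the other alternatives (828 to 1316 with an unadjusted p-value under 0.05). Leaving out a CT library leaves 1 library on a side of the test of CT subsets, and no count of calls was made from it. In the tests of diabetic against CT MCs and of the difference of differences it was not run either.

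In CT MCs, 581 genes were called by limma, with 673 after adding 1 on the linear scale and 692 under quantile normalization. With the low-value filter 1089 genes were called, with an adjusted p-value limit of 0.05 there were 1936, and without the trend in eBayes 0 (5810 with an unadjusted p-value under 0.05). The replicate number as a block gave 0 genes in CT MCs (5513 with an unadjusted p-value under 0.05) and 1823 in the pooled test of the subsets. The 2 replicate numbers do not pair the libraries, since the deviations of the same-numbered libraries had a correlation across genes of 0.009, and nothing in the paper's text says that they mark a mouse or a day. That fit leaves 1 residual degree of freedom per gene in CT MCs. The filter tests fewer genes, and a looser limit calls more. Beyond that the cause was not tested.

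Genes past 2-fold between the subsets numbered 4119 in CT (2402 with the filter, 2380 with 1 added), 4594 in T1DM (2783 with the filter) and 4793 in T2DM mice (2938 and 3141). Against CT Ly6C high MCs there were 1658 in T1DM (622 and 431) and 2283 in T2DM (1167 and 957), and against CT Ly6C low MCs 1453 (480 and 463) and 1775 (703 and 696). Both alternatives remove or shrink differences between low values, by construction. Under quantile normalization the higher and lower genes past 2-fold were 1945 and 1795 in CT (1346 and 2773 without it), 2300 and 2165 in T1DM (1819 and 2775) and 2313 and 2071 in T2DM mice (1864 and 2929), so the excess of lower genes depends on the normalization. Against CT Ly6C low MCs it gave 824 and 702 in T1DM (665 and 788) and 992 and 935 in T2DM (839 and 936). Against CT Ly6C high MCs it gave 717 and 735 in T1DM (843 and 815) and 931 and 1088 in T2DM (982 and 1301). Only the last of these 4 kept the same direction of excess.

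The median of the paper's MHC-II genes between the subsets was -2.34 in CT and -2.27 in T1DM mice under quantile normalization (-2.04 and -2.00 without it), and -3.39 in T2DM mice with 1 added (-3.89). Between T2DM and CT Ly6C high MCs it was -1.53 with 1 added and -1.60 under quantile normalization, and from -1.67 to -1.58 when 1 CT library was left out. All these kept their sign. The cause was not tested. PC1 took 53.9% of the variance, 61.8% with the filter, 60.3% with 1 added, 50.9% under quantile normalization, 69.0% with the 1000 most variable genes, 41.5% with genes scaled to unit variance and from 53.9% to 55.5% when 1 CT library was left out. PC2 took 14.5%, with 14.7% (filter), 14.1% (1 added), 14.8% (quantile normalization), 15.3% (scaled genes) and from 16.2% to 16.5% with 1 CT library left out. For PCA the choice of genes or scale changes the shares by construction.

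In the pooled test of the subsets, 2 genes that were not called reversed. H2-DMb1 had a log2FC from -0.65 (without the T1DM mice) to 0.31 (without the T2DM mice), and Egr2 from -1.11 (without CT Ly6C low replicate 2) to 0.05 (without the T1DM mice), so the sign of each rests on 1 mouse group. Of 2315 values of single genes under an alternative, 1984 were the same, 120 weaker, 49 stronger and 160 moved. Without the trend 40 of 137 tested values were weaker, and with the block 34. Among all of them 12 changed sign, 8 of these when 1 CT library was left out, as for Cxcl9 in CT MCs (1.05, and -0.52 without CT Ly6C low replicate 1) and Pdcd1lg2 in T1DM Ly6C high MCs against CT (-0.36, and 0.26 without CT Ly6C high replicate 1). Of 948 list medians, 303 moved by more than the SD from the median log2 values of their list in the CT libraries, and 34 changed sign.

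The deposited values hold no counts, so the depth behind a value is unknown. It limits the genes with low values, which make up most of the differences past 2-fold that the filter and the added 1 remove, and single cytokine, checkpoint and granulocyte genes near the lowest values of a library.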

Differences from the paper's values

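The paper's log2FC in its figures were read by eye to 1 decimal, so a difference under 0.05 was not counted. Of 349 figure values, 341 had the same sign here, with a correlation across genes of 0.96, and 164 were counted as different. These differed by more than the SD estimated from the CT replicates, except Cxcl2 between T2DM Ly6C high and T2DM Ly6C low MCs. This SD is the error meant below, and noise alone can exceed it. It was used for the diabetic libraries too, and some counted differences are close to the reading error. The paper describes more libraries than were analysed here, so its values need not rest on the same ones. The Cxcl2 difference lies within its replicate SD of 2.30, but its value here was 0.00 and did not have the paper's sign. The paper's value was the larger one in size in 263. Between CT Ly6C high and CT Ly6C low MCs, where 48 of 78 values differed, the correlation was 1.00 and the paper's value was larger in size in 76. Il6, Cxcl12 and Ifng were at their floor in the diabetic Ly6C high libraries, and Ccl4 and Ccl22 in the CT Ly6C high libraries. Ccl2 was at its floor in the CT Ly6C low libraries and Tnfsf4 in the T1DM Ly6C low library. Their log2FC against these libraries depend on where the floor lies, so a difference from the paper there does not show a difference in expression. Below, each value of the figures comes after the word about and is the paper's, and the value computed here follows in parentheses. Where a comparison has a value within the paper's under an alternative set before the data were examined, the gene, that value and the alternative are named, and no other alternative did so.

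The paper's text gives 1423 genes higher and 1641 lower in CT Ly6C high MCs, against 346 and 235 called here by limma. With an adjusted p-value limit of 0.05 the numbers were 834 and 1102, and the number of lower genes is then within 1.5 times the paper's. None of the other alternatives set before the data were examined brought either number to the paper's. The paper's text gives a fall of Myc in T1DM MCs of 4.66, against 4.21 here, and a log2FC of Tgfb1 in T1DM MCs of 1.32, against 1.50 here. Suppl. Table 1 of the paper gives -4.217 for Myc in T1DM, which is within the error of the value here, and -4.655 for Tbx21. Under quantile normalization the log2FC of Tgfb1 was 1.27, within the error of the paper's text value, and no alternative set before the data were examined did so for Myc. Among 33 values of Suppl. Table 1, 33 had the same sign here, with a correlation across genes of 0.99, and 5 differed. The paper's values there are -3.101 for Egr2 and -4.655 for Tbx21 in T1DM (here -3.28 and -4.19), and -3.699 for Gfi1, -1.996 for Ciita and -2.415 for Tbx21 in T2DM (here -1.65, -2.20 and -2.13). None of the alternatives set before the data were examined brought any of these 5 to the paper's value.

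H2-Oa has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -3.7 in Fig. 3B (here -3.29), H2-Ob about -4.4 (here -3.76), H2-Eb2 about -4.5 (here -3.70), H2-Eb1 about -2.5 (here -2.31), H2-Ab1 about -1.9 (here -1.72) and H2-DMb2 about -4.2 (here -3.48). Cd74 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -1.7 in Fig. 3B (here -1.54) and H2-Aa about -2.0 (here -1.77). Within the paper's values came H2-Eb1 (-2.57) under quantile normalization, H2-DMb2 (-3.81) without CT Ly6C high replicate 1.

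H2-Oa has a log2FC between T1DM Ly6C high and T1DM Ly6C low MCs of about -4.0 in Fig. 3B (here -3.84), H2-Eb1 about -2.3 (here -2.20), H2-Ab1 about -1.6 (here -1.55), Cd74 about -1.5 (here -1.45) and H2-Aa about -1.9 (here -1.81).

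H2-Oa has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about -3.9 in Fig. 3B (here -3.81), H2-Eb2 about -5.1 (here -4.06), H2-Eb1 about -5.1 (here -5.00), H2-Ab1 about -4.1 (here -3.95), Ciita about -2.0 (here -2.20) and Cd74 about -3.9 (here -3.84). H2-Aa has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about -4.2 in Fig. 3B (here -4.13). Inside the error of the paper's values were H2-Eb1 (-5.12) under quantile normalization, Ciita (-2.16) with 1 added on the linear scale.

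H2-Eb2 has a log2FC between T1DM and CT Ly6C high MCs of about 2.2 in Fig. 3B (here 1.38). Within the paper's values came H2-Eb2 (1.70) without CT Ly6C high replicate 2.

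H2-Oa has a log2FC between T2DM and CT Ly6C high MCs of about -1.8 in Fig. 3B (here -1.24), H2-Eb1 about -2.1 (here -2.80), H2-Ab1 about -3.2 (here -2.04), Cd74 about -2.9 (here -1.73) and H2-Aa about -4.0 (here -1.60).

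H2-Oa has a log2FC between T2DM and CT Ly6C low MCs of about -1.1 in Fig. 3B (here -0.71) and H2-Aa about 1.1 (here 0.75).

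Tnfsf4 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -3.5 in Fig. 4A (here -2.95), Sema4a about 1.4 (here 1.22), Pdcd1lg2 about -5.7 (here -4.47), Lgals9 about 1.9 (here 1.58), Tnfrsf8 about -1.4 (here -1.30) and Havcr1 about -3.4 (here -3.00). Cd2 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -4.4 in Fig. 4A (here -3.72) and Ctla4 about -4.1 (here -3.59). Within the paper's values came Sema4a (1.31) and Tnfrsf8 (-1.35) and Havcr1 (-3.24) without CT Ly6C low replicate 2, Pdcd1lg2 (-5.08) without CT Ly6C high replicate 1, Cd2 (-4.10) and Ctla4 (-3.81) without CT Ly6C high replicate 2.

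Nectin2 has a log2FC between T1DM Ly6C high and T1DM Ly6C low MCs of about 4.9 in Fig. 4A (here 2.64), Timd4 about -6.5 (here -4.22), Havcr1 about -5.0 (here -3.81), Icos about -6.3 (here -4.04), Havcr2 about -1.4 (here -1.29) and Tigit about -1.5 (here -1.31). The alternatives that reached the paper's values gave Havcr2 (-1.42) under quantile normalization.

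Timd4 has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about -2.1 in Fig. 4A (here -1.49), Tnfsf4 about -3.4 (here -1.74), Tnfsf8 about -4.1 (here -3.25), Tnfrsf8 about -2.5 (here -2.29), Havcr1 about -6.7 (here -4.82) and Cd40 about -1.8 (here -1.37). Ctla4 has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about -5.0 in Fig. 4A (here -4.56).

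Cd274 has a log2FC between T1DM and CT Ly6C high MCs of about -2.0 in Fig. 4A (here -0.95), Pdcd1lg2 about -2.7 (here -0.36) and Ctla4 about -2.5 (here -0.32).

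Nectin2 has a log2FC between T2DM and CT Ly6C high MCs of about 1.1 in Fig. 4A (here 1.98), Cd274 about -1.7 (here -0.61), Pdcd1lg2 about -1.9 (here 0.24), Tnfrsf9 about -1.0 (here -1.77), Cd40 about -1.0 (here -1.24) and Havcr2 about -1.1 (here -0.93). Cd96 has a log2FC between T2DM and CT Ly6C high MCs of about -1.8 in Fig. 4A (here -1.15) and Ctla4 about -3.7 (here -1.43). The alternatives that reached the paper's values gave Tnfrsf9 (-0.94) and Cd40 (-1.18) with 1 added on the linear scale, Cd40 (-1.14) and Cd96 (-1.52) without CT Ly6C high replicate 1, Havcr2 (-1.00) without CT Ly6C high replicate 2.

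Tnfsf4 has a log2FC between T1DM and CT Ly6C low MCs of about -1.9 in Fig. 4A (here -2.80).

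Tnfsf8 has a log2FC between T2DM and CT Ly6C low MCs of about -1.1 in Fig. 4A (here -0.69).

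Ccl2 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about 4.4 in Supplementary Fig. 3 (here 3.48), Ccl9 about 3.0 (here 2.41), Il15 about 3.0 (here 2.20), Tnfsf13 about 2.9 (here 2.39), Ccl6 about 2.8 (here 2.22) and Ifnk about 1.2 (here 0.96). Gdf15 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -1.3 in Supplementary Fig. 3 (here -1.40), Ccl4 about -3.2 (here -2.54), Ltb about -3.3 (here -2.86), Ccl5 about -3.4 (here -2.89), Xcl1 about -3.6 (here -3.11) and Ifng about -4.1 (here -3.27). Ccr2 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about 3.7 in Supplementary Fig. 3 (here 3.08), Acvr1 about 2.8 (here 2.04), Acvr2b about 2.5 (here 1.63), Csf3r about 2.4 (here 1.90), Ltbr about 2.2 (here 1.68) and Il3ra about 2.0 (here 1.57). Fas has a log2FC between CT Ly6C high and CT Ly6C low MCs of about 1.7 in Supplementary Fig. 3 (here 1.51), Ifngr2 about 1.5 (here 1.14), Csf2ra about 1.4 (here 1.10), Acvr1b about 1.2 (here 0.98), Cx3cr1 about 1.1 (here 0.83) and Ifngr1 about 1.1 (here 0.84). Csf1r has a log2FC between CT Ly6C high and CT Ly6C low MCs of about 1.1 in Supplementary Fig. 3 (here 0.80), Il17ra about 1.0 (here 0.81), Il21r about -2.0 (here -1.70), Il18rap about -2.5 (here -2.02), Il18r1 about -3.1 (here -2.56) and Il5ra about -4.0 (here -3.53). Il12rb1 has a log2FC between CT Ly6C high and CT Ly6C low MCs of about -4.1 in Supplementary Fig. 3 (here -2.60) and Ccr6 about -4.9 (here -3.93). The alternatives that reached the paper's values gave Ccl2 (4.10) and Il3ra (1.94) and Fas (1.69) under quantile normalization, Ccl4 (-2.85) and Csf2ra (1.30) without CT Ly6C low replicate 1, Acvr1 (2.35) without CT Ly6C low replicate 2, Il3ra (1.80) and Il12rb1 (-3.33) without CT Ly6C high replicate 2, Csf2ra (1.14) without CT Ly6C high replicate 1.

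Ccl2 has a log2FC between T1DM Ly6C high and T1DM Ly6C low MCs of about 4.5 in Supplementary Fig. 3 (here 3.66), Ccl17 about -4.8 (here -2.69), Cxcl13 about -3.4 (here -1.45), Cxcl15 about -1.3 (here 0.01), Il24 about 1.9 (here 0.50) and Il6 about -4.6 (here -2.57). Cxcl12 has a log2FC between T1DM Ly6C high and T1DM Ly6C low MCs of about -1.6 in Supplementary Fig. 3 (here -0.72), Ccl4 about -1.3 (here -0.65), Ltb about -3.6 (here -3.39), Ifng about -6.4 (here -3.79), Fas about 1.5 (here 1.39) and Il12rb2 about -1.4 (here -1.33). Ccr6 has a log2FC between T1DM Ly6C high and T1DM Ly6C low MCs of about -2.2 in Supplementary Fig. 3 (here -2.55). Inside the error of the paper's values were Fas (1.49) and Il12rb2 (-1.37) and Ccr6 (-2.15) under quantile normalization.

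Il15 has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about 1.1 in Supplementary Fig. 3 (here 0.81), Cxcl2 about -1.5 (here 0.00), Ccl17 about -6.7 (here -4.37), Cxcl13 about 2.5 (here 0.90), Il24 about -1.5 (here -0.55) and Gdf15 about -1.1 (here -1.21). Il6 has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about -6.7 in Supplementary Fig. 3 (here -4.73), Cxcl12 about -4.6 (here -2.68), Ccl22 about -3.1 (here -2.22), Ccl4 about -4.1 (here -2.64), Ccl5 about -1.1 (here -1.22) and Ifng about -3.1 (here -1.57). Fas has a log2FC between T2DM Ly6C high and T2DM Ly6C low MCs of about 2.6 in Supplementary Fig. 3 (here 2.66), Ifngr2 about 1.0 (here 0.95), Cxcr2 about -3.3 (here -2.99), Il12rb2 about -1.3 (here -1.21) and Il21r about -3.2 (here -2.97). Within the paper's values came Il15 (1.28) under quantile normalization, Ccl5 (-1.10) with 1 added on the linear scale.

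Ccl22 has a log2FC between T1DM and CT Ly6C high MCs of about -1.6 in Supplementary Fig. 3 (here 0.22), Ccl4 about 1.3 (here 1.00), Ccl5 about 1.8 (here 0.14), Acvr2b about -1.1 (here -1.31), Il2rb about -1.3 (here -0.07) and Il9r about -2.0 (here -0.32). Ccr6 has a log2FC between T1DM and CT Ly6C high MCs of about -1.0 in Supplementary Fig. 3 (here 0.76). The alternatives that reached the paper's values gave Acvr2b (-0.98) with 1 added on the linear scale, Acvr2b (-1.20) without CT Ly6C high replicate 2.

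Il15 has a log2FC between T2DM and CT Ly6C high MCs of about -1.8 in Supplementary Fig. 3 (here -2.01), Tnfsf13 about -1.3 (here -1.15), Cxcl13 about -1.0 (here -1.06), Ccl22 about -1.9 (here -0.53), Ltb about 2.9 (here 2.76) and Xcl1 about -1.4 (here 0.20). Acvr2b has a log2FC between T2DM and CT Ly6C high MCs of about -1.4 in Supplementary Fig. 3 (here -1.82), Il12rb2 about -1.6 (here -1.38), Il21r about -1.3 (here -1.03), Il2rb about -3.0 (here -1.50), Il18r1 about -1.1 (here -0.99) and Il5ra about -1.1 (here -0.64). Il9r has a log2FC between T2DM and CT Ly6C high MCs of about -2.4 in Supplementary Fig. 3 (here -1.08) and Ccr6 about -1.8 (here 0.32). Inside the error of the paper's values were Il15 (-1.78) and Acvr2b (-1.29) with 1 added on the linear scale, Cxcl13 (-1.03) and Il21r (-1.15) and Il9r (-1.57) without CT Ly6C high replicate 1.

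Ccl9 has a log2FC between T1DM and CT Ly6C low MCs of about 1.2 in Supplementary Fig. 3 (here 0.29), Ccl6 about 2.4 (here 0.56), Cxcl2 about 2.2 (here 3.01), Ccr2 about -1.2 (here 0.06) and Lifr about -1.5 (here -1.20).

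Ccl9 has a log2FC between T2DM and CT Ly6C low MCs of about 1.5 in Supplementary Fig. 3 (here 0.56), Ccl6 about 2.7 (here 0.78), Ccl17 about 2.0 (here 3.16), Csf1 about 2.0 (here 2.46), Gdf15 about 1.5 (here 1.87) and Ccl5 about -2.8 (here -2.65). Xcl1 has a log2FC between T2DM and CT Ly6C low MCs of about -2.8 in Supplementary Fig. 3 (here -3.58), Ifng about -1.8 (here -2.01), Il3ra about 1.1 (here 0.85), Fas about -1.2 (here -0.95), Lifr about 1.4 (here 1.59) and Il12rb2 about -1.4 (here -1.32). Il2rb has a log2FC between T2DM and CT Ly6C low MCs of about -2.1 in Supplementary Fig. 3 (here -1.80) and Ccr6 about 1.8 (here 1.44). The alternatives that reached the paper's values gave Ccl17 (1.79) with 1 added on the linear scale, Ccl5 (-2.81) and Il12rb2 (-1.44) under quantile normalization, Ifng (-1.89) without CT Ly6C low replicate 1.

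Of the text's directions, the paper states that the PD-1/PD-L1 pathway is elevated in diabetic Ly6C high MCs. Cd274, which encodes PD-L1, was lower in both diabetic Ly6C high libraries than in the Ly6C low libraries of the same mice. It was also lower there than in both CT Ly6C high libraries. The paper itself reports lower Cd274 in Ly6C high MCs and a further fall in T1DM and T2DM. The contrast is thus between its pathway result and Cd274, whose direction in the paper is the same as here. The paper lists IL-15 production among the pathways activated in T1DM against CT Ly6C high MCs, whereas the log2FC of Il15 itself was -0.25 here. The paper states that receptor genes are lower in diabetic MCs than in CT MCs, whereas the medians of its cytokine receptor genes were -0.07 (T1DM) and 0.07 (T2DM) in Ly6C high and 0.20 and 0.22 in Ly6C low MCs. The median in T1DM Ly6C high MCs was 0.04 without CT Ly6C high replicate 2, that in T2DM Ly6C high MCs -0.10 without CT Ly6C high replicate 1, -0.14 with the low-value filter and -0.01 under quantile normalization, and that in T1DM Ly6C low MCs 0.13 without CT Ly6C low replicate 2. The paper's checkpoint receptor genes went the stated way in Ly6C high MCs, with medians of -0.18 in T1DM (12 of 18 lower, -0.27 without CT Ly6C high replicate 2) and -0.92 in T2DM (14 of 18 lower, -0.48 with 1 added on the linear scale). In Ly6C low MCs their medians were 0.40 in T1DM and -0.05 in T2DM (-0.28 without CT Ly6C low replicate 2 and -0.45 with the low-value filter). Opposite signs to the figures were found for Pdcd1lg2, Xcl1 and Ccr6 between T2DM and CT Ly6C high MCs, Ccl22 and Ccr6 between T1DM and CT Ly6C high MCs, Ccr2 between T1DM and CT Ly6C low MCs and Cxcl15 between T1DM Ly6C high and T1DM Ly6C low MCs, with both values given above. The paper's counts of DEGs in comparisons with a diabetic group have no counterpart here, because 1 library of each was analysed and no test was made. With an adjusted p-value limit of 0.05, 24 of 137 values of single named genes passed that did not pass at 0.01.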

Other observations

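The tests of an alignment, of the sex of the mice, of a strain difference and of reads shared with pseudogenes were chosen only after the result was seen. The genes called in the pooled test of the subsets were set against other splits of the 8 libraries into 4 and 4. Of 35 splits, 34 could be fitted with mouse group as covariate, and 1 of the 34, the split by subset, gave as many called genes. It gave 2001 genes by limma, and the other 33 gave 0, with 119 to 2471 genes at an unadjusted p-value under 0.05 against 7117 in the split by subset. Each of the other splits puts both subsets in each of its groups, so the difference between the subsets enters the spread of these fits, and a count of 0 in them can follow from that alone.

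Differences from CT MCs went opposite ways in the subsets across genes in 3 of 4 pairs of comparisons. The correlation across genes of T1DM against CT in Ly6C high with T1DM against CT in Ly6C low MCs was -0.21, that of T2DM in Ly6C high with T1DM in Ly6C low was -0.41, and that of T1DM in Ly6C high with T2DM in Ly6C low was -0.31. Genes are not independent replicates. With no effect at all, simulated libraries gave 0.02, 0.03 and 0.01, and simulated libraries aligned gene by gene between CT and diabetic gave -0.33, -0.34 and -0.34. The pair of T2DM in Ly6C high with T2DM in Ly6C low had 0.04, against 0.00 simulated without and -0.33 with an alignment. The simulated libraries hold no effect of T2DM, and an effect shared by both subsets would raise this value, so this pair does not decide. The aligned simulation also had more diabetic libraries than were analysed here. For T1DM and T2DM in the same subset, which share their CT libraries, the correlations were 0.07 in Ly6C high and 0.08 in Ly6C low, against 0.35 and 0.32 simulated without and 0.10 and 0.12 with an alignment. The variance across genes of the CT minus diabetic mean was 0.178 of the value expected from T1DM minus T2DM, and from 0.162 to 0.191 in 4 sets of genes divided by mean expression. Exactly equal values occurred in 205 to 667 genes in each pair of CT libraries and 151 to 332 in each pair of diabetic libraries, and in 0 genes in the 16 pairs of a CT and a diabetic library. Apart from the T2DM pair, these values are consistent with an adjustment between the libraries of the 2 sequencers before the values were deposited, which the paper's text does not name. Such an adjustment would remove part of any difference from CT that all diabetic libraries share. It would leave the differences between the subsets of one mouse group as they are only if it shifted each gene without rescaling it, which was not tested. Between the CT subsets, 76 of 78 figure values of the paper were larger in size than those here. Their median absolute difference was 0.40, against 0.14 between the T1DM and 0.16 between the T2DM subsets. A shift alone would not give this if the paper's values preceded the adjustment, but that is unknown, so these values do not decide.

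The sequencer itself cannot be told apart from diabetes, because CT MCs were run on one sequencer and all diabetic MCs on another. For it the T2DM pair was used, with its correlation across genes of 0.04. A shared effect of the sequencer would raise it and an alignment would lower it, so the value does not decide.

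The fall of the MHC-II genes in Ly6C high against Ly6C low MCs goes with a larger fall of the median of the B cell genes, which was smallest in T1DM (-3.65) among the 3 mouse groups. Igkc was at 10.32 and 10.30, Ighm at 11.19 and 11.22 and Cd79a at 8.56 and 8.59 in CT Ly6C low MCs. B cells in the Ly6C low gate are thus a candidate source of part of the MHC-II difference, and of Pax5 and Pou2af1, which are on the B cell list and among the TFs of the paper. How much of the MHC-II RNA comes from them was not tested. For DCs no value decides. The median of 9 DC genes in CT MCs was 0.00, over members that went both ways (0 called by limma, 6 with an unadjusted p-value under 0.05), and it was 0.20 without CT Ly6C high replicate 1, -0.28 without replicate 2 and -0.25 without CT Ly6C low replicate 1. In T1DM it was -0.44 and in T2DM -2.92, and in the pooled test of the subsets -1.16 (4 called), which became -0.24 without the T2DM mice. DCs in the gate and expression in MCs cannot be told apart from these members.

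The median of the T cell genes was lower in Ly6C high than in Ly6C low MCs of each mouse group, with -0.69 in CT, -0.70 in T1DM and -1.21 in T2DM. In CT the median was -0.40 without CT Ly6C low replicate 2 and -0.29 under quantile normalization, and 0 of the 20 genes were called by limma (6 with an unadjusted p-value under 0.05). The pooled test of the subsets had a median of -0.70, with 4 of 20 genes called (11 with an unadjusted p-value under 0.05). In limma's set tests its adjusted p-value was 0.00307 with camera's preset correlation, 0.287 with its estimated correlation and 0.0102 with fry. Cd3e was at 2.44, 1.45, 2.57 and 2.27 and Trbc2 at 3.54, 2.82, 3.20 and 3.23 in the CT, T1DM and T2DM Ly6C low libraries. At such low levels T cells in the gate cannot be told apart from expression in MCs. Tcf7 and Il7r of this list are also genes of the paper.

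Other gene lists differed as follows between Ly6C high and Ly6C low MCs, with medians in CT, T1DM, T2DM and the pooled test of the subsets. Classical monocyte genes had 3.22, 3.77, 3.78 and 3.45, and 8 of 10 were called in CT (9 adjusted over the list alone) and 9 in the pooled test by limma. In limma's set tests of that list the adjusted p-value in the pooled test was 9.57e-14 with camera's preset correlation, 0.0348 with its estimated correlation and 6.61e-06 with fry. Nonclassical monocyte genes had -0.46, -1.49, -1.83 and -1.22, with 3 of 13 called in CT (4 adjusted over the list alone) and 7 in the pooled test. The 11 MHC-II marker genes had -1.77, -1.81, -3.84 and -2.37, with 7 called in CT (8 adjusted over the list alone) and 9 in the pooled test. Plasmacytoid DC genes had -0.56, -0.77, -0.81 and -0.59, with 1 of 6 called in CT (2 adjusted over the list alone) and 2 in the pooled test. The paper's other genes had 1.00, 1.19, 1.13 and 1.03, with 1 of 9 called in CT (4 adjusted over the list alone) and 7 in the pooled test. Ccr2 and Ly6c2 of the classical, Cx3cr1 of the nonclassical and Ccr9 of the plasmacytoid DC list are also genes of the paper.

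Lists of less abundant cells depended more on single libraries. Neutrophil genes had 0.60, 2.46, 1.04 and 0.89, with 2 of 12 called in CT (2 adjusted over the list alone) and 3 in the pooled test. In CT their median was 0.16 without CT Ly6C high replicate 1, 0.37 without CT Ly6C low replicate 1 and 1.00 without CT Ly6C low replicate 2. Eosinophil genes had -0.20, -1.40, -2.21 and -0.97, with 1 of 6 called in CT (1 adjusted over the list alone) and 1 in the pooled test. In CT their median was 0.08 without CT Ly6C high replicate 1, -0.82 without replicate 2, -0.36 and -0.48 without CT Ly6C low replicates 1 and 2, and 0.24 under quantile normalization. Basophil genes had -0.75 in CT (-0.48 and -0.36 without CT Ly6C low replicates 1 and 2) and -2.08 in the pooled test, with 0 of 8 called in CT (0 adjusted over the list alone, 2 with an unadjusted p-value under 0.05) and 2 in the pooled test.

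The remaining lists had at most 1 called gene. Platelet genes had 0.21 (0.34 without CT Ly6C low replicate 1), -0.19, -0.16 and 0.07, with 0 of 9 called in CT (3 with an unadjusted p-value under 0.05) and 0 in the pooled test (0 with an unadjusted p-value under 0.05). The pooled median was 0.19 without the T1DM mice and -0.06 without CT Ly6C low replicate 2. Erythroid genes had -0.17, 0.16, 0.02 and 0.00, and -0.21, -0.25, -0.39 and -0.35 under quantile normalization, with 0 of 8 called in CT (3 with an unadjusted p-value under 0.05) and 0 in the pooled test (0 with an unadjusted p-value under 0.05). In CT their median was -0.03 without CT Ly6C high replicate 1, -0.26 without replicate 2 and -0.05 without CT Ly6C low replicate 1, and the pooled median was -0.07 without the T2DM mice. Cycling genes had -0.48, -1.13, -0.79 and -0.74, with 0 of 8 called in CT (2 with an unadjusted p-value under 0.05) and 0 in the pooled test (5). In CT their median was -0.23 without CT Ly6C high replicate 2 and -0.86 without CT Ly6C low replicate 1. Macrophage genes had -0.59, -1.99, -0.44 and -0.97, but 0.62, 0.06 and 0.60 with the low-value filter in the 3 mouse groups, with 1 of 8 called in CT (1 adjusted over the list alone) and 1 in the pooled test. In CT their median was -0.25 without CT Ly6C high replicate 2, and the pooled median was -0.45 without the T1DM mice. Timd4 of this list is also a gene of the paper.

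Y-linked genes were lower in CT than in diabetic MCs, which the paper does not report. The paper describes the mice as male. Of 13 genes of chromosome Y in the table, Kdm5d, Eif2s3y, Uty and Ddx3y were higher in every diabetic than in every CT library. Among all genes 32 were (0.194%), where chance gives 1.43%. The diabetic minus CT difference was 2.91 for Eif2s3y and 2.65 for Ddx3y, the largest and the next largest of 16486 genes, 1.50 for Kdm5d and 1.02 for Uty. Eif2s3y was at 2.39, 2.96, 4.31 and 2.77 in CT and from 5.55 to 6.32 in diabetic MCs. Fewer male mice in the CT pools could give this, as could a difference in how reads of the sequencers were assigned to Y genes and their X copies. The explanations cannot be told apart, because the CT libraries still hold Y-linked RNA, no female sample was analysed and the sequencer differs in the same way.

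Some genes were set apart in both libraries of one mouse group by more than 2 on the log2 scale from all other libraries. There were 3 such genes in T1DM and 32 in T2DM mice (26 above and 6 below). Rpl3-ps1 was at 7.31 and 7.09 in T2DM and at most at 2.03 elsewhere, Tpm3-rs7 at 8.70 and 8.37 against at most 5.36, and Hpgd at 4.42 and 4.51 against at least 6.53. Of the 24 T2DM genes with a position 62.5% were pseudogenes (15 genes), against 6.6% of all genes in the table, which is consistent with reads that are shared between pseudogenes and their parent genes and assigned differently in T2DM libraries. A strain difference between db/db and the other mice was examined with the same 32 genes and cannot be told apart from an effect of T2DM, because each strain has 1 diabetic model. None of the 24 genes had another within 5 genes of it (0), with a mean of 0.4 and a highest number of 8 in 10000 random sets, which does not decide. Of the genes set apart in T2DM, Arhgef33, H2-Q2, Gm11127 and Gm8909 lie on chromosome 17. H2-Ea-ps was at 4.41 and 8.70 in T2DM Ly6C high and Ly6C low MCs against at most 2.93 in the other libraries, a log2FC between the subsets of -4.29.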
